# CTCF controls three-dimensional enhancer network underlying the inflammatory response of bone marrow-derived dendritic cells

**DOI:** 10.1038/s41467-023-36948-5

**Published:** 2023-03-08

**Authors:** Bobae Yang, Sueun Kim, Woong-Jae Jung, Kyungwoo Kim, Sugyung Kim, Yong-Jin Kim, Tae-Gyun Kim, Eun-Chong Lee, Jung-Sik Joo, Chae Gyu Park, Sumin Oh, Kyung Hyun Yoo, Hyoung-Pyo Kim

**Keywords:** Epigenetics in immune cells, Chromatin remodelling, Inflammation, Dendritic cells

## Abstract

Dendritic cells are antigen-presenting cells orchestrating innate and adaptive immunity. The crucial role of transcription factors and histone modifications in the transcriptional regulation of dendritic cells has been extensively studied. However, it is not been well understood whether and how three-dimensional chromatin folding controls gene expression in dendritic cells. Here we demonstrate that activation of bone marrow-derived dendritic cells induces extensive reprogramming of chromatin looping as well as enhancer activity, both of which are implicated in the dynamic changes in gene expression. Interestingly, depletion of CTCF attenuates GM-CSF-mediated JAK2/STAT5 signaling, resulting in defective NF-κB activation. Moreover, CTCF is necessary for establishing NF-κB-dependent chromatin interactions and maximal expression of pro-inflammatory cytokines, which prime Th1 and Th17 cell differentiation. Collectively, our study provides mechanistic insights into how three-dimensional enhancer networks control gene expression during bone marrow-derived dendritic cells activation, and offers an integrative view of the complex activities of CTCF in the inflammatory response of bone marrow-derived dendritic cells.

## Abstract (web summary)

The role of 3D genome organization is not well understood in the transcriptional regulation of dendritic cells. Here the authors show that activation of dendritic cells in vitro induces dynamic reprogramming of the chromatin looping and enhancer activity linked to changes in gene expression and implicates a role for the chromatin architecture protein CTCF in the inflammatory response of dendritic cells.

## Introduction

Gene expression in eukaryotic cells is controlled by DNA sequence-specific transcription factors, which act by binding to gene regulatory elements such as promoters, enhancers, and boundary elements. Enhancers often exist at a considerable distance from their target genes, and chromatin looping provides a mechanism for distal enhancers to interact with their target promoters^1–3^. Due to technological advancements, recent studies on the structural organization of the genome have revealed that the gene regulatory mechanism is tightly linked to the multi-layered chromatin conformation^4–6^. Mammalian genomes are folded into a complex three-dimensional (3D) chromatin architecture comprising compartments, topologically associating domains (TADs), and chromatin loops^7^. Individual chromosomes segregate into active “A” or inactive “B” compartments, which may arise as a consequence of homotypic interactions between genomic regions with similar transcription and chromatin states^7^. TADs divide the mammalian genome at the submegabase level and display preferential intra-domain chromatin interactions^4,5^. CTCF is a well-known transcription factor with 11 zinc finger domains that defines TADs by binding to boundary elements and promotes the formation of chromatin loops along with cohesin proteins^8,9^. The spatial insulation imposed by CTCF and TAD boundaries has been proposed to influence gene expression by facilitating proper intra-domain enhancer-promoter communications while inhibiting cross-boundary enhancer action to prevent inappropriate gene activation^3,10–13^.

Dendritic cells (DCs) are professional antigen-presenting cells that provide critical signals for eliciting innate and adaptive immune responses^14^. Upon detecting invading pathogens or other inflammatory stimuli, DCs respond with robust transcriptional and epigenetic reprogramming, directing a series of maturation events such as antigen uptake, antigen processing, and migration to specialized lymphoid organs^15–17^. Thereafter, activated DCs modulate lymphocyte activation and differentiation by upregulating the expression of major histocompatibility complexes, co-stimulatory molecules, and a variety of pro-inflammatory cytokines^18,19^. These responses are initiated through a set of innate pattern recognition receptors, such as toll-like receptors (TLRs), which discriminate harmful foreign materials from ourselves and are propagated through well-characterized signaling pathways^20,21^. However, an aberrant activation of DCs can also lead to diverse autoimmune and immune-mediated inflammatory diseases such as multiple sclerosis^22,23^. Therefore, understanding the molecular mechanisms underlying the activation of DCs is important for developing strategies against inflammatory disorders.

Previously, we reported that CTCF is required for the homeostasis of epidermal Langerhans cells and bone marrow (BM) primitive hematopoietic stem cells^24,25^. However, the mechanism through which CTCF regulates the complex molecular events during DC activation has not yet been comprehensively investigated. Here, we analyze the global transcriptional, epigenetic, and topological changes occurring in mouse bone marrow-derived DCs (BMDCs) in response to pathogenic stimuli and demonstrate that CTCF is essential in shaping the three-dimensional enhancer networks for the optimal immune function of BMDCs.

## Results

### Disrupted occupancies of CTCF and SMC1 due to CTCF depletion in in vitro-generated GM-CSF dendritic cells

To decipher the role of CTCF in the gene expression and immunomodulatory function of the primary mouse DCs, we used common in vitro DC differentiation models, where cultures of naïve bone marrow (BM) in the presence of GM-CSF leads to differentiation of precursors into a monocyte-derived DC state^26^ (denoted from here on as BMDC). We added 4-hydroxytamoxifen (4-OHT) to the BM cultures on the first day of differentiation to remove loxP-flanked Ctcf alleles for Ctcf conditional knockout cells (CreER;CTCF^fl/fl^) but not for WT cells (CreER;CTCF^wt/wt^). Flow cytometry analysis demonstrated that GM-CSF BM cultures comprised mainly CD11c^+^MHCII^high^CD11b^int^CD115^−^CD135^+^ GM-DCs along with a minor fraction of CD11c^+^MHCII^int^CD11b^high^ cells that might have potential to differentiate into GM-DCs (Supplementary Fig. 1)^27–29^. Following in vitro differentiation, BMDCs were activated using the bacterial cell wall component LPS to trigger an inducible gene expression program (Fig. 1a).

**Fig. 1:**
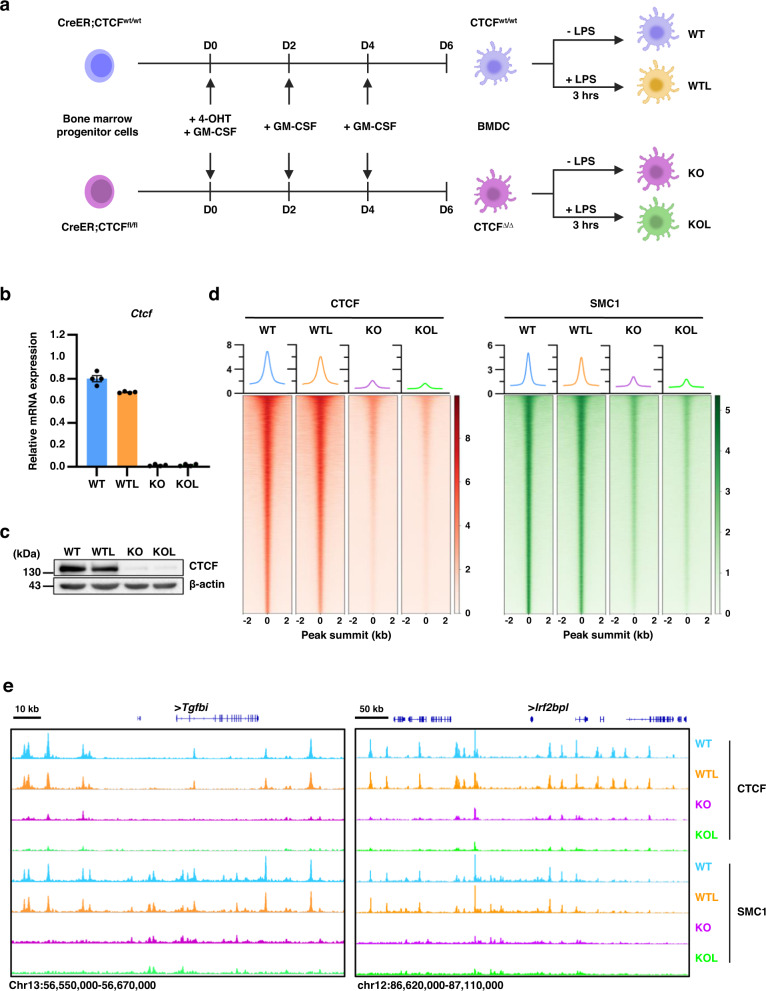
Disrupted occupancies of CTCF and SMC1 due to CTCF depletion in BMDCs. **a** Schematic showing in vitro DC differentiation models, where cultures of naïve BM in the presence of GM-CSF leads to differentiation of precursors into BMDCs. We added 4-hydroxytamoxifen (4-OHT) to the BM cultures on the first day of differentiation to remove loxP-flanked Ctcf alleles for Ctcf conditional knockout cells (CreER;CTCF^fl/fl^) but not for WT cells (CreER;CTCF^wt/wt^). Following in vitro differentiation, WT and CTCF-deficient BMDCs were activated using LPS. WT: untreated wild-type BMDC, WTL: wild-type BMDC treated with LPS for 3 h, KO: untreated CTCF knock-out BMDC, KOL: CTCF knock-out BMDC treated with LPS for 3 h. **b**, **c** Efficient depletion of CTCF at the mRNA (**b**) and protein (**c**) levels in CTCF-deficient BMDCs. Error bars represent mean ± standard error of the mean (s.e.m.). *n* = 2 biologically independent samples were used for each group. **d** Heatmaps of ChIP-Seq signal called for CTCF (left) and SMC1 (right) showing disrupted global occupancy of each protein in CTCF-deficient BMDCs. Histogram showing the average tag density of CTCF or SMC1 ChIP-seq peaks are displayed on top of each heatmap. **e** Snapshot of ChIP-seq signal tracks for CTCF and SMC1 in the representative genomic region. Source data are provided as a Source Data file.

Depletion of endogenous CTCF in the BMDCs was confirmed at the mRNA and protein levels (Fig. 1b, c). Genome-wide CTCF binding patterns, measured by ChIP-seq, in untreated wild-type BMDCs (WT) were mostly similar to those in LPS-stimulated wild-type BMDCs (WTL), indicating that LPS treatment by itself does not affect overall CTCF binding (Fig. 1d, e, Supplementary Fig. 2a). In contrast, CTCF occupancy was lost or severely reduced at all of its binding sites in CTCF-deficient BMDCs, in both unstimulated and LPS-stimulated cells (KO and KOL, respectively) (Fig. 1d, e, Supplementary Fig. 2a). Genome-wide occupancy of SMC1, a subunit of the cohesin complex functionally associated with CTCF to mediate long-range chromatin interaction, demonstrated a similar pattern to that of CTCF; it was not largely affected by LPS stimulation but was lost or considerably reduced due to CTCF depletion (Fig. 1d, e, Supplementary Fig. 2b).

During GM-CSF-mediated differentiation, compared with WT BM, CTCF-deficient BM demonstrated a similar apoptosis profile but had slightly reduced proliferation (Supplementary Fig. 3a and b). The percentage of CD11b^+^CD11c^+^ DCs after 6 days of GM-CSF-supplemented culturing was comparable between WT and CTCF-deficient BMs (Supplementary Fig. 1 and 3c). However, the resultant number of CTCF-deficient BMDCs decreased by 50% compared with that of WT BMDCs (Supplementary Fig. 3d), possibly due to a slower growth rate in CTCF-deficient BMDCs. Moreover, CTCF-deficient BMDCs exhibited equivalent capacity for antigen uptake and induction of T cell proliferation, and relatively higher LPS-stimulated activation of costimulatory molecules compared with WT BMDCs (Supplementary Fig. 3e–h).

### TAD insulation was compromised by CTCF depletion but not by LPS stimulation

To investigate the extent to which LPS stimulation affects higher-order chromatin architecture of BMDCs in the presence or absence of CTCF, we performed in situ Hi-C, high-throughput 3C-based experiments quantifying the genome-wide DNA contacts^3^. Contact maps (Supplementary Fig. 4a) and compartment signals (Fig. 2a and Supplementary Fig. 4b) demonstrated that segregation of active and inactive chromosome domains into A and B compartments was not significantly affected by LPS stimulation (WT vs. WTL; *r*^2^ = 0.99) or CTCF depletion (WT vs. KO; *r*^2^ = 0.93 when untreated, and WTL vs. KOL; *r*^2^ = 0.94 when LPS-stimulated). We next defined TADs using insulation scores and found that the number and size of TADs were not affected by LPS stimulation; however, fewer and larger TADs were observed in CTCF-deficient BMDCs compared with WT BMDCs (Fig. 2b, c). Moreover, the capacity of preventing inter-TAD interactions, represented by the TAD boundary strength, was significantly reduced by CTCF depletion, but not by LPS stimulation (Fig. 2d). The data suggest that CTCF is dispensable for higher order chromatin compartment but essential for TAD organization, which was consistent with previous reports^30–32^, and that the activation of BMDCs by LPS stimulation has little effect on the three-dimensional genome organization at the resolution of compartment and TAD.

**Fig. 2:**
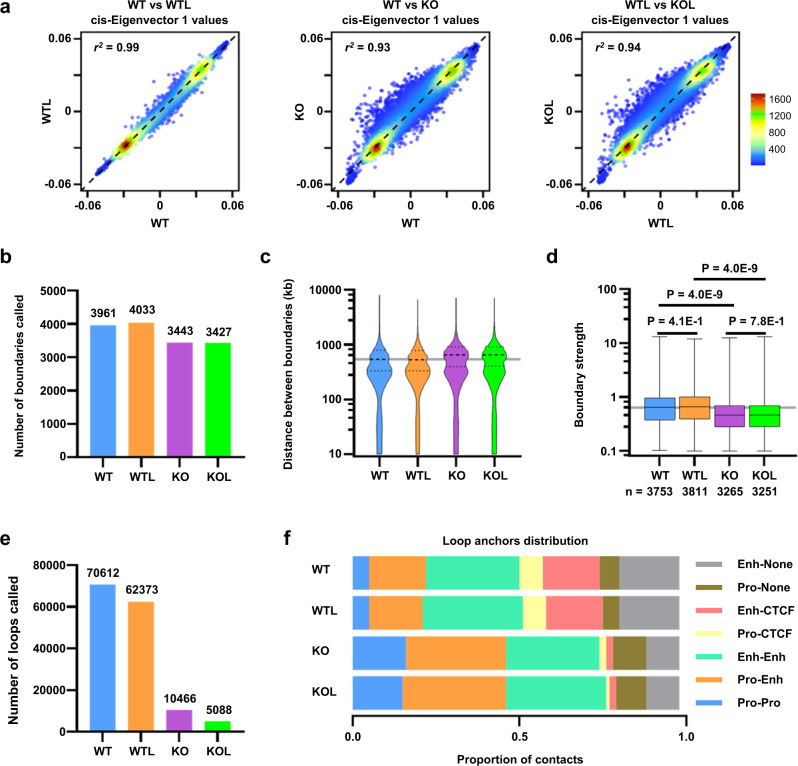
Insulation of TAD and enhancer-promoter looping were reduced by CTCF depletion in BMDCs. **a** Either LPS stimulation or CTCF depletion does not significantly affect higher-order segregation of A and B compartments when evaluated by cis-Eigenvector 1 values. **b**–**d** CTCF is required for proper insulation of TAD in BMDCs. Number of boundaries (**b**), distance between boundaries (**c**), and boundary strength (**d**) obtained with Hi-C data. Box-plot with midline = median, box limits = Q1 (25th percentile)/Q3 (75th percentile), whiskers = minimum and maximum values. Significance was calculated using a one-way ANOVA with Tukey’s multiple comparisons. The sample sizes (*n*) were labeled in the figure. **e**, **f** Depletion of CTCF disrupts enhancer-promoter looping in BMDCs. Number of loops (**e**) and distribution of regulatory elements at the anchors of the high-confidence H3K27ac HiChIP loops (**f**). Source data are provided as a Source Data file.

### CTCF is required for the maintenance of enhancer-centric chromatin interactions

Further, we explored intra-TAD chromatin looping, focusing on enhancer-promoter interactions across the genome, by performing H3K27ac HiChIP to generate high-resolution contact maps of active enhancers and target genes in BMDCs. Statistically significant H3K27ac-based chromatin interactions were called using FitHiChIP at a resolution of 10 kb, with FDR < 10^−5^, a minimum genomic distance of 20 kb and a maximum genomic distance of 2 Mb. For untreated (WT) and LPS-stimulated (WTL) BMDCs, we identified comparable number of high-confidence H3K27ac HiChIP loops (70612 in WT versus 62373 in WTL) (Fig. 2e), most of which enriched CTCF and SMC1 at least at one of the loop anchors (Supplementary Fig. 5a and b). In contrast, CTCF depletion dramatically decreased the number of H3K27ac HiChIP loops (10466 in KO and 5088 in KOL), suggesting a critical role of CTCF in the maintenance of enhancer-centric chromatin interactions at a sub-TAD scale (Fig. 2e). Further analysis of chromatin interactions demonstrated that the major fraction of the H3K27ac HiChIP loops (~50% in WT and WTL, ~75% in KO and KOL) represented chromatin interactions connecting two gene regulatory elements, such as promoter–promoter, promoter–enhancer, or enhancer-enhancer (Fig. 2f). In addition, each promoter can interact with a single enhancer or multiple enhancers acting in concert (Supplementary Fig. 5c), while multiple promoters can be regulated by a single enhancer (Supplementary Fig. 5d). Moreover, a significant fraction of the chromatin interactions (5% in WT and WTL; 15% in KO and KOL) was found between promoter pairs and many promoters can interact with multiple other promoters (Fig. 2f and Supplementary Fig. 5e), suggesting a potential regulatory function in distal gene regulation.

### Dynamic changes in loop strength and enhancer activity correlate with gene expression

A previous report demonstrated that LPS stimulation induced changes in the chromatin state of promoters and enhancers to control gene expression in mouse DCs^17^. Indeed, H3K27ac ChIP-seq analysis of untreated and LPS-stimulated BMDCs allowed us to characterize activation-inducible, activation-repressed, and constitutive enhancers on the basis of a differential H3K27ac level, which serves as a proxy for enhancer activity, at the 10 kb-long loop anchors (Fig. 3a). Many enhancers are located quite far from the genes they regulate, and it is proposed that close physical proximity between distal enhancers (DE) and their target genes plays a critical role in the control of proper gene expression^33^. Thus, we investigated whether LPS stimulation mediates any dynamic changes in spatial proximity between enhancers and their cognate target promoters. Using differential loop analyses for H3K27ac HiChIP, we defined gain of loop, loss of loop, and preformed constant loop following LPS stimulation (Fig. 3b). Thereafter, we considered six possible regulatory modes controlling LPS-stimulated gene expression, categorized by different combinations of dynamic changes in loop strength and distal enhancer (DE) activity: (i) gain of loop to activation-inducible enhancer; (ii) preformed loop with activation-inducible enhancer; (iii) gain of loop to constitutive enhancer; (iv) loss of loop from constitutive enhancer; (v) preformed loop with activation-repressed enhancer; and (vi) loss of loop from activation-repressed enhancer (Fig. 3c). 

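RNA-seq was carried out on BMDCs, dendritic cells grown from mouse bone marrow for 6 days with GM-CSF, that were left unstimulated (WT, 3 replicates) or stimulated with LPS at 100 ng/ml for 3 h (WTL, 3 replicates). LPS is a component of the bacterial cell wall that activates the receptor TLR4. The paper's methods name a stranded kit that selects poly(A) RNA for these libraries, whereas the sample labels name depletion of ribosomal RNA. The authors trimmed the reads with Trim Galore, aligned them to the mm10 mouse genome with STAR, and quantified 55335 genes per library with RSEM. They deposited the expected count, the TPM and the effective length of each gene. An expected count is an estimate in which a read that fits several genes is divided among them, and 8.0% to 9.1% of the genes in a library had a value that was not a whole number. Total expected counts per library were 13058792 to 14518230 in WT (median 14189774) and 12769773 to 16586334 in WTL (median 15736481). Ribosomal RNA genes took 5.17% of the counts in WTL replicate 2, compared with 0.383% to 0.55% in the other WT and WTL libraries. The expected counts were rounded to whole numbers and normalized with edgeR's TMM method. Genes with too few counts were removed with edgeR's filterByExpr, and the 14008 remaining genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a single fit of these libraries and the 6 libraries of CTCF-deficient BMDCs. Normalized counts are counts scaled to the mean effective size of the 12 libraries. The biological coefficient of variation, the relative spread between replicates beyond counting noise, was 4.91% in WT and 13.7% in WTL. No replicates had identical values, and the counts of each pair differed by more than sampling noise (chi-square per degree of freedom of 3.33 to 4.75 in WT and 31.1 to 86.04 in WTL). In a principal component analysis of log2 normalized counts, the first component held 55.8% of the variance and the second held 28.5%.

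**Figure D1:**
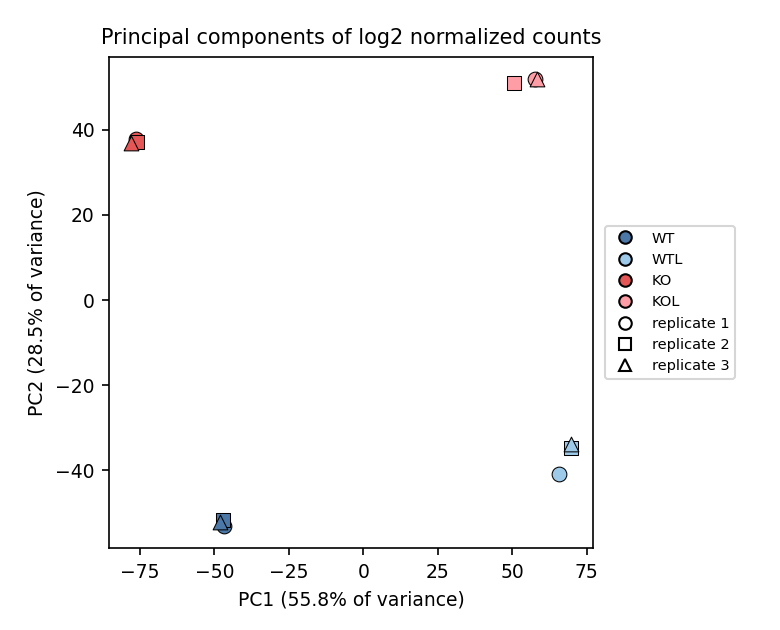
Scores of the 12 libraries on the first principal component of log2 normalized counts (PC1, horizontal axis) and the second (PC2, vertical axis), coloured by group, with marker shape giving the replicate number. KO and KOL are CTCF-deficient BMDCs without and with LPS. Unstimulated libraries lie at negative PC1 scores and LPS-stimulated ones at 50.7 to 69.7, while WT and WTL lie at negative PC2 scores and KO and KOL at 36.8 to 51.9.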

Further, we performed RNA-seq to map changes in transcript abundance (Fig. 3d) and examined whether each regulatory mode shows any correlation with LPS-induced gene activation or repression (Fig. 3e). Compared to the control genes connected to constitutive distal enhancers by preformed constant loops, the genes connected to activation-inducible enhancers by gained loops (mode (i)) exhibited significantly upregulated gene expression, while genes connected to activation-repressed enhancers by lost loops (mode (vi)) demonstrated significantly downregulated gene expression (Fig. 3e). In addition, activation-inducible (mode (ii)) or activation-repressed enhancers (mode (v)) could significantly increase or decrease RNA expression, respectively, when these distal enhancers were connected to their target promoters by preformed constant loops (Fig. 3e). Moreover, acquisition (mode (iii)) or disruption (mode (iv)) of promoter interaction could activate or repress their target genes, respectively, even though LPS stimulation did not significantly change the enhancer activities at distal ends of the loops (Fig. 3e). Examples of dynamic changes in loop strength and enhancer activities corresponding to each regulatory mode and the resultant differential RNA expression of the target genes are shown in Fig. 3f, g. 

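The RNA level of each gene shown in Fig. 3f changed between WT and WTL by more than the spread between replicates. Ptgs2 (ENSMUSG00000032487.8), which encodes a prostaglandin synthase, lies on chromosome 1 from 150100031 to 150108227 of mm10. Its normalized count rose from 184 ± 6.59 (SD, n = 3) in WT to 5200 ± 999 (SD, n = 3) in WTL, a log2 fold change of 4.82 (SE 0.14, adjusted p = 9.4e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn, this log2 fold change was 4.65 to 4.91. Of the processing alternatives, limma on log2(TPM + 1) moved it most, to 3.99. Acod1 (chromosome 14 from 103046977 to 103056573) rose from 5994 ± 15.8 to 66370 ± 10700 (log2 fold change 3.47, SE 0.12). Vash1 (chromosome 12 from 86678700 to 86692091) was expressed at a lower level and rose from 102 ± 5.64 to 286 ± 9.52 (log2 fold change 1.49, SE 0.16), with a leave-one-out range of 1.39 to 1.50. Over the processing alternatives, its lowest log2 fold change was 0.82, less than a 2-fold rise. The other three genes were downregulated. Tef (chromosome 15 from 81802421 to 81826863) fell from 682 ± 16.4 to 268 ± 11.6 (log2 fold change -1.35, SE 0.07). Foxred2 (chromosome 15 from 77940522 to 77956722) fell from 354 ± 7.17 to 40.4 ± 8.38 (log2 fold change -3.12, SE 0.12). Engase (chromosome 11 from 118476829 to 118489209) had the lowest counts of these genes after LPS, 15.8 ± 3.41 compared with 110 ± 1.8 before it (log2 fold change -2.80, SE 0.20). Among these genes, the highest adjusted p from the same edgeR test was that of Vash1, 1.4e-06. The paper gives these genes as examples of its regulatory modes.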

Overall, the results suggest that both spatial enhancer-promoter proximity and chromatin state of distal enhancer provide crucial regulatory mechanisms for the fine tuning of gene expression in response to LPS stimulation.

**Fig. 3:**
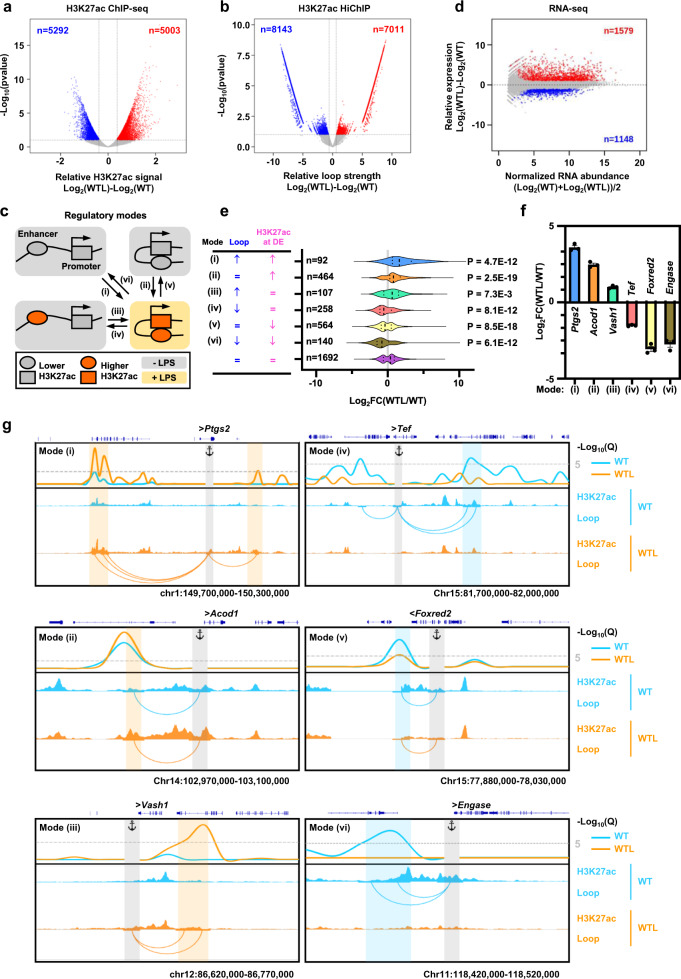
Dynamic changes in loop strength and distal enhancer activity control LPS-stimulated gene expression. **a** Volcano plot showing significant LPS-mediated changes in H3K27ac level at the 10 kb-long loop anchors. The number of anchors exhibiting >1.3-fold increases in WT (blue) or WTL (red) BMDCs with a *p*-value < 0.1 has been indicated. **b** Volcano plot showing significant LPS-mediated changes in H3K27ac HiChIP loop strength. The number of loops exhibiting >1.5-fold increases in WT (blue) or WTL (red) BMDCs with a *p*-value < 0.1 has been indicated. **c** Schematic depiction of six possible regulatory modes (i-vi) controlling LPS-stimulated gene expression. **d** RNA-seq MA plot of WT versus WTL. The number of genes exhibiting >2-fold increases in WT (blue) or WTL (red) BMDCs with a false discovery rate <0.05 has been indicated. Significance in **a**, **b**, **d** was calculated using two-side Wald test by the nbinomWaldTest function in DESeq2. **e** Log2-fold changes in RNA expression for the genes corresponding to each regulatory mode shown in **c**. The genes associated with constant loops and constant distal enhancers were used as control. The number of genes in each regulatory mode with a false discovery rate <0.05 has been indicated. The respective minimum and maximum values as well as the 25th, 50th, and 75th quartiles are shown for each violin plot. Significance was calculated using an unpaired two-tailed *t*-test. The sample sizes (*n*) were labeled in the figure. **f** Log2-fold changes in RNA expression for the typical genes representing each regulatory mode shown in **c**. Error bars represent mean ± standard error of the mean (s.e.m.). *n* = 3 biologically independent samples were used for each group. **g** Snapshot displaying dynamic changes in loop strength and enhancer activities for the typical genes representing each regulatory mode shown in **c**, **e** and **f**. Top: Virtual 4C plots (V4C) showing normalized H3K27ac HiChIP loop strength (represented as -Log10(*Q*)) with the TSS of each selected gene as viewpoint. Bottom: IGV browser showing ChIP-seq signal tracks for H3K27ac and arcs showing significant interactions of H3K27ac loops with –Log10(*Q*) ≥ 5. Only loops interacting with the viewpoint TSS were displayed. Source data are provided as a Source Data file.

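At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change above 2, 1766 genes were upregulated in WTL and 1400 were downregulated, out of 14008 genes tested. With each WT or WTL replicate left out in turn, 1633 to 1807 genes were upregulated and 1396 to 1600 were downregulated. The fold cutoff had the largest effect on these counts, and without it 4209 genes were upregulated and 4224 were downregulated. When log2(TPM + 0.1) was tested with limma in place of the counts, 941 genes were upregulated and 3087 were downregulated. With the replicate number as a block in the fit, 1751 and 1395 genes passed, and WT and WTL libraries with the same number did not deviate together from their group means (mean correlation of -0.001 across genes). Among genes that passed with at least 100 normalized counts on average and no overlap between the groups, the largest rises were those of U90926, Il6 and Il27. U90926 (chromosome 5 from 92209893 to 92215408 of mm10) had no more than 3 counts in any WT library and 558 ± 134 normalized counts in WTL (SD, n = 3), at least 212-fold higher. The log2 fold change of Il6 was 7.97 (SE 0.20). Il27, which overlaps Apobr, rose from 7.88 ± 1.85 to 1390 ± 96.8 (log2 fold change 7.45, SE 0.14). The largest falls were those of Cd300lb (1410 ± 71.4 to 96.4 ± 6.95), which belongs to a family of similar genes whose reads RSEM could have divided, Cnr2 (383 ± 38.7 to 31.5 ± 6.43) and Neurl1b (221 ± 12.2 to 19.5 ± 0.917). Their log2 fold changes were -3.87, -3.62 and -3.49.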

### Chromatin insulation imposed by CTCF constrains enhancer action to prevent aberrant gene expression

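RNA-seq libraries were made from BMDCs of mice in which a part of Ctcf flanked by loxP sites is deleted by a Cre recombinase that 4-OHT activates. The paper does not make clear whether the WT cultures were also given 4-OHT. If they were not, an effect of 4-OHT cannot be told apart from that of CTCF depletion. There were 3 replicates without LPS (KO) and 3 after LPS (KOL), which were processed as the WT and WTL libraries were. Ctcf (ENSMUSG00000005698.15) lies on chromosome 8 from 105636568 to 105682922 of mm10. Its normalized count was 1051, 987 and 975 in WT replicates 1, 2 and 3, and 570, 562 and 516 in the KO replicates. After LPS, it was 886, 817 and 745 in WTL and 564, 530 and 526 in KOL. Every KO library was thus below every WT library, and every KOL library below every WTL library. The KO mean was 54.7% of the WT mean, a log2 fold change of -0.87 (SE 0.08, adjusted p = 3.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the leave-one-out range was -0.93 to -0.83. The KOL mean was 66.2% of the WTL mean (log2 fold change -0.59, SE 0.08). RSEM counts reads over all exons of a gene, including any that lie outside a deletion. Total expected counts per library were 13544715 to 14584606 in KO (median 14152932) and 14659973 to 15957342 in KOL (median 15436288). The biological coefficient of variation was 2.62% in KO and 14.4% in KOL. The counts of each pair of replicates differed by more than sampling noise (chi-square per degree of freedom of 1.70 to 1.92 in KO and 8.78 to 31.4 in KOL).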

Further, we explored the effect of CTCF depletion on the gene expression profile during the GM-CSF-mediated DC differentiation. Differential expression analysis of RNA-seq between WT and KO BMDCs revealed 4435 deregulated genes (FDR < 0.05, FC > 1.3), of which 2248 and 2187 were upregulated and downregulated, respectively, by CTCF depletion (Fig. 4a). 

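Among the 14008 genes tested, 2427 were upregulated and 2405 were downregulated in KO BMDCs at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change above 1.3, 4832 genes in all. With each WT or KO replicate left out in turn, 2047 to 2263 genes were upregulated and 2172 to 2438 were downregulated. In an edgeR fit of the WT and KO libraries alone, whose replicates varied less, these counts were 2549 and 2525. Of the alternatives, limma on log2(TPM + 0.1) moved the upregulated genes most, to 1498 with 2544 downregulated. The glmTreat function of edgeR, which tests against the fold cutoff itself, moved the downregulated genes most, to 1495 with 1574 upregulated. Among genes that passed with at least 100 normalized counts on average and no overlap between the groups, the largest rises were those of Gm28037, Nid1 and Lhx2. Gm28037 (chromosome 16 from 55966343 to 55980721 of mm10) had no count in WT and 1616 ± 188 normalized counts in KO (SD, n = 3), at least 616-fold higher. It overlaps Rpl24, whose mean fell from 5987 to 4310 normalized counts, and the sum of both genes was 5987 in WT and 5926 in KO. Nid1 (chromosome 13 from 13437551 to 13512269) rose from 2.87 ± 1.2 to 1030 ± 19 (log2 fold change 8.41, SE 0.41). Lhx2, with no more than 3 counts in any WT library, had 239 ± 11.9 in KO, at least 91-fold higher. The largest falls were those of Cav1 (1255 ± 6.33 to 21.7 ± 4.93, log2 fold change -5.85), C1ra (369 ± 30.9 to 7.18 ± 3.1), which has a near-identical paralog, and Gm20658 (410 ± 28.4 to 10.2 ± 1.72), an antisense gene within Vipr2.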

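Gene sets were tested among the up- and downregulated genes with one-sided Fisher's exact tests against all 14008 genes tested, of which 17.2% were downregulated in KO BMDCs. Of the 43 S phase genes in the cell cycle list of the Seurat package, 26 (60.5%) were downregulated and 2 were upregulated (odds ratio for the downregulated 7.45, one-sided Fisher's exact test, p = 2.3e-10). Of its 54 G2/M genes, 44 (81.5%) were downregulated and 1 was upregulated (odds ratio 21.6, one-sided Fisher's exact test, p = 6e-25). The alternative that moved the S phase odds ratio most was the glmTreat function of edgeR, with 4.52, and the one that moved the G2/M odds ratio most was DESeq2, with 31.2. Among 657 Reactome pathways with 15 to 500 tested genes, 6 were enriched among the upregulated and 41 among the downregulated genes at an adjusted p-value under 0.05 over all pathways. With the genes called by DESeq2, 23 and 64 pathways passed. With at least 10 counts in every library 2 and 44 passed, and with glmTreat 7 and 26. The upregulated genes held 46 of 132 genes of extracellular matrix organization (odds ratio 2.58, Fisher's exact test with Benjamini-Hochberg adjusted p = 0.00058) and 75 of 270 of signaling by GPCR (odds ratio 1.86). They also held 21 of 58 of integration of energy metabolism (odds ratio 2.72, adjusted p = 0.049 from the same test). The downregulated genes held 143 of 446 genes of the cell cycle pathway (odds ratio 2.36, Fisher's exact test with Benjamini-Hochberg adjusted p = 1.6e-12), 51 of 99 of mitotic prometaphase (odds ratio 5.22), 18 of 23 of cholesterol biosynthesis (odds ratio 17.5) and 29 of 74 of interferon gamma signaling (odds ratio 3.13). The paper used DAVID for its gene ontology terms, and that database was not used here.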

Gene ontology analysis of upregulated genes in KO BMDCs revealed significant enrichment of genes known to be associated with metabolic processes, transport, and cell adhesion, while downregulated genes in KO BMDCs showed enrichment of genes associated with cell cycle, cell division, and immune system processes (Supplementary Fig. 6a and b).

**Fig. 4:**
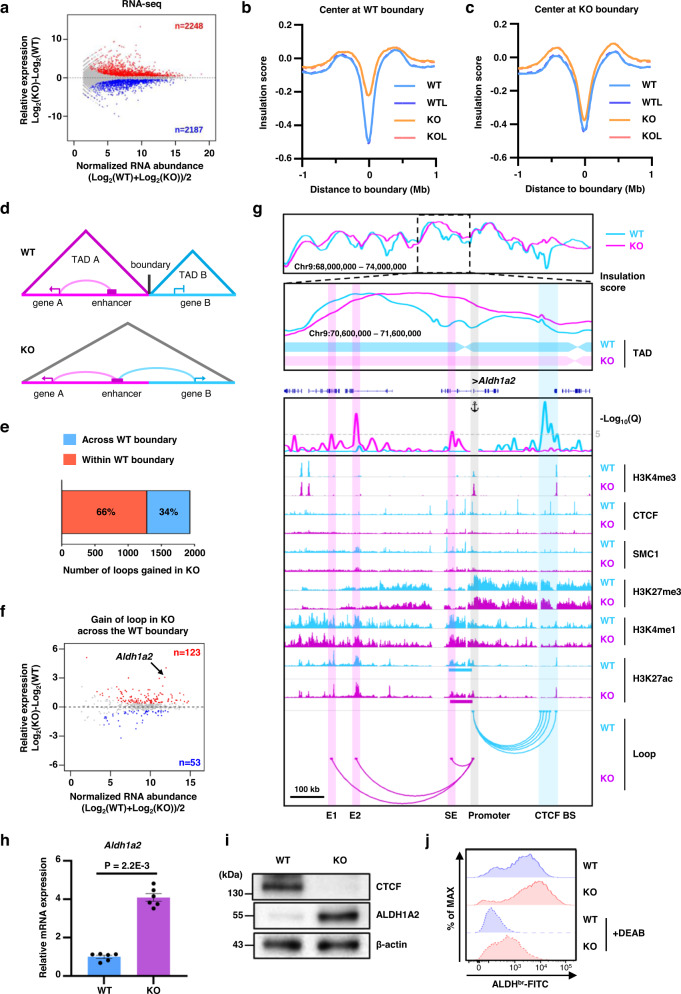
Disruption of TAD boundary in CTCF-deficient BMDCs leads to rewiring of enhancer-promoter interactions and dysregulation of RNA expression. **a** RNA-seq MA plot of WT versus KO. The number of genes exhibiting >1.3-fold increases in WT (blue) or KO (red) BMDCs with a false discovery rate of less than 0.05 has been indicated. **b**, **c** Genome-wide averaged insulation plotted versus distance around insulation center at WT (**b**) or KO (**c**) TAD boundary. **d** A schematic showing that CTCF depletion leads to upregulation of inactive gene in WT via enhancer-promoter rewiring due to the TAD boundary disruption. **e** The number of loops gained in CTCF-deficient BMDCs which mediate enhancer-promoter interaction either across WT boundary or within WT boundary. **f** RNA-seq MA plot for the genes associated with “gain of loop across the WT boundary”. The number of genes exhibiting >1.3-fold increases in WT (blue) or KO (red) BMDCs with a false discovery rate of less than 0.05 has been indicated. **g** Rewiring to already-active enhancers due to the disrupted TAD boundary in CTCF KO BMDCs leads to augmented *Aldh1a2* gene expression. Snapshot shows insulation score curves with TAD boundaries, virtual 4C plots, ChIP-seq signal tracks, and significant H3K27ac HiChIP loops (from top to bottom) at the *Aldh1a2* locus. Virtual 4C plots (V4C) shows normalized H3K27ac HiChIP loop strength (represented as -Log10(*Q*)) with the TSS of *Aldh1a2* gene as the viewpoint. IGV browser shows ChIP-seq signal tracks for H3K4me3, CTCF, SMC1, H3K27me3, H3K4me1, and H3K27ac. Arcs shows significant interactions with –Log10(*Q*) ≥ 5. Only loops interacting with the viewpoint were displayed. **h**, **i** Elevated expression of ALDH1A2 at the mRNA (**h**) and protein (**i**) level by CTCF depletion. Error bars represent mean ± standard error of the mean (s.e.m.). Significance was calculated using an unpaired two-tailed *t*-test using *n* = 3 independent samples. **j** Flow cytometry analysis of ALDH activity in WT and KO BMDCs using the Aldefluor™ assay in the absence or presence of the ALDH inhibitor DEAB. Source data are provided as a Source Data file.

Given that CTCF depletion weakened insulation capacity at the WT TAD boundaries but did not affect insulation capacity at the KO TAD boundaries (Fig. 4b, c), we examined whether any enhancer-promoter interaction, prevented by strong TAD boundaries in WT BMDCs, could be established de novo within the same TADs in the CTCF-deficient BMDCs (Fig. 4d and Supplementary Fig. 6c). Indeed, 34% of the loops gained in CTCF-deficient BMDCs were observed across the WT boundaries (Fig. 4e); the expression of their target genes more likely upregulated, possibly due to the augmented spatial proximity between enhancer and promoter (123 upregulated vs. 53 downregulated; Fig. 4f and Supplementary Table 5).

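The paper lists 518 genes whose promoters are connected to distal enhancers by loops gained across the WT boundaries. Of these, 516 were matched by symbol and 504 were among the genes tested. At an adjusted p-value under 0.05 over all genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change above 1.3, 123 were upregulated and 54 were downregulated in KO BMDCs. With the adjustment over the listed genes alone, 123 and 55 passed. Leaving out each WT or KO replicate in turn gave 105 to 117 upregulated and 47 to 58 downregulated genes, and the glmTreat function of edgeR gave 82 and 25. Of the listed genes that passed, 69.5% were upregulated, compared with 49.5% of the other deregulated genes, of which 2304 were upregulated and 2351 downregulated (odds ratio 2.32, two-sided Fisher's exact test, p = 1.4e-07). The median log2 fold change of the listed genes was 0.093. It lay at percentile 100.0 among 10000 random lists of equal size matched on mean expression, whose median was -0.011. The paper names the closer proximity of enhancers and promoters, taken from the gained loops, as a possible reason for the excess of upregulated genes.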

The *Aldh1a2* gene, encoding aldehyde dehydrogenase 1A2 enzyme that catalyzes synthesis of retinoic acid from retinaldehyde^34^, was one of the best examples for the upregulated gene expression caused by impaired TAD boundary integrity (Fig. 4f, g). 

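Aldh1a2 (ENSMUSG00000013584.5) lies on chromosome 9 from 71215789 to 71296243 of mm10, on the plus strand. Its normalized count was 694 ± 11.3 (SD, n = 3) in WT and 5799 ± 261 (SD, n = 3) in KO BMDCs, a log2 fold change of 3.06 (SE 0.15, adjusted p = 7.9e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The leave-one-out range was 3.02 to 3.10, and the alternative that moved it most, limma on log2(TPM + 1), gave 2.93. After LPS, it was 1433 ± 353 in WTL and 9700 ± 1250 in KOL (log2 fold change 2.76, SE 0.14). The effect of CTCF depletion with LPS did not differ detectably from that without it (interaction -0.31, SE 0.19, adjusted p = 0.31 from the edgeR test).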

The modest level of *Aldh1a2* gene expression in WT BMDCs was consistent with the observation that the promoter of *Aldh1a2* gene did not interact with a nearby super-enhancer (SE; 20–60 kb upstream) due to the strong insulation exerted by the TAD boundary between them. However, it interacted with distant CTCF binding regions (~300 kb downstream) which demonstrated very low levels of active H3K4me1 and H3K27ac markers but high enrichment of the repressive marker H3K27me3. Chromatin interaction between *Aldh1a2* promoter and distant CTCF-binding regions was not maintained in CTCF-deficient BMDCs (Fig. 4g). Instead, CTCF depletion allowed the *Aldh1a2* promoter to interact with the nearby SE as well as far upstream enhancers (denoted as E1 and E2) due to the disruption of a TAD boundary (Fig. 4g). Although H3K27ac levels of these newly-connected enhancers (E1, E2, and SE) did not changed significantly due to CTCF depletion, acquisition of close physical proximity between the *Aldh1a2* promoter and these constitutively active enhancers across WT TAD boundary seemed to be sufficient to drive increased *Aldh1a2* gene expression in CTCF-deficient BMDCs (Fig. 4g). The upregulated expression of *Aldh1a2* gene was further validated by higher H3K4me3 levels at the promoter (Fig. 4g) and increased mRNA and protein levels and enzyme activity in KO BMDCs (Fig. 4h–j). Given the critical role of retinoic acid in the induction and suppression of Treg and Th17 differentiation^35–37^, respectively, enhanced expression of *Aldh1a2* in CTCF-deficient BMDCs might provide favorable conditions for the development of T cell tolerance.

CTCF could also insulate intra-TAD chromatin interactions and prevent inappropriate gene activation, given that 66% of gained loops after CTCF depletion were observed within WT TAD boundaries (Fig. 4e) and the expression of their target genes were more likely upregulated (300 upregulated vs. 125 downregulated; Supplementary Fig. 6d). For example, CTCF depletion resulted in the upregulation of *Chst3* gene expression due to the loss of CTCF-mediated insulation and thereby erroneously-established intra-TAD loops between constitutive distal enhancers and the *Chst3* promoter (Supplementary Fig. 6e and f). These results clearly demonstrated that CTCF plays a critical role in chromatin insulation and constrains enhancer action to prevent aberrant gene expression in mouse BMDCs.

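Chst3 (ENSMUSG00000057337.13) lies on chromosome 10 from 60181532 to 60219260 of mm10, on the minus strand. Its normalized count was 26.8 ± 3.02 (SD, n = 3) in WT and 1515 ± 54 (SD, n = 3) in KO BMDCs, a log2 fold change of 5.82 (SE 0.17, adjusted p = 1e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn, it was 5.69 to 5.86. After LPS, the count was 34 ± 11 in WTL and 165 ± 36.1 in KOL (log2 fold change 2.27, SE 0.20). The difference between KO and WT BMDCs was thus smaller after LPS, by an interaction of -3.55 (SE 0.30, adjusted p = 4.9e-06 from the edgeR test).

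**Figure D2:**
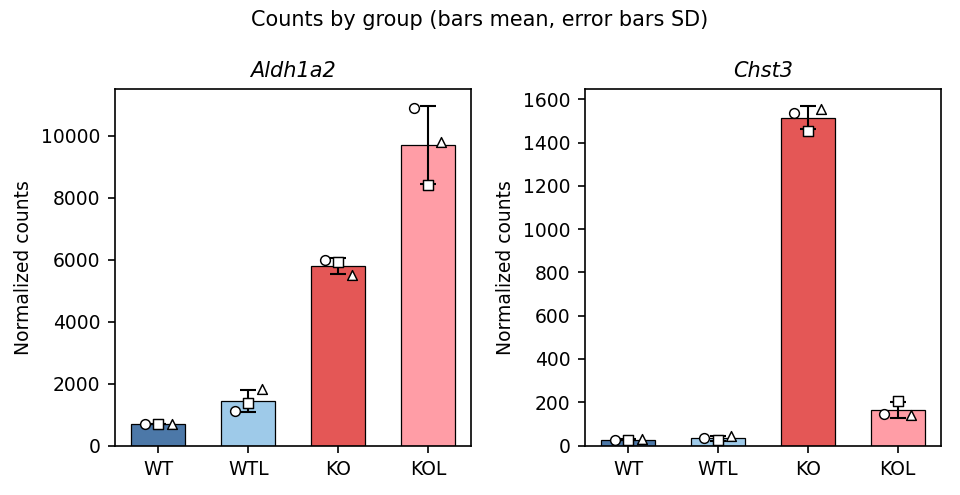
Normalized counts (vertical axis) of Aldh1a2 and Chst3 in WT, WTL, KO and KOL BMDCs, with bars at the mean, error bars at 1 SD and points for the 3 replicates of each group. Aldh1a2 was highest in KOL, whereas Chst3 was highest in KO, with a mean of 1515.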

### Attenuated JAK2/STAT5 signaling in CTCF-deficient BMDCs

Given the importance of GM-CSF in the differentiation, proliferation, and survival of BMDCs^38^, we evaluated whether CTCF depletion has any effect on the JAK/STAT pathway, one of the major signaling pathways triggered by the GM-CSF receptor. Western blot analysis demonstrated that GM-CSF induced phosphorylation of JAK2 and STAT5 in WT BMDCs, which was much weaker in KO BMDCs (Fig. 5a, b). In addition, ChIP-seq analysis with anti-STAT5 antibodies demonstrated that global enrichment of STAT5 was mostly lower in CTCF-deficient BMDCs than in WT BMDCs (Fig. 5c). Subsequently, we identified specific STAT5 peaks lost in KO BMDCs (*n* = 6714; Fig. 5d) and overlapped them with promoters and/or distal enhancers to determine the candidate genes whose expression could be influenced by defective JAK2/STAT5 signaling (*n* = 2403; Fig. 5e). 

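The paper's source data list the genes near lost STAT5 peaks that the paper calls deregulated in these libraries. Of the listed 971 genes, 969 were matched by symbol and 967 were tested. At an adjusted p-value under 0.05 over all genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change above 1.3, 485 were upregulated and 468 were downregulated in KO BMDCs. With the adjustment over the listed genes alone, 490 and 470 passed. The list was selected for these changes in these libraries, so the counts show no stability. Leaving out each WT or KO replicate in turn gave 423 to 465 upregulated and 434 to 457 downregulated genes, and the glmTreat function of edgeR gave 330 and 329. The upregulated share of the listed genes that passed was 50.9%, compared with 50.1% of the other deregulated genes (odds ratio 1.03, two-sided Fisher's exact test, p = 0.66).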

Differential RNA expression analysis of the genes associated with lost STAT5 binding revealed 971 genes deregulated due to CTCF depletion (FDR < 0.05, FC > 1.3), of which 495 and 476 were upregulated and downregulated, respectively (Fig. 5f). Interestingly, gene ontology (GO) analysis revealed that downregulated STAT5 target genes (*n* = 476) were principally enriched in the regulation of NF-κB activity, as well as other terms such as response to cytokines, transcription, and intracellular signal transduction (Fig. 5g). 

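Tnf, Trim25, Nlrp3, Trim13, Cd40, Adam8, Cd36, Tnfrsf11a, Tlr2, Myd88, Irak2 and Malt1 were all in the list of deregulated genes near lost STAT5 peaks. All 12 were lower in KO than in WT BMDCs at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes and over these genes alone. The paper chose these genes from the same libraries, so the count shows no stability. Their log2 fold changes were -1.82 (Tnf) to -0.47 (Malt1). Tnf (chromosome 17 from 35199381 to 35202007 of mm10) fell from 2459 ± 4.07 (SD, n = 3) to 694 ± 29 (SD, n = 3). Myd88 (ENSMUSG00000032508.8), which encodes an adaptor of Toll-like receptors, lies on chromosome 9 from 119335934 to 119341411, where it overlaps Acaa1a on the opposite strand. Its count fell from 1635 ± 21.6 to 1097 ± 8.04 (log2 fold change -0.58, SE 0.06, adjusted p = 2.9e-06 from the edgeR test), with a leave-one-out range of -0.62 to -0.57. Malt1 had the highest adjusted p of these genes from the edgeR test, 0.019, and its highest value with a replicate left out was 0.066. With limma on log2(TPM + 1), 11 of the genes passed, and the adjusted p of Malt1 was 0.099 (3e-20 to 0.19 over the alternatives). Adam8 overlaps Gm16201.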

Particularly, CTCF depletion in BMDCs led to a decrease in expression of NF-κB pathway genes, such as *Trim25*, *Irak2*, and *Myd88*, due to the attenuation of the JAK2/STAT5 signaling pathway (Fig. 5h).

**Fig. 5:**
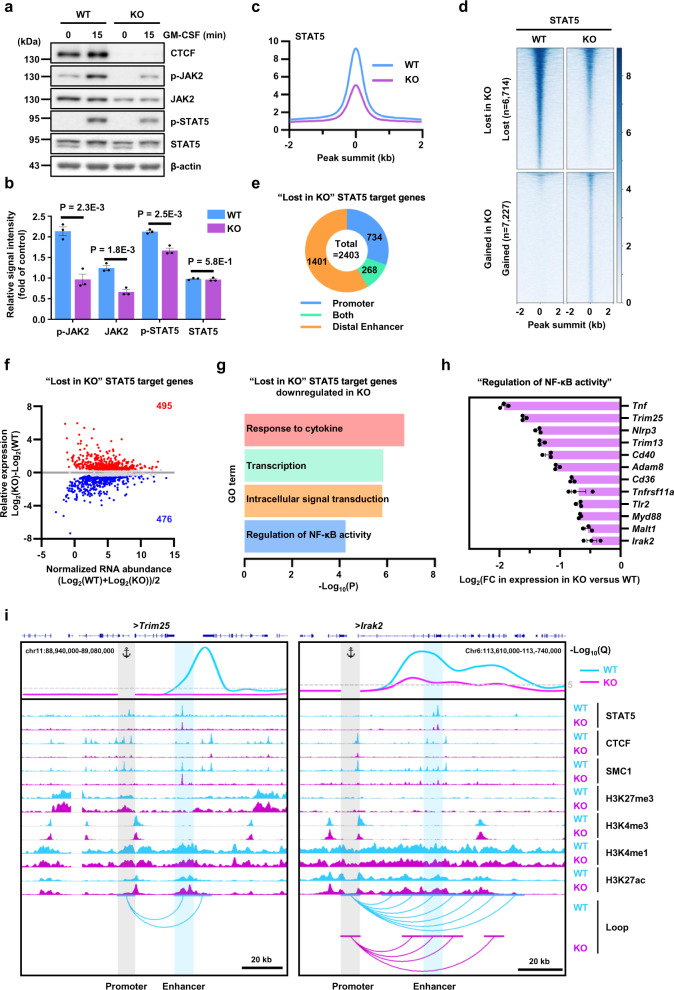
Defective JAK2/STAT5 signaling in CTCF-deficient BMDCs leads to downregulation of NF-κB pathway component genes. **a** Western blotting performed with the indicated antibodies. The data are representative of three independent experiments with similar results. **b** Relative signal intensities of proteins in **a** were measured using ImageJ software. Error bars represent mean ± standard error of the mean (s.e.m). Significance was calculated using an unpaired two-tailed *t*-test using *n* = 3 independent samples. **c** Histogram showing the average tag density of STAT5 ChIP-seq peaks called for WT and KO BMDCs. **d** Heatmap of ChIP-seq signals with ±2 kb of unique STAT5 peaks comparing STAT5 enrichment (fold change > 1.3; FDR < 0.05) between WT and KO BMDCs. The data are representative of two independent experiments with similar results. **e** A pie chart depicting the numbers of genes, assigned to “lost in KO” STAT5 peaks and categorized by the overlap feature of the STAT5 peaks with promoters, distal enhancers, or both. **f** RNA-seq MA plot for the genes assigned to “lost in KO” STAT5 peaks. The number of genes exhibiting >1.3-fold decreases in WT (red) or KO (blue) BMDCs with a false discovery rate <0.05 has been indicated. **g** Enrichment of pathway terms on the “Lost in KO” STAT5 target genes whose RNA expression was downregulated in KO. Significance was calculated by one-sided Fisher’s Exact test. **h** Changes in RNA expression of the genes associated with the pathway term of “Regulation of NF-κB activity”. Error bars represent mean ± standard error of the mean (s.e.m.). *n* = 3 biologically independent samples. **i** Snapshots displaying virtual 4C plots, ChIP-seq signal tracks, and significant loops (from top to bottom) at the *Trim25* (left) and *Irak2* (right) loci. Virtual 4C plots (V4C) shows normalized H3K27ac HiChIP loop strength (represented as -Log10(*Q*)) with the TSSs of *Trim25* (left) and *Irak2* (right) genes as the viewpoint. IGV browser shows ChIP-seq signal tracks for STAT5, CTCF, SMC1, H3K27me3, H3K4me3, H3K4me1, and H3K27ac. Arcs show significant interactions with –Log10(*Q*) ≥ 5. Only the loops interacting with the viewpoint have been displayed. Source data are provided as a Source Data file.

Chromatin binding of STAT5 at the promoter region of the *Trim25* gene was clearly detected in WT BMDCs but was abrogated by CTCF depletion (Fig. 5i, left panel). A recent report found that TRIM25, identified as an E3-ubiquitin ligase, positively regulates NF-κB signaling by promoting K63-linked ubiquitination of TRAF2 and by enhancing the interaction between TRAF2 and TAK1 or IKKB^39^. Interestingly, comparable enrichment of STAT5 between WT and KO BMDCs was demonstrated at a distal enhancer located 30 kb downstream from the *Trim25* promoter. However, chromatin interaction between the *Trim25* promoter and STAT5-binding distal enhancer was significantly decreased in KO BMDCs (Fig. 5i, left panel). As a result, close physical proximity between the promoter and STAT5-dependent enhancer was not secured; this might lead to decreased expression of the *Trim25* gene in KO BMDCs. 

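Trim25 (ENSMUSG00000000275.16) lies on chromosome 11 from 88999376 to 89020293 of mm10, on the plus strand. Its normalized count was 3608 ± 55.4 (SD, n = 3) in WT and 1272 ± 25.8 (SD, n = 3) in KO BMDCs, a log2 fold change of -1.50 (SE 0.06, adjusted p = 1.4e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its leave-one-out range was -1.56 to -1.49. From the weaker loop between the Trim25 promoter and the STAT5-binding enhancer, the paper proposes that lost proximity lowered Trim25 expression. It also reports lost STAT5 binding at the promoter, and no rise of Trim25 when STAT5 activity was restored. From this it proposes that lost looping acted in addition to weaker STAT5 signaling.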

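Irak2 (ENSMUSG00000060477.14) lies on chromosome 6 from 113638467 to 113695026 of mm10, on the plus strand, and overlaps Gm43963 and Gm43912. Its normalized count was 1241 ± 47 (SD, n = 3) in WT and 872 ± 33.6 (SD, n = 3) in KO BMDCs, a log2 fold change of -0.51 (SE 0.07, adjusted p = 4.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every KO replicate was below every WT replicate. The leave-one-out range was -0.58 to -0.48. When each library's TPM was scaled to a common median before limma's test on log2(TPM + 1), a setting chosen after seeing the data, the log2 fold change was -0.37 and its adjusted p was 0.055 (5.4e-14 to 0.055 over the alternatives).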

Another example of the NF-κB pathway genes being downregulated by defective JAK2/STAT5 signaling is provided by *Irak2*, which is reported to lead to TRAF6 ubiquitination, an event critical for TLR-mediated NF-κB activation^40^. Chromatin binding of STAT5 was clearly detected at distal enhancers but not at the promoter of the *Irak2* gene in WT BMDCs. CTCF depletion in BMDCs decreased STAT5 occupancy at the distal enhancers located in the intron of the *Irak2* gene and weakened chromatin interactions between the *Irak2* gene promoter and the STAT5-dependent distal enhancers, potentially resulting in the downregulation of the *Irak2* gene (Fig. 5i, right panel). The decreased expression of *Trim25* and *Irak2* could be further validated by lower H3K4me3 levels at their promoters in the CTCF-deficient BMDCs than in WT BMDCs (Fig. 5i). Noteworthy, rescue of STAT5 activity in CTCF-deficient BMDCs did not increase the expression of *Trim25* and *Irak2* (Supplementary Fig. 7). These results suggested that downregulation of these STAT5 target genes in CTCF-deficient BMDCs was not simply due to attenuated STAT5 signaling, but also caused by disrupted looping between enhancers and their target genes.

### Defective NF-κB activation in CTCF-deficient BMDCs

TLR stimulation in DCs principally induces an activation of the NF-κB pathway through signaling cascades downstream of TLR4 which phosphorylates the inhibitor of κB (IκB) for proteasomal degradation and subsequently releases NF-κB transcription factors^41,42^. As CTCF-deficient BMDCs demonstrated a diminished expression of NF-κB signaling components, we next examined whether the TLR4/NF-κB signaling pathways were dysregulated by CTCF depletion. Phosphorylation of IκBα after LPS stimulation was dramatically induced in WT BMDCs but not in KO BMDCs, while the expression of the RelA subunit of the NF-κB complex was not changed by CTCF depletion (Fig. 6a and Supplementary Fig. 8a). In addition, immunofluorescence and western blot analysis demonstrated that the nuclear translocation of RelA following LPS stimulation was considerably reduced by CTCF depletion (Fig. 6b–d, and Supplementary Fig. 8b). Furthermore, ChIP-seq analysis revealed that LPS stimulation potently induced genome-wide chromatin binding of RelA in WT BMDCs but not in KO BMDCs (Fig. 6e–g). These results indicated that NF-κB activation following TLR4 stimulation is severely compromised in CTCF-deficient BMDCs.

**Fig. 6:**
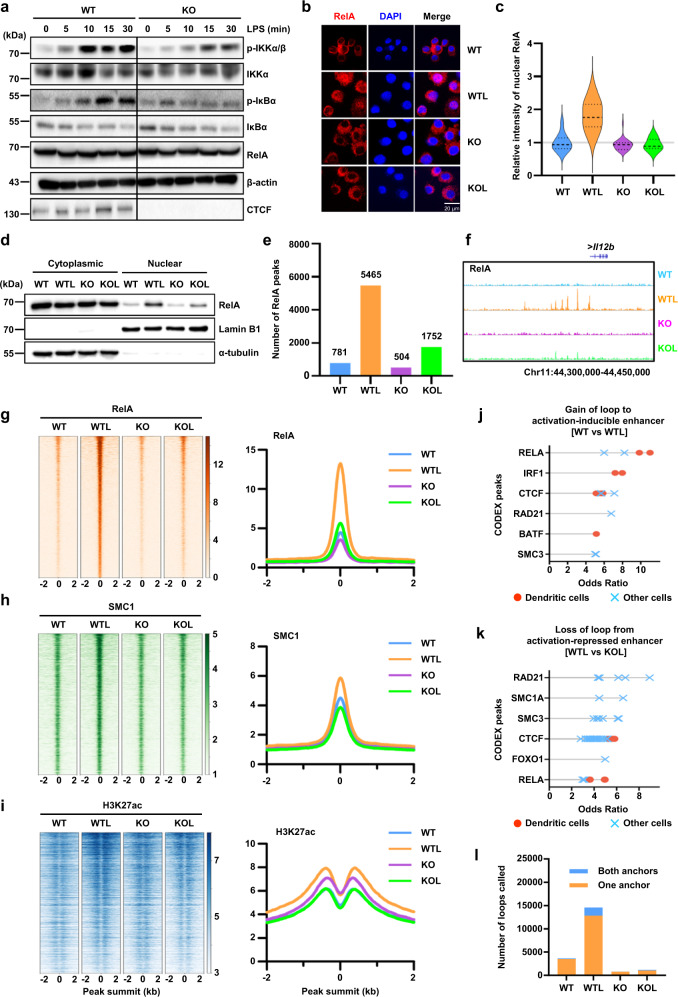
Attenuation of LPS-induced NF-κB activation in CTCF-deficient BMDCs. **a** WT and KO BMDCs were stimulated with LPS and western blotting was performed with indicated antibodies. The data are representative of three independent experiments with similar results. **b** Representative immunofluorescence staining for RelA (red) and DAPI (blue). The data are representative of three independent experiments with similar results. **c** Relative fluorescence intensities of nuclear RelA in **b** was measured using ImageJ software. **d** Western blot analysis of LPS-induced nuclear translocation of RelA in WT and KO BMDCs. The data are representative of three independent experiments with similar results. **e** Bar graph showing the number of RelA ChIP-seq peaks called. **f** Genomic snapshot of RelA ChIP-seq at the *Il12b* locus. **g**–**i** Heatmaps of normalized ChIP-Seq tag densities for RelA (**g**), SMC1 (**h**), and H3K27ac (**i**) at RelA binding sites called from LPS-stimulated wild-type BMDCs (WTL). Histogram showing the average tag density of ChIP-seq peaks were displayed on right of the heatmaps. The data are representative of two independent experiments. **j** Relative LOLA enrichment of transcription factors at the anchors of H3K27ac HiChIP loops showing regulatory mode of “gain of loop to newly activated enhancer” when WTL was compared to WT. **k** Relative LOLA enrichment of transcription factors at the anchors of H3K27ac HiChIP loops showing regulatory mode of “loss of loop to newly repressed enhancer” when KOL was compared to WTL. Each dot represents a TF ChIP-seq dataset from dendritic cells, and ChIP-seq datasets from other cell types are shown as crosses (**j**, **k**). **l** The number of H3K27ac HiChIP loops overlapped with RelA ChIP-seq peaks at either one or both loop anchors. Source data are provided as a Source Data file.

Notably, the chromatin binding of RelA was accompanied by the induced enrichments of SMC1 and H3K27ac following LPS stimulation in WT BMDCs but not in KO BMDCs (Fig. 6h, i). Given that SMC1 and H3K27ac are known to be tightly associated with loop formation and enhancer activation, respectively, these results suggested that dynamic NF-κB binding may contribute to the changes in loop formation and enhancer activity. Indeed, LOLA enrichment analysis of the H3K27ac HiChIP loops in untreated and LPS-stimulated WT BMDCs (WT vs. WTL) demonstrated that sites bound by RelA were strongly represented at the anchors associated with “gain of loop to activation-inducible enhancer by LPS stimulation” (Fig. 6j). Interestingly, RelA binding was also significantly represented at the anchors associated with “weaker loop from less active enhancer by CTCF depletion”, when H3K27 HiChIP loops were compared between WT and KO BMDCs following LPS stimulation (WTL vs. KOL) (Fig. 6k). Furthermore, the number of H3K27ac HiChIP loops overlapped with RelA ChIP-seq peaks at least at one of the loop anchors was dramatically increased by LPS stimulation in WT BMDCs but not in KO BMDCs (Fig. 6l). These results clearly suggested that LPS stimulation induces NF-κB binding which may facilitate stronger enhancer-promoter interactions as well as higher enhancer activity in WT BMDCs but not in CTCF-deficient BMDCs.

### RelA-mediated long-range chromatin interactions in LPS-stimulated BMDCs

To further gain insight into the impact of NF-κB activation on the higher order genome organization, we performed RelA HiChIP for the LPS-stimulated WT BMDCs and identified ~20,000 statistically significant RelA-mediated long-range chromatin interactions using FitHiChIP at a resolution of 10 kb with an FDR < 10^−2^ (Fig. 7a). The majority (~40%) of RelA HiChIP loops occurred between enhancers, whereas about 20% occurred between promoters and enhancers (Supplementary Fig. 9a). Given that more than 76% (4153/5465) of RelA binding sites in LPS-stimulated WT BMDCs were located distally from promoters (Supplementary Fig. 9b), we utilized RelA HiChIP loops to map direct RelA target genes. While 846 (499 plus 347) genes were identified by overlapping promoters with RelA ChIP-seq peaks, a much greater number of direct RelA target genes (1539) were found where RelA binds to distal enhancers but not to promoters (Supplementary Fig. 9c). The example of three different types of RelA target genes classified by the overlap feature of RelA peaks with promoters and distal enhancers are provided in Supplementary Fig. 9d. While binding of RelA to the promoters was observed at both the *Il1f6* and *Acod1* genes, only the latter gene showed additional regulation by RelA by forming loops between its promoter and upstream enhancer regions (Supplementary Fig. 9d, left and middle panels). Furthermore, we could identify the *Ch25h* gene as the direct RelA target gene, even though very little RelA binding was observed at the promoter region of this gene, since several distal enhancer regions with RelA binding simultaneously interacted with the *Ch25h* promoter (Supplementary Fig. 9d, right panels).

**Fig. 7:**
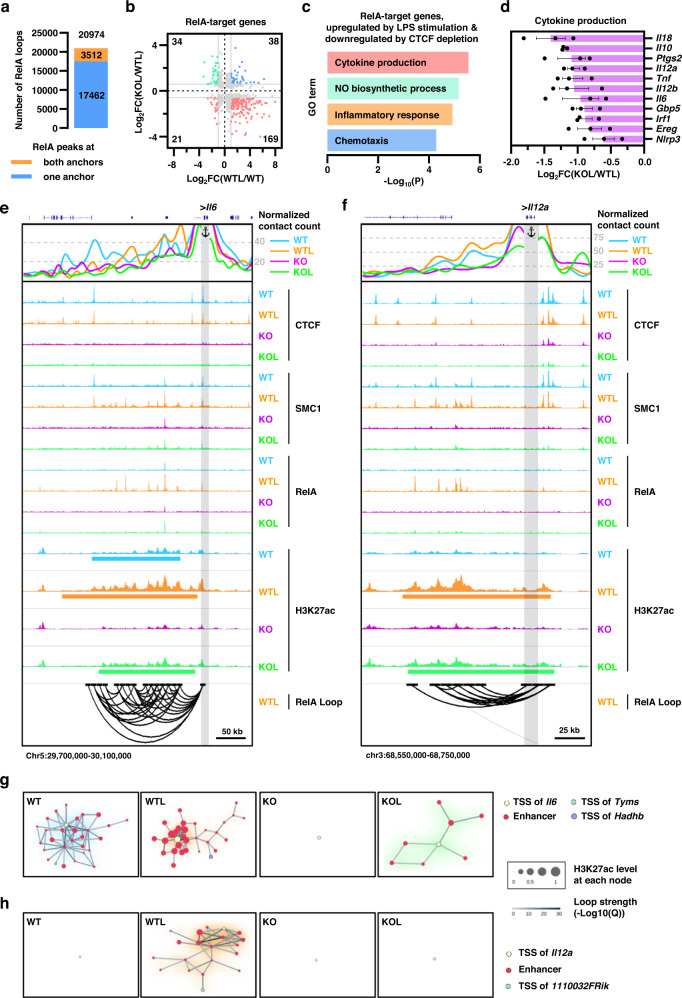
LPS-stimulated expression of pro-inflammatory cytokines was diminished in CTCF-deficient BMDCs. **a** Number of the high-confidence RelA-mediated chromatin interactions in WTL. The number of RelA HiChIP loops overlapped with RelA ChIP-seq peaks at either one or both anchors was indicated in the bar. **b** Scatter plot showing Log2-fold changes in RNA expression levels of RelA direct target genes shown in Supplementary Fig. 9c. The number of genes exhibiting >2-fold changes in WTL versus WT and 1.5-fold changes in KOL versus WTL with a false discovery rate <0.05 is indicated at each quartile. **c** Bar plot of –Log10 *P*-value showing enrichment of gene ontology terms (biological process) associated with RelA direct target genes whose expressions were upregulated by LPS stimulation and downregulated by CTCF depletion. Significance was calculated by one-sided Fisher’s Exact test. **d** Changes in RNA expression of the genes associated with the pathway term of “cytokine production”. Error bars represent mean ± standard error of the mean (s.e.m). *n* = 3 biologically indepe*n*dent samples. **e**, **f** Snapshot showing virtual 4C plots, ChIP-seq signal tracks, and significant RelA loops (from top to bottom) at the *Il6* (**e**) and *Il12a* (**f**) loci. Sky blue, orange, purple, and green represent unstimulated wild-type BMDCs (WT), LPS-stimulated wild-type BMDCs (WTL), unstimulated CTCF knockout BMDCs (KO), and LPS-stimulated CTCF knockout BMDCs (KOL), respectively. Virtual 4C plots (V4C) shows normalized H3K27ac HiChIP loop strength (represented as −Log10(*Q*)) with the TSSs of *Il6* and *Il12a* genes as the viewpoint. IGV browser shows ChIP-seq signal tracks for CTCF, SMC1, RelA, H3K27ac. The location of super-enhancers (SE), if any, were shown under H3K27ac ChIP-seq signal tracks. RelA loops shows significant interactions with –Log10(*Q*) ≥ 2. Gray vertical bars highlight the location of viewpoints. **g**, **h** 3D cliques for *Il6* (**g**) and *Il12a* (**h**) loci where each node represented a promoter or an enhancer and each edge represented a significant chromatin interaction of H3K27ac HiChIP loop with –Log10(*Q*) ≥ 5. The size of each node indicates the H3K27ac levels and the color of each edge indicates the loop strength (-Log10(*Q*)). Source data are provided as a Source Data file.

### Compromised expression of RelA-dependent pro-inflammatory cytokines in CTCF-deficient BMDCs

We then analyzed RNA-seq data to explore whether LPS-induced gene expression was affected by CTCF depletion. 

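KOL and WTL libraries, both made after 3 h of LPS, were compared in the same fit. This fit shares its estimate of the spread over all 12 libraries, although replicates varied more after LPS than before it. Out of 14008 genes, 1751 were upregulated and 1752 were downregulated in KOL at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change above 1.5. With each replicate of either group left out in turn, the counts were 1639 to 1842 and 1618 to 2050. They changed most without a fold cutoff, to 2991 and 3266. In an edgeR fit of the KOL and WTL libraries alone, 1618 genes were upregulated and 1441 were downregulated. KOL and WTL libraries with the same replicate number had a mean correlation of -0.111 between their deviations from the group means (-0.325 to 0.126), and with the replicate number as a block 1702 and 1707 genes passed. Among genes that passed with at least 100 normalized counts on average and no overlap between the groups, the largest rises were those of Gm8300, Gm8210 and Gm13841. Gm8300, one of several similar genes, had no more than 3 counts in any WTL library and 240 ± 30.9 normalized counts in KOL (SD, n = 3), at least 68-fold higher. Gm8210 and Gm13841 are pseudogenes with the same expected count in each of the 12 libraries, so their reads were not told apart, and both were at least 93-fold higher in KOL. The largest falls were those of Ifi208 (347 ± 59.7 to 5.98 ± 3.12), which has close paralogs, Cd207 (304 ± 69 to 5.76 ± 6.27) and U90926, which had 16.5 ± 2.69 in KOL. Their log2 fold changes were -5.85, -5.67 and -5.06, and the leave-one-out range of Cd207 was -7.02 to -5.23.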

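The genes that passed a fold change above 2 between WTL and WT were divided by their change between KOL and WTL, at a fold change above 1.5 and an adjusted p-value under 0.05 in both comparisons from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Upregulation by LPS was joined with downregulation by CTCF depletion in 450 genes (25.5% of the LPS-upregulated genes) and with upregulation in 215. Downregulation by LPS was joined with upregulation by CTCF depletion in 284 genes and with downregulation in 233. Over the 9 fits that each left out a WT, WTL or KOL replicate, these counts were 388 to 504, 181 to 220, 266 to 320 and 197 to 273, in the same order. With the replicate number as a block, they were 440, 202, 273 and 224, where same-numbered libraries had the mean correlations given for each comparison. The fold cutoffs moved the 450 genes most, to 1314 without them, and the glmTreat function of edgeR gave 213. Of the 450 genes, 258 (57.3%) were also downregulated in KO against WT, compared with 259 (19.7%) of the other 1316 LPS-upregulated genes (odds ratio 5.48, two-sided Fisher's exact test, p = 8.4e-49). Such an excess follows in part from the selection of the 450 genes for a lower level in KOL. LPS upregulated 334 of the 450 genes (74.2%) in KO BMDCs as well. In the interaction test of edgeR, the log2 change by LPS was smaller in KO than in WT BMDCs for 97 of the 450 genes and larger for 48, and 305 did not pass.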

Out of 1579 upregulated genes by LPS stimulation in WT BMDCs (WTL vs. WT) (Fig. 3d), 403 were significantly downregulated by CTCF depletion after LPS stimulation (KOL vs. WTL) (Supplementary Fig. 9e). Gene ontology analysis showed that these 403 genes were enriched in positive regulation of cytokine production and inflammatory-related pathways (Supplementary Fig. 9f).

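Reactome pathways stood in for gene ontology terms, and the 450 genes upregulated by LPS and downregulated by CTCF depletion were tested with one-sided Fisher's exact tests. Against all genes tested, 9 of 657 pathways were enriched at an adjusted p-value under 0.05, and 7 with the genes called with the replicate number as a block. The 450 genes held 25 of 203 genes of cytokine signaling in the immune system (odds ratio 4.42, Fisher's exact test with Benjamini-Hochberg adjusted p = 3.3e-06), 15 of 74 of interferon gamma signaling (odds ratio 7.89) and 17 of 124 of GPCR ligand binding (odds ratio 4.94). A gene had to be upregulated by LPS to be among the 450. Against the 1766 LPS-upregulated genes as background, 0 of 90 pathways were enriched, with and without the block, and the lowest unadjusted p was 0.054, for 17 of 46 genes of GPCR downstream signaling (odds ratio 1.74).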

Given that LPS-induced NF-κB activation was defective in CTCF-deficient BMDCs, we next analyzed transcriptomic data and identified the RelA target genes which exhibited upregulation by LPS stimulation (WT vs. WTL) but downregulation by CTCF depletion (WTL vs. KOL). Gene ontology (GO) analysis showed that these CTCF-dependent RelA target genes (*n* = 169, lower right of Fig. 7b) were enriched in inflammation-related pathways, including cytokine production, nitric oxide (NO) biosynthetic process, inflammatory response, and chemotaxis (Fig. 7c). Particularly, CTCF-deficient BMDCs failed to produce pro-inflammatory cytokines, including *Il6*, *Il12a*, and *Il12b*, when activated by LPS stimulation (Fig. 7d).

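Il6 (ENSMUSG00000025746.11) lies on chromosome 5 from 30013114 to 30019981 of mm10. Its normalized count was 17727 ± 3020 (SD, n = 3) in WTL and 9024 ± 1390 (SD, n = 3) in KOL, a log2 fold change of -0.97 (SE 0.14, adjusted p = 7.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with a leave-one-out range of -1.11 to -0.82. Without LPS, it was 70.4 ± 9.95 in WT and 12 ± 5.68 in KO, so LPS raised the mean 252-fold in WT and 750-fold in KO BMDCs. The log2 change by LPS was larger in KO than in WT BMDCs (interaction 1.56, SE 0.34, adjusted p = 0.0062 from the edgeR test). The KO replicates had only 18, 15 and 6 counts of Il6, however, and its interaction did not pass with limma on either TPM scale. Il12b (chromosome 11 from 44400063 to 44414033) had 9562 ± 832 normalized counts in WTL and 4546 ± 787 in KOL (log2 fold change -1.07, SE 0.12). Its mean rose 84.5-fold by LPS in WT BMDCs, from 113 ± 6.1, and 182-fold in KO BMDCs, from 24.9 ± 8.29 (interaction 1.11, SE 0.25). Il12a (chromosome 3 from 68690644 to 68698547) had 199 ± 9.56 in WTL and 92.3 ± 3.12 in KOL (log2 fold change -1.105, SE 0.18), and its leave-one-out range was -1.14 to -1.07. No unstimulated library had more than 4 counts of Il12a, so its level without LPS was not resolved at this depth, and its interaction was -0.44 (adjusted p = 0.82 from the edgeR test). With limma on log2(TPM + 0.1), the adjusted p was 0.064 for Il6 (5.1e-25 to 0.064 over the alternatives) and 0.072 for Il12a (1e-08 to 0.072).
The other genes of Fig. 7d are Il18, Il10, Ptgs2, Tnf, Gbp5, Irf1, Ereg and Nlrp3. All 11 were lower in KOL than in WTL, with log2 fold changes of -1.44 (Il18) to -0.64 (Nlrp3) and a highest adjusted p of 0.00023 from the edgeR test over all genes, and all 11 also passed over these genes alone. The paper chose them from the same libraries, so the count shows no stability. In each, every KOL library was below every WTL library, and chance parts the groups in either direction for 10% of genes with 3 libraries in each group. A filter of at least 10 counts in every library removed Il6, Il12a, Il10 and Ereg, and the 7 other genes passed. With the replicate number as a block, all 11 passed. LPS upregulated all 11 in both WT and KO BMDCs, 10 were lower in KO than in WT without LPS (Il10 among them with no more than 5 counts in any unstimulated library, a level at which the difference was not resolved), and the rise in normalized counts was smaller in KO for all 11, whereas the log2 change was larger in KO for 7 and smaller for 0. The larger log2 changes of Ereg, Ptgs2, Il12b and Il6 did not pass with limma on log2(TPM + 1). Il18 overlaps Bco2, Irf1 overlaps Gm17334, and Gbp5 has close paralogs. The paper states from Fig. 7d that CTCF-deficient BMDCs fail to produce pro-inflammatory cytokines on LPS stimulation. It also measured IL-6 and IL-12 by RT-qPCR and as protein, which these RNA counts do not address.

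**Figure D3:**
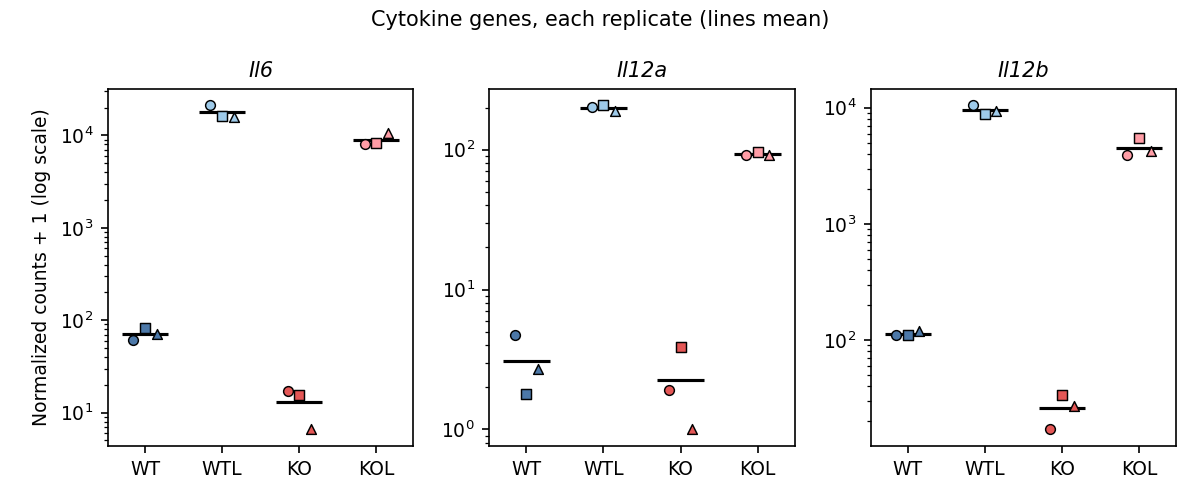
Normalized counts plus 1 on a log scale (vertical axis) of Il6, Il12a and Il12b in WT, WTL, KO and KOL BMDCs, with points for the 3 replicates of each group and lines at the mean. All KOL points lie below the WTL points, and KO points of Il6 and Il12b below the WT points.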

Activation of WT BMDCs by LPS treatment led to a dramatic increase of the RelA binding at the *Il6* promoter as well as at the upstream SE region spanning ~200 kb, where enrichment of SMC1 and H3K27ac were also upregulated (Fig. 7e). V4C plot for H3K27ac HiChIP loop with the *Il6* promoter region as the anchor clearly demonstrated that LPS stimulation leads to a dramatic increase in the loop strength between the *Il6* promoter with multiple RelA binding sites located at the SE (Fig. 7e). In contrast to the *Il6* gene, the role of RelA in the LPS-induced expression of the *Il12a* gene was mediated mostly by distal enhancers but not by a promoter, since we could observe very little RelA binding to the *Il12a* promoter in LPS-stimulated WT BMDCs (Fig. 7f). RelA binding to the distal enhancers following LPS stimulation was accompanied by the establishment of an active SE, which showed a dramatic increase in the loop formation with the *Il12a* promoter (Fig. 7f). RelA HiChIP loops in the *Il6* or *Il12a* loci could validate the important role of NF-κB in the establishment of chromatin interactions between multiple regulatory elements within SEs as well as between SE and promoters (Figs. 7e, f). The NF-κB-centric regulatory loops required for the upregulation of the *Il6* and *Il12a* genes, however, were abrogated by CTCF depletion, given that LPS stimulation of CTCF-deficient BMDCs displayed very little RelA binding, aborted activation of SEs, and very weak interaction between the SE and promoter (Fig. 7e, f). The 3D clique analysis of the *Il6* and *Il12a* loci also demonstrated that LPS stimulation drives the formation of the highly interacting spatial clusters between activation-inducible enhancers and promoters in WT BMDCs but not in CTCF-deficient BMDCs (Fig. 7g, h). The results clearly indicate that CTCF is essential in establishing the NF-κB-dependent 3D enhancer networks required for optimal expression of pro-inflammatory cytokine genes such as *Il6* and *Il12a*.

To further validate the role of NF-κB activation in facilitating enhancer activation and loop formation, we blocked the NF-κB signals using JSH-23, which prevents the nuclear translocation of NF-κB RelA^43^ while leaving CTCF intact (Fig. 8a, b). First, H3K27ac ChIP-seq analysis demonstrated that enrichment of H3K27ac at RelA binding sites induced by LPS stimulation was almost completely abrogated by JSH-23 pre-treatment (Fig. 8c). Next, the RelA-mediated chromatin interactions (shown in Fig. 7a) were subject to differential H3K27ac HiChIP loop analysis, which revealed 346 gained loops and 295 lost loops due to LPS stimulation (Supplementary Fig. 10a). Interestingly, these dynamic changes in RelA-mediated chromatin interactions induced by LPS stimulation were significantly attenuated by pre-treatment of the BMDCs with JSH-23 (Fig. 8d). Further, RelA target genes (shown in Supplementary Fig. 9c) were analyzed by RNA-seq, which revealed 853 upregulated and 407 downregulated genes in response to LPS stimulation (Supplementary Fig. 10b). The extent of changes in the transcript abundance of these differentially expressed RelA target genes was significantly diminished by pre-treatment of the BMDCs with JSH-23 before LPS stimulation (Fig. 8e). The best examples showing the effect of NF-κB inhibition on enhancer activation, loop formation, and the resultant RNA expression profile were provided by *Il6* and *Il12a* (Fig. 8f). LPS stimulation resulted in increased mRNA expression accompanied by enhanced H3K27ac levels upstream of *Il6* and *Il12a* promoters, which were severely abrogated by pre-treatment of the BMDCs with JSH-23 (Fig. 8f). Moreover, V4C plot for H3K27ac HiChIP loop with the *Il6* and *Il12a* promoter regions as anchor demonstrated that loop formation induced by LPS stimulation between promoters and RelA binding sites were also decreased by JSH-23 pre-treatment (Fig. 8f). Taken together, these results indicated that NF-κB signaling can control spatial enhancer-promoter proximity, as well as distal enhancer activities for the optimal expression of its target genes.

**Fig. 8:**
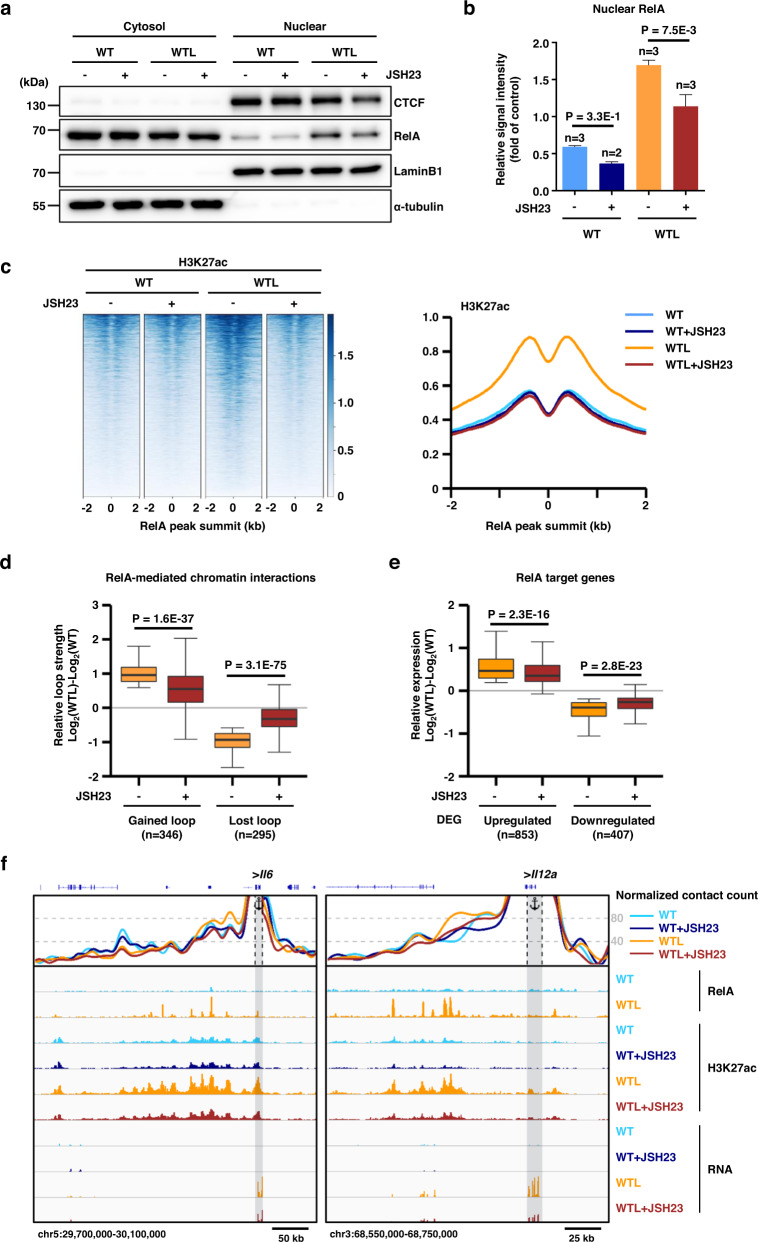
NF-κB signaling controls enhancer activation and enhancer-promoter interactions for optimal expression of its target genes. **a** WT BMDCs were either untreated or treated with JSH-23 for 3 h and Western blot analysis was performed to assess LPS-induced RelA nuclear translocation. The data are representative of three independent experiments with similar results. **b** Densitometric analysis of the proteins in **a** was performed using ImageJ. Error bars represent mean ± standard error of the mean (s.e.m.). Significance was calculated using a two-way ANOVA with multiple comparisons of Bonferroni post-test. The sample sizes (*n*) were labeled in the figure. **c** Heatmaps of normalized ChIP-seq tag densities for H3K27ac at RelA binding sites called from LPS-stimulated WT BMDCs (WTL). Histogram showing the average tag density of ChIP-seq peaks are displayed at the right of the heatmaps. The data are representative of two independent experiments. **d** The effect of JSH-23 on the extent of changes in the chromatin interactions of either gained or lost RelA loops in response to LPS stimulation was analyzed by H3K27ac HiChIP. **e** The effect of JSH-23 on the transcript abundance of either upregulated or downregulated RelA target genes in response to LPS stimulation was analyzed by RNA-seq. DEG: differentially expressed gene. Box-plot in **d**, **e** with midline = median, box limits = Q1 (25th percentile)/Q3 (75th percentile), whiskers = minimum and maximum values. Significance in **d**, **e** was calculated using two-sided Wilcoxon rank sum test. The sample sizes (*n*) were labeled in the figure. **f** Snapshot showing virtual 4C plots (V4C), ChIP-seq signal tracks, and RNA-seq signal tracks (from top to bottom) at the *Il6* (left) and *Il12a* (right) loci. Sky blue, blue, orange, and brown represent unstimulated WT BMDCs in the absence of JSH-23 (WT) or pretreated with JSH-23 (WT + JSH23), LPS-stimulated WT BMDCs in the absence of JSH-23 (WTL) or pretreated with JSH-23 (WTL + JSH23), respectively. V4C shows normalized H3K27ac HiChIP contact counts with the TSSs of *Il6* and *Il12a* as the viewpoint. Source data are provided as a Source Data file.

### Differentiation of Th1 and Th17 cells is attenuated in CTCF-deficient DCs

Impaired production of IL-6 and IL-12 in CTCF-deficient BMDCs was further validated at both the mRNA and protein levels (Fig. 9a, b). Given that IL-12 and IL-6 are well-known cytokines capable of driving Th1 and Th17 differentiation, respectively, we examined the capacity of CTCF-deficient BMDCs for T cell differentiation. When naïve CD4^+^ T cells were cultured with BMDCs under the Th1- and Th17-driving conditions, CTCF-deficient BMDCs showed significantly lower activities to mediate expression of IFN-γ and IL-17A, respectively, in CD4^+^ T cells (Fig. 9c, d). The reduced T cell differentiation was largely attributed to the defective cytokine production in the CTCF-deficient BMDCs; treatment of exogenous IL-12 and IL-6 significantly rescued Th1 and Th17 differentiation by CTCF-deficient BMDCs, respectively (Fig. 9c, d). These data indicate that CTCF is essential for the maximal expression of IL-12 and IL-6 from BMDCs to prime Th1 and Th17 cell differentiation, respectively.

**Fig. 9:**
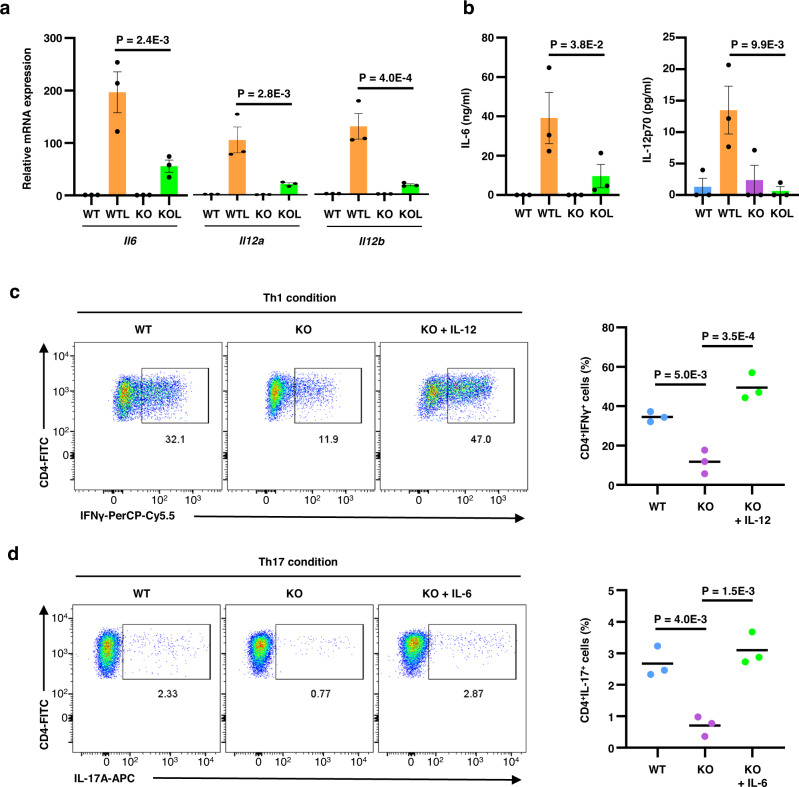
Compromised capacity for inducing Th1 and Th17 CD4^+^ T cells by CTCF-deficient BMDCs. **a**, **b** Decreased expression of IL-6 and IL-12 in mRNA (**a**) and protein (**b**) levels by CTCF depletion when BMDCs were stimulated with LPS for 3 h (**a**) and 24 h (**b**). Error bars show mean ± s.e.m. Significance was calculated using a two-way ANOVA with multiple comparisons of Bonferroni post-test using *n* = 3 independent samples. **c, d** Representative flow cytometric plots (left) and summarized bar graphs (right) showing impaired capacity for inducing Th1 (**c**) and Th17 (**d**) CD4^+^ T cell differentiation by CTCF-deficient BMDCs. In some experiments, IL-12 and IL-6 was additionally added in the Th1 and Th17-driving culture condition, respectively. Error bars show mean ± s.e.m. Significance was calculated using a one-way ANOVA with Tukey’s multiple comparisons using *n* = 3 independent samples. Source data are provided as a Source Data file.

## Discussion

In this study, we performed an integrated analysis of the three-dimensional genome organization, genome-wide enhancer profile, and their relationship with gene expression. The results revealed that both enhancer-promoter communication and the enhancer landscape are dynamically reprogrammed when BMDCs establish a pro-inflammatory transcriptional program in response to pathogenic stimuli, although LPS stimulation did not induce changes in global genome organization at the compartment and TAD levels. Interestingly, the stimulus-induced enhancer activation can be instructive for specific enhancer-promoter interactions, given that spatial proximity for some enhancers with their target promoters were increased as the activities of enhancers were strengthened by LPS stimulation. In contrast, weakened enhancer activities following BMDC activation can lead to diminished chromatin interactions with their target promoters. Alteration in both enhancer activities and enhancer-promoter interactions exhibited positive correlations with changes in the transcriptional activity of the gene they control. However, formation or disruption of enhancer-promoter interactions can alter transcriptional activity, even without concomitant changes in the chromatin state of enhancers during BMDC activation. The results indicate that transcriptional regulation of a significant number of BMDC genes depends on the rewiring of chromatin interactions between constitutively active enhancers and their target genes following LPS stimulation. In contrast, spatial proximity between enhancer and promoter does not automatically induce gene activation, given that quite a few enhancer-promoter interactions seem to be established before LPS stimulation. Such pre-formed enhancer-promoter contacts may ‘prime’ some genes for transcriptional activation, until an additional trigger mediated by LPS stimulation boosts transcription for maximal gene expression. Taken together, the results indicate that LPS stimulation lead to dramatic changes in spatial enhancer-promoter proximity and chromatin state of distal enhancers, both of which contribute to the diverse mode of regulatory mechanisms for the accurate control of gene expression during BMDC activation.

As reported in other cellular models^30–32,44^, CTCF depletion in BMDCs does not perturb the A/B compartment, but disrupts TAD boundary integrity. Moreover, we observed that enhancer-centric chromatin interactions were significantly decreased in CTCF-deficient BMDCs, while much weaker insulation capacity caused by CTCF depletion led to aberrant enhancer-promoter interactions and dysregulated RNA expression. Remarkably, CTCF-deficient BMDCs demonstrated a profound defect in producing pro-inflammatory cytokines such as IL-6 and IL-12 in response to LPS, suggesting that CTCF is essential for the terminal differentiation of BMDCs and their effective immune responses. GM-CSF depends on the JAK2/STAT5 signaling pathway to efficiently promote DC differentiation from hematopoietic progenitor cells^38,45,46^. Interestingly, we could reveal that JAK2/STAT5 signaling was attenuated by CTCF depletion during the GM-CSF-mediated DC differentiation, since our western blot and ChIP-seq analysis demonstrated that phosphorylation of JAK2 and STAT5 by GM-CSF as well as genome-wide STAT5 occupancy was significantly decreased in CTCF-deficient BMDCs. Moreover, combined analysis of H3K27ac HiChIP, STAT5 ChIP-seq, and RNA-seq allowed us to identify the STAT5 direct target genes whose expressions were affected by attenuated JAK2/STAT5 signaling. Surprisingly, the expression of various signaling molecules involved in TLR4 downstream signaling cascades was commonly downregulated in CTCF-deficient BMDCs, thereby having an attenuated NF-κB activation and defective pro-inflammatory cytokine production in response to LPS stimulation. These results demonstrated that the ability of BMDCs to respond to TLR4 signaling cues is hardwired into the 3D genome architecture during GM-CSF-mediated differentiation, which permits a rapid and accurate NF-κB-centric transcriptional response.

The transcription factor NF-κB regulates multiple aspects of TLR-mediated activation of DCs and serves as a vital mediator of inflammatory responses^41,42^. The molecular mechanism through which NF-κB regulates the inducible expression of inflammatory genes has been extensively studied^41,42^. Integrated analysis with genome-wide binding of multiple TFs and histone modifications revealed that dynamic alterations of the H3K9K14ac levels following LPS stimulation were tightly linked with stimulus-induced binding of NF-κB at inducible promoters and their enhancers^17^. Moreover, emerging works demonstrated that the binding of NF-κB to regulatory elements can induce changes in enhancer-promoter interactions in response to inflammatory stimuli^47^. For example, binding of NF-κB to a distal enhancer facilitated chromatin looping in the OPN promoter to drive LPS-stimulated OPN expression in murine macrophages^47^. Consistent with these reports, we could observe that augmented binding of RelA induced by LPS stimulation plays a crucial role in establishing elevated enhancer activities as well as favorable 3D chromatin structure for maximal expression of target genes. Among the various pro-inflammatory cytokines and chemokines induced by NF-κB signaling, IL-12 and IL-6 are known to be the key drivers for the differentiation of naïve CD4^+^ T lymphocytes to IFN-γ-producing Th1 and IL-17-producing Th17 effectors, respectively^48^. Interestingly, our H3K27ac HiChIP analysis revealed that stimulus-induced binding of NF-κB to SEs located far from promoters facilitated the formation of highly interacting enhancer-promoter spatial clusters in the *Il6* and *Il12a* genes. However, such hyperconnected 3D cliques were abrogated in CTCF-depleted BMDCs possibly due to defective NF-κB signaling as well as weakened NF-κB-mediated chromatin looping, which then resulted in compromised expression of RelA-dependent pro-inflammatory cytokines and attenuated differentiation of Th1 and Th17 cells. These results suggested that non-permissive chromatin topology that prevents close spatial proximity between distal enhancer regions and target genes can function as a regulatory barrier that must be resolved for proper gene expression.

In conclusion, CTCF is essential in establishing the NF-κB-dependent three-dimensional enhancer network underlying inflammatory responses of BMDC, and dysregulated CTCF can contribute to the pathogenesis of a number of inflammatory diseases.

## Methods

### Mice and cells

All mouse experimental procedures were approved by the Department of Laboratory Animal Resources Committee of Yonsei University College of Medicine. C57BL/6 mice carrying a conditional Ctcf allele (Ctcf^fl/fl^) were crossed with Rosa26-CreER (CreER) C57BL/6 mice to generate a tamoxifen-inducible Ctcf conditional knockout strain (CreER;CTCF^fl/fl^) as described in our previous study^24^. Male and female 8-12 weeks old mice that were bred in specific pathogen-free facilities at Yonsei University College of Medicine were used for all experiments with 12-hour light/dark cycles. Room temperature was maintained at 23 ± 1 °C and humidity level was controlled between 40–60%. Age- and sex-matched CreER littermate mice were used as wild-type (WT) controls throughout the study. BM cells prepared from CreER;CTCF^wt/wt^ or CreER;CTCF^fl/fl^ mice were cultured in RPMI 1640 (HyClone, SH30027.01) supplemented with 10% fetal bovine serum (HyClone, SH30071.03), 100 U/mL penicillin, 100 μg/mL streptomycin (HyClone, SV30010), and 50 μM 2-mercaptoethanol (Gibco, 21985-023) in the presence of murine granulocyte/monocyte colony-stimulating factor (GM-CSF, provided by Chae Gyu Park, Yonsei University College of Medicine) for 6 days. The medium was changed every 2 days. For the deletion of the Ctcf allele in vitro, 4-OH-tamoxifen (Sigma-Aldrich, H7904) dissolved in 100% ethanol was added on the first day of culture (final 0.5 μM). Floating cells were harvested and CD11c^+^ cells were positively selected as BM-derived dendritic cells (BMDCs) using the CD11c microbead (Miltenyi Biotec, 130-125-835). The cells were stimulated with LPS (Invivogen, E. coli K12 strain) at a concentration of 100 ng/mL for the indicated times.

### RNA extraction and quantitative real-time polymerase chain reaction (RT-qPCR)

One million BMDCs were stimulated with LPS for 3 h and subjected to RNA extraction using Hybrid-R Total RNA kit (GeneAll Biotechnology, 305-101) according to the manufacturer’s instruction. RNAs were reverse transcribed using PrimeScript^TM^ RT Master Mix (Takara Bio, RR036A). The resulting cDNAs were subjected to qRT-PCR using the ABI StepOnePlus real-time PCR system (Applied Biosystems) and QuantStudio3 (Applied Biosystems); the synthesis of double-stranded DNA was monitored during various PCR cycles using QuantiNova SYBR Green PCR Kit (Qiagen, 208052). For each sample, duplicate test reactions were analyzed for the expression of the gene of interest, and the results were normalized to Rpl7 mRNA levels. The primer sequences are listed in Supplementary Table 1. Three biological replicates were performed for each condition.

### Western blotting

BMDCs were lysed in T-PER^TM^ Tissue Protein Extraction Reagent (Thermo Fisher Scientific, 78510) with a protease and phosphate inhibitor cocktail (Thermo Fisher Scientific, 78440). Proteins were separated using sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto a polyvinylidene fluoride membrane. After blocking with 5% skim milk, the membrane was incubated with primary antibodies with 1:1000 dilution: β-actin (sc-47778) and α-tubulin (sc32293) from Santa Cruz; CTCF (2899) p-JAK2 (3771), JAK2 (3230) p-STAT5 (9351), STAT5 (94205), p-IKKα/β (2078), IKKα (2682), p-IκBα (2859), IκBα (9242), and RelA (8242) from Cell Signaling Technology; ALDH1A2 (ab156019) and Lamin B1 (ab133741) from Abcam, followed by incubation with horseradish peroxidase-conjugated secondary antibody with 1:2000 dilution: HPR-linked anti-Rabbit IgG (7074), and HPR-linked anti-Mouse IgG (7076) from Cell Signaling Technology. The target proteins were visualized using Pierce Western Blotting Substrate (Thermo Fisher Scientific, 32132) and Image Quant LAS 4000 (GE Healthcare). Three biological replicates were performed for each condition.

### Flow cytometry

Fluorochrome-conjugated anti-mouse CD4 (RM4-5), CD8a (53-6.7), CD11b (M1/70), CD11c (N418), CD45.1 (A20), CD45.2 (104), CD80 (16-10A1), CD86 (GL1), I-A/E (M5/114.15.2), IFN-γ (XMG1.2), and IL-17A (eBio17B7), and CD135 (A2F10) were obtained from eBioscience and CD115 (T38-320) was obtained from BD Biosciences. All antibody dilutions were 1:200. Cell death and apoptosis were analyzed using an Annexin V/Propidium iodide (PI) staining kit (eBioscience, 88-8007-74) according to the manufacturer’s protocol. Cell proliferation was determined using CFSE staining (Molecular Probes, C1157). Aldehyde dehydrogenase (ALDH) activity was measured in the BMDCs using an ALDEFLUOR Kit (STEMCELL Technologies, 01700) according to the manufacturer’s protocol. For the intracellular detection of IFN-γ and IL-17A, cells were fixed and permeabilized with Foxp3/Transcription Factor Staining Buffer Set (eBioscience, 00-5523-00) and incubated for 30 min on ice with the relevant antibodies diluted in Permeabilization buffer (eBioscience). Cytokines secreted into culture media were quantified using the CBA Mouse Inflammation Kit (BD Biosciences, 552364) and the CBA Mouse Th1/Th2/Th17 Cytokine Kit (BD Biosciences, 560485). Stained cells or samples were analyzed using flow cytometry with the FACSVerse system (BD Biosciences) and a FACS LSR Fortessa flow cytometer (BD Biosciences). All flow cytometry data collected by FACSuite (BD Biosciences) and FACSDiva (BD Biosciences) were analyzed using the FlowJo software (Treestar). CBA data were analyzed using FCAP Array software (BD Biosciences). Three biological replicates were performed for each condition.

### Antigen uptake assay

BMDCs were washed with 1× PBS and incubated on ice for 1 min to maintain normal cell conditions. Subsequently, the cells were incubated with or without the Alexa-647 conjugated OVA protein (Invitrogen, O34784) at 4 °C or 37 °C for 30 min. Stained cells were analyzed using the FACSVerse system (BD Biosciences). Three biological replicates were performed for each condition.

### T cell proliferation assay

CD4^+^ T cells were isolated from spleen of OTII mouse and purified using the MagniSort Mouse CD4 positive selection Kit (eBioscience, 8802-6841-74). Purified T cells were stained with CFSE and co-cultured with OVA323-339 peptide (Sigma, O1641) pre-educated CD11c^+^ BMDCs for 3 days. Three biological replicates were performed for each condition.

### Helper T cell differentiation in vitro

CD4^+^ T cell in vitro differentiation with BMDCs was performed as previously described^49^. In brief, CD4^+^ naive T cells were isolated from the spleen of C57BL6 mice using the MagniSort Mouse CD4^+^ Naïve T cell Enrichment Kit (eBioscience, 8804-6824-74). Naive CD4^+^ T cells (1 × 10^5^ cells/well) and CD11c^+^ BMDCs (1 × 10^4^ cells/well) were co-cultured in the presence of soluble anti-CD3ε (0.15 μg/mL; BioLegend, 100331) for 4 days. For Th1 differentiation, BMDCs were treated with LPS (100 ng/mL). For Th17 differentiation, BMDCs were stimulated with LPS (100 ng/mL) and TGF-β (3 ng/mL; Peprotech, 100-21 C). In vitro differentiated CD4^+^ T cells were incubated with 50 μg/mL PMA (Sigma, P1585) and 1 μg/mL ionomycin (Sigma, I3909) in the presence of brefeldin A (eBioscience, B6542) for 4 h before intracellular cytokine staining analysis. Three biological replicates were performed for each condition.

### Immunofluorescence assay

After LPS stimulation, BMDCs were fixed with methanol for 10 min at −20 °C, and permeabilized with 0.5% Triton X-100 for 10 min at RT on slide glass. Cells were incubated overnight at 4 °C with RelA primary antibody (Cell Signaling Technology, 8242) with 1:100 dilution followed by 2 h incubation at RT with Alexa Fluor 594 goat anti-rabbit IgG secondary antibody (Invitrogen, A-11037). DNA was stained with DAPI included in the mounting medium (VECTOR Laboratories, H-1200). Images were acquired using a LSM 700 confocal microscope (Zeiss) and processed with ZEN software (Zeiss). Fluorescence intensity of nucleus and cytoplasm was analyzed using the ImageJ software (National Institutes of Health). Three biological replicates were performed for each condition.

### Retroviral constructs and virus production

Constitutively active STAT5a mutant cDNA was amplified by PCR from pBABE-Stat5a1*6 vector^50^ (addgene, 130668) and inserted into the retroviral vector MIT (MSCV-IRES-Thy1.1^51^, provided by June-Yong Lee, Yonsei University College of Medicine). High-titer virus was generated by transient transfection of 293FT cell line with retroviral and packaging vectors using TurboFect Transfection Reagent (Thermo Fisher Scientific, R0531). Viral supernatants were harvested at 48 and 72 h after transfection, filtered through a 0.45 μm filter unit (Millipore, SLHVR33RB), and concentrated by centrifugation using Amicon Ultra-15 Centrifugal Filter Unit (Merk, UFC901024).

### BMDC transduction

BMDCs were harvested on day 4, plated (3 × 10^6^ cells/well) in 6-well plates, and spin-infected with viral supernatants supplemented with 8 μg/ml polybrene at 1250 × *g* for 90 min at 32 °C. After the spin, the supernatant was removed and replaced with complete culture medium in the presence of GM-CSF. BMDCs were harvested 48 h post infection and transduction efficiency was examined by analyzing Thy1.1 using flow cytometry.

### RNA sequencing

Strand-specific libraries were generated using the TruSeq PolyA Stranded mRNA sample preparation kit (Ilumina, FC-122-1001) according to the manufacturer’s protocol. Barcoded libraries were pooled and sequenced on the Illumina HiSeq2500 generating 100 bp paired-end reads. Three biological replicates were performed for each condition.

### Chromatin immunoprecipitation sequencing (ChIP-seq)

ChIP-seq was performed as previously described^52^. Briefly, chromatin samples prepared using the appropriate number of fixed cells (3 × 10^5^ for histone modifications and 5 × 10^6^ for transcription factors) were sonicated and subsequently immunoprecipitated with each antibody recognizing 5 μg of CTCF (Cell Signaling Technology, 2899), 5 μg of SMC1 (Bethyl lab, A300-055A), 5 μg of RelA (Cell Signaling Technology, 8242), 5 μg of STAT5 (Cell Signaling Technology, 9351), 1 μg of H3K27ac (Abcam, ab4729), 1 μg of H3K4me1 (Abcam, ab8895), 1 μg of H3K4me3 (Abcam, ab8580), or 1 μg of H3K27me3 (Abcam, ab6002). Antibody-chromatin complexes were captured with protein A and G Dynabeads (Invitrogen, 100.02D/100.04D), washed with Low Salt Wash Buffer, High Salt Wash Buffer, and LiCl Wash Buffer. Chromatin-antibody immobilized on magnetic beads were then subjected to tagmentation. Eluted DNA was purified using SPRI Ampure XP beads (Beckman Coulter, A63881) and amplified for 8–12 cycles using Nextera PCR primers. Libraries were purified using dual (0.5x–2.0x) SPRI Ampure XP beads and paired-end sequenced (100 bp) on the Illumina HiSeq2500 platform. Two biological replicates were performed for each condition.

### In situ **Hi-C**

In situ Hi-C was performed as previously described^3^. In brief, 2 × 10^6^ BMDCs were crosslinked with 1% formaldehyde (Sigma, F8775) for 10 min and subsequently quenched with 0.125 M glycine (Duchefa Biochemie, G0709). Chromatin was digested using MboI restriction enzyme (New England Biolabs, R0147), followed by biotin incorporation with Biotin-14-dATP (Jena bioscience, NU-835-BIO14-S). After de-crosslinking, ligated DNA was purified and sheared to 200–300 bp. DNA was purified using the MinElute PCR Purification Kit (Qiagen, 28004) and quantified using the Qubit dsDNA HS Assay Kit (Invitrogen, Q32854). Subsequently, 150 ng DNA was used for capture with Dynabeads MyOne Streptavidin C-1 (Invitrogen, 65001), and an appropriate amount of Tn5 enzyme (Illumina, 20034198) was added to the captured DNA to generate the sequencing library. Each library was paired-end sequenced (100 bp) on Illumina NovaSeq6000 platform. Two biological replicates were performed for each condition.

### HiChIP

HiChIP was performed as previously described^53^, using antibodies against 1 μg of H3K27ac (Abcam) or 5 μg of RelA (Cell Signaling Technology). Briefly, cells (2 × 10^6^ for H3K27Ac, 1 × 10^7^ for RelA) were crosslinked with 1% formaldehyde (Sigma) for 10 min and subsequently quenched with 0.125 M glycine (Invitrogen). Chromatin was digested using MboI restriction enzyme (NEB), followed by biotin incorporation with Biotin-14-dATP (Jena bioscience) in end-repair step, ligation, and sonication. Sheared chromatin was then incubated with antibodies recognizing H3K27Ac or RelA at 4 °C overnight. Chromatin-antibody complexes were captured by Protein A and G magnetic bead (Invitrogen) and subsequently washed with Low Salt Wash Buffer, High Salt Wash Buffer, and LiCl Wash Buffers before being eluted. DNA was purified with the MinElute PCR Purification Kit (Qiagen) and quantified using the Qubit dsDNA HS Assay Kit (Invitrogen). Subsequently, 50–150 ng was used for capture with Dynabeads MyOne Streptavidin C-1 (Invitrogen) and an appropriate amount of Tn5 enzyme (Illumina) was added to captured DNA to generate sequencing library. Each library was paired-end sequenced (100 bp) on Illumina NovaSeq6000 platform. Two biological replicates were performed for each condition.

### RNA-seq data processing

Paired end sequencing reads were trimmed using Trim Galore with command-line settings “trim_galore -q 20–trim1–paired” and subsequently aligned to the mouse mm10 genome assembly using STAR^54^ with default parameters. The gene expressions were quantified using RSEM^55^ and differentially expressed genes were determined using DEseq2^56^, with an adjusted *p*-value threshold of 0.05. 

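With DESeq2 in place of edgeR on the same rounded expected counts, and all 12 libraries in one fit, 1924 genes were upregulated and 1368 were downregulated in WTL against WT at a fold change above 2. In KO against WT, 2285 were upregulated and 2344 were downregulated at a fold change above 1.3, and in KOL against WTL 1714 and 1704 at a fold change above 1.5. With only the 6 libraries of each comparison in the DESeq2 fit, the counts were 1866 and 1252, 2431 and 2251, and 1569 and 1387. Genes upregulated by LPS and downregulated by CTCF depletion numbered 425 with all libraries and 398 with those of each comparison. The adjusted p-value threshold was 0.05 throughout.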

The DAVID database^57^ was used for pathway and biological process enrichment analysis of differentially expressed genes.

### ChIP-seq data processing

Paired-end sequencing reads were trimmed using trim galore with default parameter settings and subsequently aligned to the mouse mm10 genome assembly using bwa (version 0.7.17)^58^ with default parameter settings. Duplicate reads were removed using picard tools (version 2.9.2). Peaks were identified for each sample and biological replicate using MACS2 (version 2.2.7.1)^59^ with command line options “macs2 callpeak -g mm -f BAMPE–nomodel”. Uniquely mapped reads were normalized using deeptools (version 3.3.0)^60^ with command line options “–normalizeUsing CPM–binSize 1” to visualize ChIP-seq signals at specific genomic loci by IGV (version 2.8.2)^61^. ChIP-seq heatmaps were generated with deepTools to show normalized read counts at the peak center ±2 kb.

### In situ Hi-C data analysis

Paired-end reads were aligned to mm10 genomes using the HiC-Pro pipeline (version 2.11.1)^62^. Default settings were used to remove duplicate reads, assign reads to MboI restriction fragments, filter for valid interactions, and generate binned interaction matrices. Replicates data were first processed separately. After confirmation of good reproducibility by HiCSpector^63^, we merged the replicates and re-processed the data as combined results (Supplementary Table 2). The data were visualized using Juicebox (version 1.9.8)^64^. The validated contact pairs were transformed to Juicer.hic files with hicpro2juicebox. To segregate A and B compartments, the eigenvector of each chromosome from each sample was generated from the.hic file using Juicer tools (version 1.19.02)^65^ ‘eigenvector’ command, with KR normalization at 100 kb resolution. Topological domain boundaries were identified at a 10 kb resolution based on insulation scores using command-line script “matrix2insulation.pl –b 500000 –ids 200000 –im mean –nt 0.1 –bmoe 3” as previously described^66^.

### HiChIP data analysis

Paired-end reads were aligned to mm10 genomes using the HiC-Pro pipeline (version 2.11.1)^62^. Default settings were used to remove duplicate reads, assign reads to MboI restriction fragments, filter for valid interactions, and generate binned interaction matrices. Each replicate data was first processed separately. After confirmation of good reproducibility by HiCSpector, we merged the replicates and re-processed the data as combined results (Supplementary Table 3 and 4). The data were visualized using Juicebox. Loop-calling for the HiChIP experiment was performed using FitHiChIP^67^ with 10 kb bin sizes, bias correction by coverage, false discovery rate (FDR) < 0.01 (RelA HiChIP) or 10^−5^ (H3K27ac HiChIP), a minimum genomic distance of 20 kb and a maximum genomic distance of 2 Mb.

### Definition of regulatory elements for annotating HiChIP loop anchors

Promoters were defined as ±2.5 kb from the transcription start site (TSS) of each expressed gene. The longest transcript (ENST) from each Ensembl gene id (ENSG) was used to assign unique transcriptional start sites and gene positions. Enhancers were defined as regions with an H3K27ac peak as determined by ChIP-seq. H3K27ac peaks that overlapped a gene promoter were removed from this list. Super-enhancers were defined by applying the ROSE algorithm to H3K27ac peaks with the default stitching size of 12.5 kb^68^. The presence of one or more promoter was considered a promoter HiChIP anchor. The absence of any promoter but presence of enhancer constituted an enhancer HiChIP anchor. The presence of at least one CTCF ChIP-seq but absence of any promoter or enhancer was considered as a CTCF HiChIP anchor.

### Differential analysis of HiChIP loops

For identification of loops with differential strength of chromatin interaction, we considered all H3K27ac HiChIP loops with *q* < 10^−5^ in at least one of the two conditions being compared. DESeq2 (version 1.24.0)^56^ was applied to identify differential loops of H3K27ac HiChIP data using contact counts of each replicate. We selected constant H3K27ac HiChIP loops using a *P* > 0.5 and absolute log2[FC] < 0.378512. Gained and lost H3K27ac HiChIP loops were selected using a *P* < 0.1 and log2[FC] > 0.584963 and log2[FC] < −0.584963, respectively. To identify the loop anchors with differential enhancer activity, we considered all 10 kb-long anchors connecting the significant H3K27ac HiChIP loops with *q* < 10^−5^ in at least one of the two conditions being compared. DESeq2 (version 1.24.0)^56^ was applied to identify differential enhancers using the sum of H3K27ac ChIP-seq peaks normalized by input within each 10 kb-long anchor. For constitutive enhancer, we selected anchors using a *P* > 0.5 and absolute log2[FC] < 0.378512. Activation-inducible and activation-repressed enhancers were selected using a *P* < 0.1 and log2[FC] > 0.378512 and log2[FC] < −0.378512, respectively.

### LOLA enrichment analysis

Anchors of each differential loop were analyzed using LOLA (version 1.8.0)^69^ and compared against the LOLA region databases (regionDB) for mm10 to identify enrichment of experimentally derived transcription factor binding locations.

### 3D clique analysis

3D clique analysis was performed following the same procedure as previously reported^70^. In brief, an undirected graph of enhancer-centric chromatin interaction was constructed from H3K27ac HiChIP data where each vertex was a loop anchor and each edge was a significant H3K27ac HiChIP loop. “3D Cliques” were defined by spectral clustering of the H3K27ac-mediated chromatin interaction using cluster_louvain function in igraph R package with default parameters. A 3D clique connectivity was defined as the number of edges connecting vertices within the clique.

### Quantification and statistical analysis

The statistical significance of differences between measurements was determined by Wilcoxon rank sum using the R package, unless otherwise stated. Statistical details of experiments can be found in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All RNA-seq, ChIP-seq, in situ Hi-C, and HiChIP data generated in this study have been deposited in the GEO under accession number GSE185884. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CTCF controls three-dimensional enhancer network underlying the inflammatory response of bone marrow-derived dendritic cells
**Source:** Nat Commun. 2023 Mar 8;14:1277. doi: 10.1038/s41467-023-36948-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

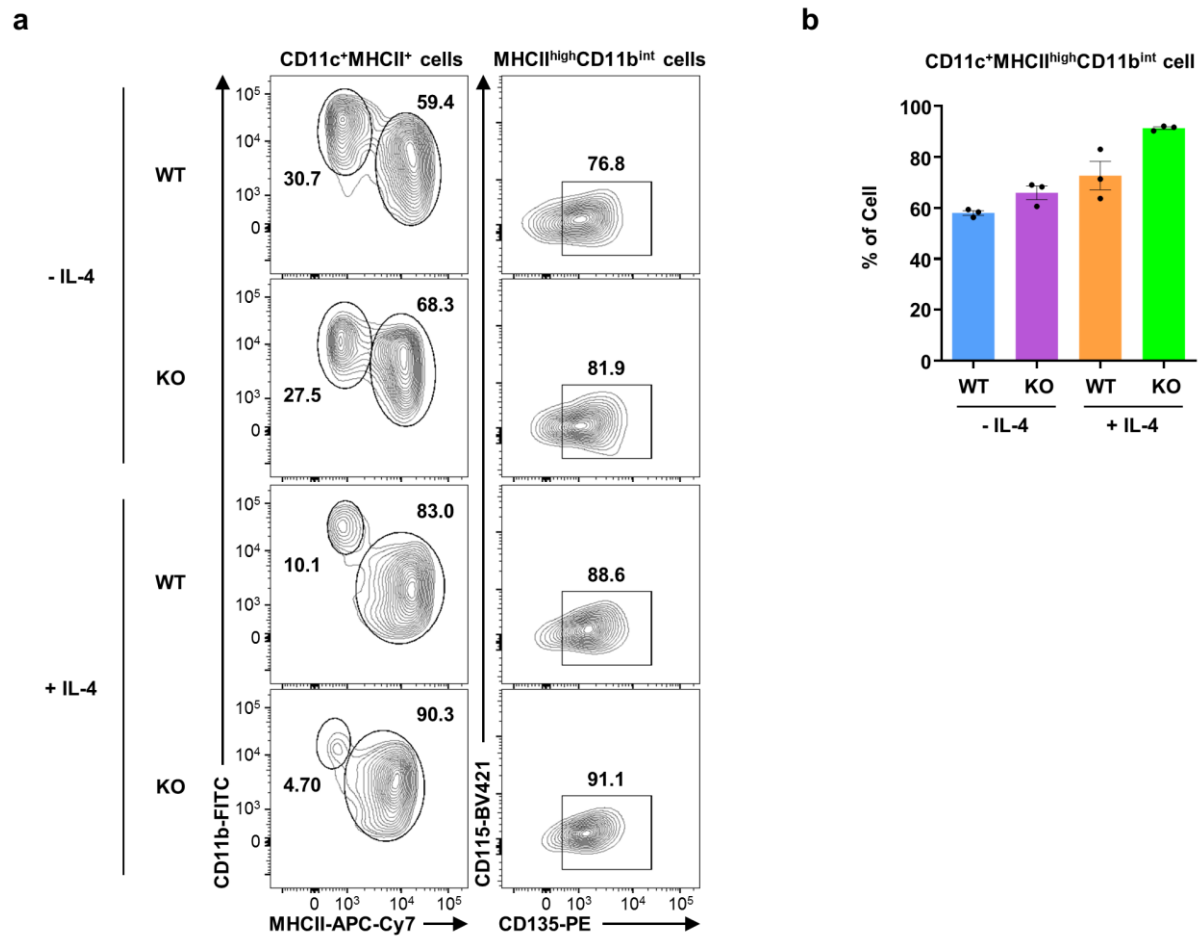

**Supplementary Figure 1. (related to Figure 1) Phenotype of cells developing in GM-CSF BM cultures.** **a** Phenotype of representative GM-CSF BM cultures with or without IL-4 at day 6. CD11c<sup>+</sup>MHCII<sup>+</sup> cells can be sub-divided on the basis of CD11b and MHCII expression (left), which can further be sub-divided on the basis of CD135 and CD115 expression (right). Boxes depict gates and numbers correspond to percentage of cells in each gate. Data are representative of three independent experiments. **b** Summarized bar graph for percentage of CD11c<sup>+</sup>MHCII<sup>high</sup>CD11b<sup>int</sup> BMDCs. Error bars represent mean  $\pm$  standard error of the mean (s.e.m).  $n=3$  biologically independent samples. Source data are provided as a Source Data file.

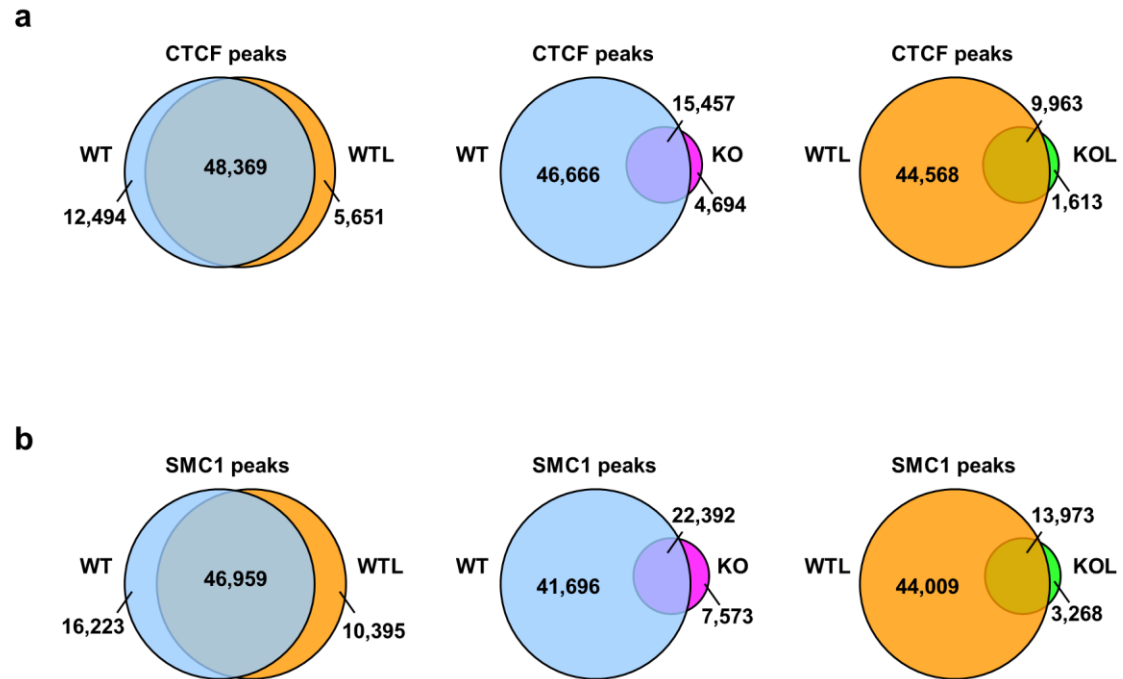

**Supplementary Figure 2. (related to Figure 1) Disrupted occupancies of CTCF and SMC1 due to CTCF depletion. a,b** Overlap of CTCF (**a**) and SMC1 (**b**). ChIP-Seq peaks between WT and WTL (left), between WT and KO (middle), or between WTL and KOL (right). WT: untreated wild-type BMDC, WTL: wild-type BMDC treated with LPS for 3 hours, KO: untreated CTCF knock-out BMDC, KOL: CTCF knock-out BMDC treated with LPS for 3 hours.

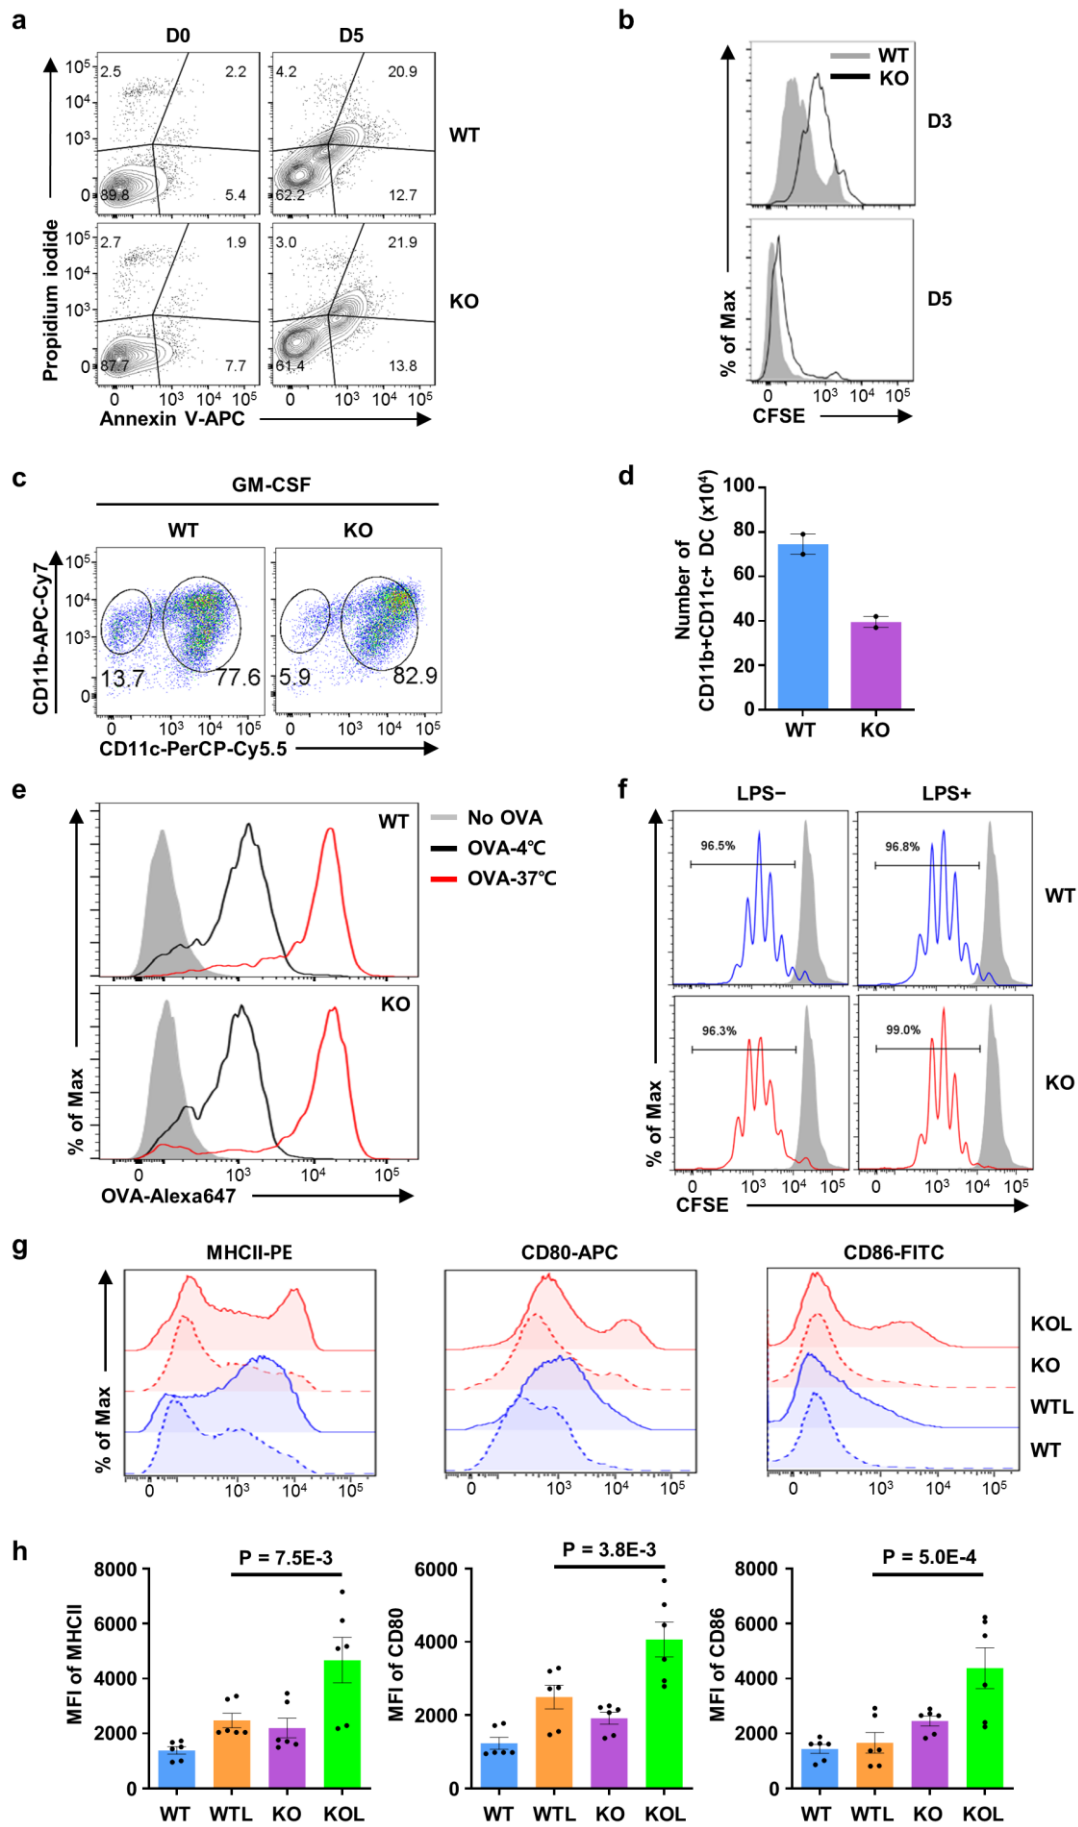

**Supplementary Figure 3. (related to Figure 1) CTCF is dispensable for overall differentiation and survival of BMDCs.** **a** Representative flow cytometric plots of the frequency of live cells during GM-CSF-supplemented BM culture. **b** Representative flow cytometric plots of the CFSE-diluted proliferating population during GM-CSF-supplemented BM culture at the indicated time points. **c, d** Representative flow cytometric plots (**c**) and summarized bar graph for the number (**d**) of GM-CSF-induced CD11c<sup>+</sup>CD11b<sup>+</sup> DCs from WT and KO BM. Error bars represent mean  $\pm$  standard error of the mean (s.e.m).  $n=2$  biologically independent samples. **e** Representative flow cytometric plots of the OVA-Alexa647 antigen uptake by WT and KO BMDCs. **f** Representative flow cytometric plots of CFSE-diluted antigen-specific CD4<sup>+</sup> OT-II T cell proliferation in response to OT-II peptide-pulsed WT and KO BMDCs in vitro. **g, h** Representative flow cytometric plots (**g**) of the expression level of surface MHC II, CD80, and CD86 and (**h**) summarized bar graph for mean fluorescence intensity (MFI) from WT and KO DCs. Error bars represent mean  $\pm$  standard error of the mean (s.e.m). Significance was calculated using a two-way ANOVA with multiple comparisons of Bonferroni post-test using  $n=3$  independent samples. Source data are provided as a Source Data file.

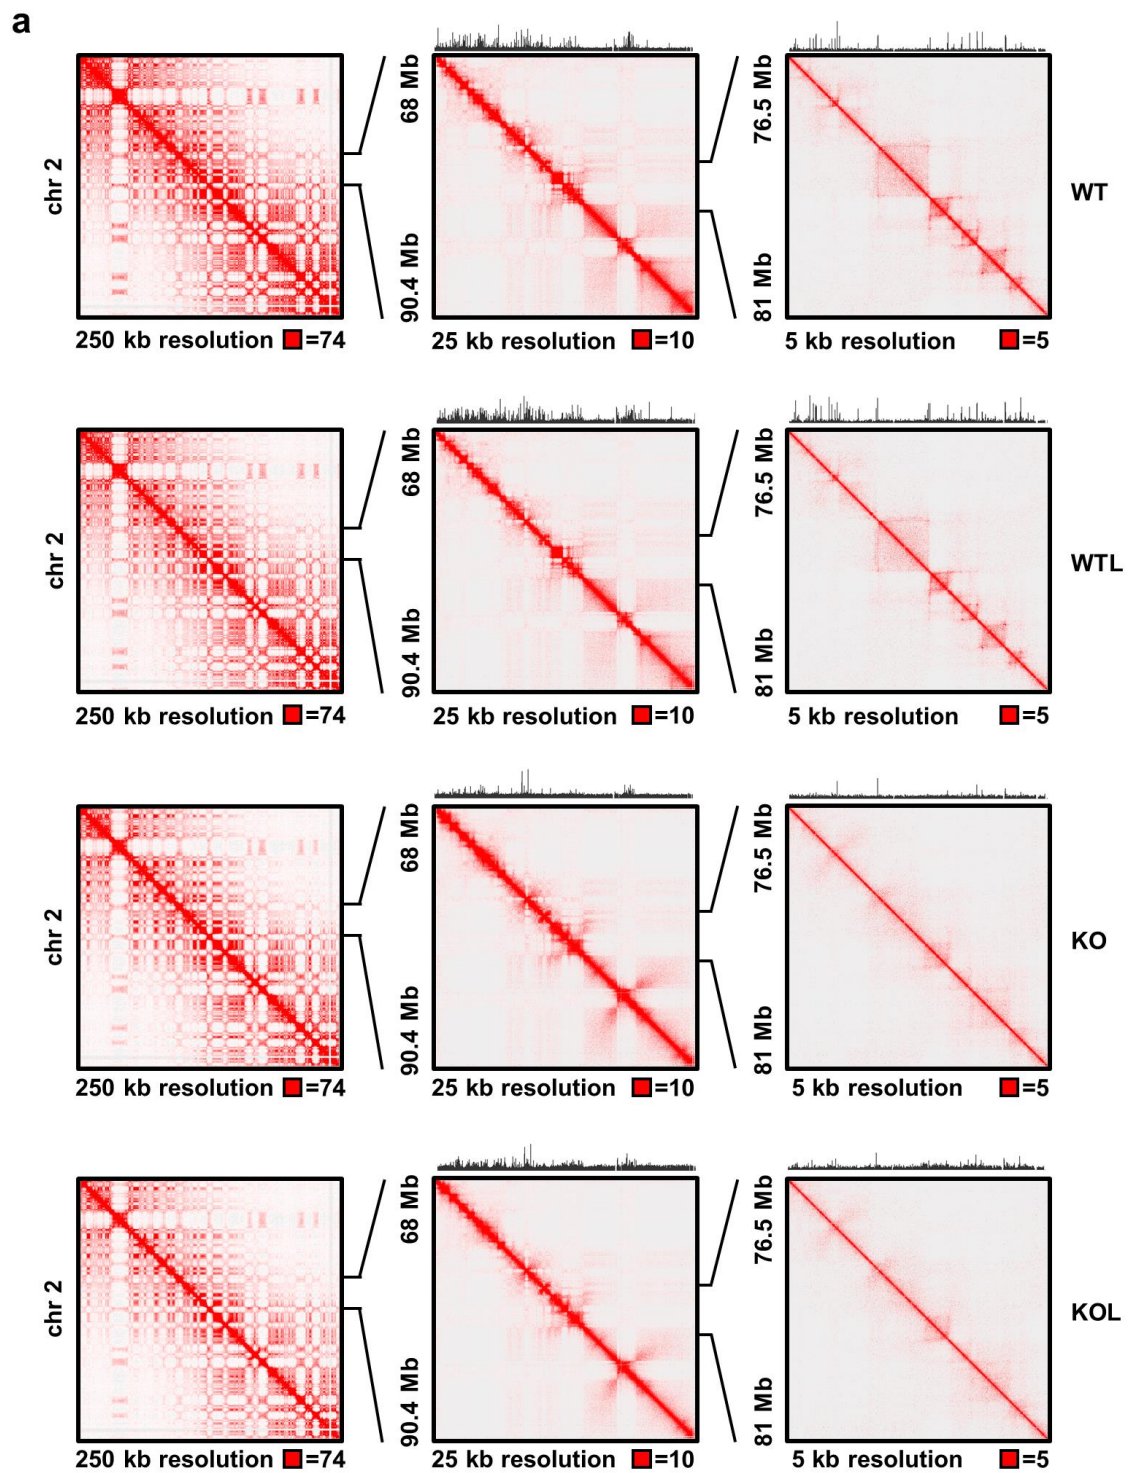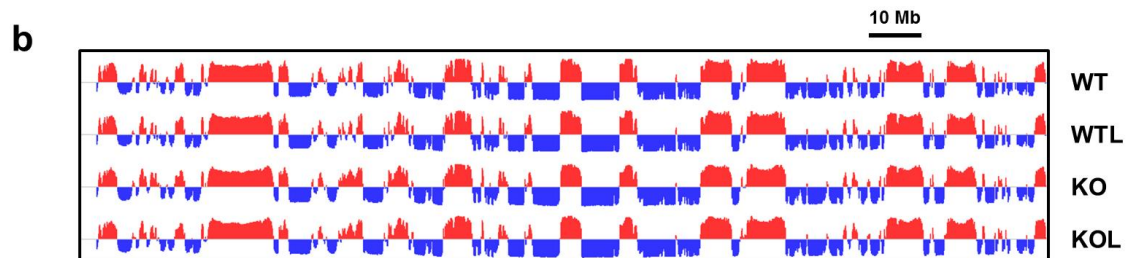

**Supplementary Figure 4. (related to Figure 2) Compartments are largely unaffected by either LPS stimulation or CTCF depletion. a** Hi-C contact maps generated by Juicebox at 250 kb, 25 kb, and 5 kb resolutions. CTCF ChIP-seq signal tracks were aligned on top of the contact maps at 25 kb and 5 kb resolutions. Numbers below the interaction maps correspond to the maximum signal in the matrix. **b** Distributions of cis Eigenvector 1 values across the entirety of chromosome 16.

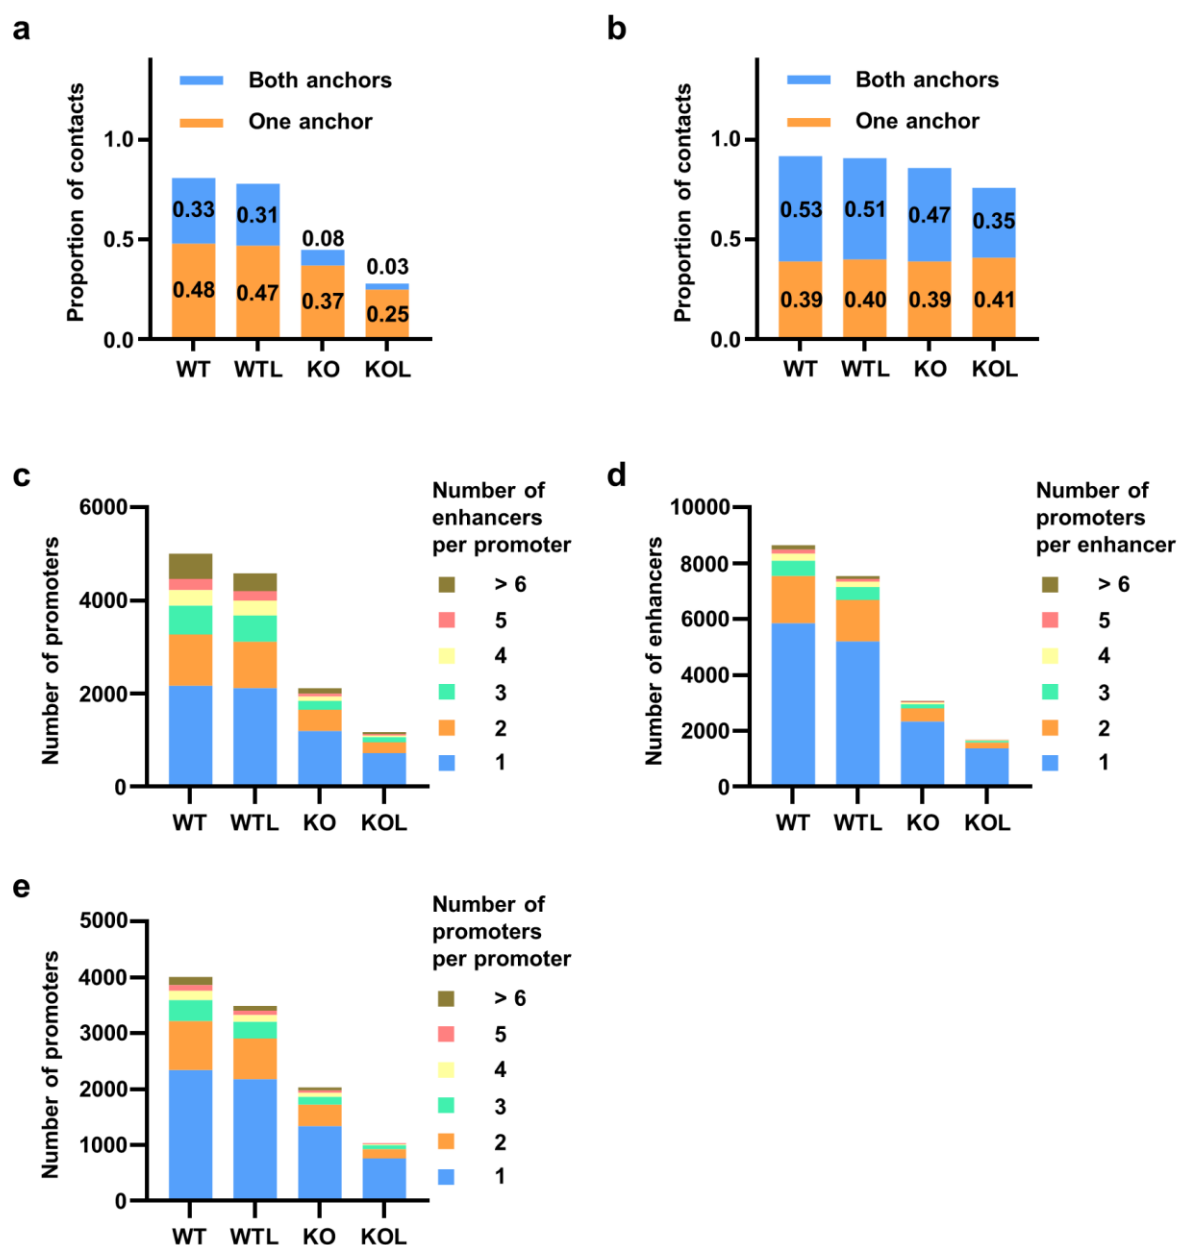

**Supplementary Figure 5. (related to Figure 2) Enhancer-promoter interactions called from H3K27ac HiChIP. a, b** Percentage of overlap of CTCF (a) and SMC1 (b) ChIP-seq peaks with either one or both H3K27ac HiChIP loop anchors. **c** The number of enhancer-interacting promoters. **d** The number of promoter-interacting enhancers. **e** The number of promoter-interacting promoters.

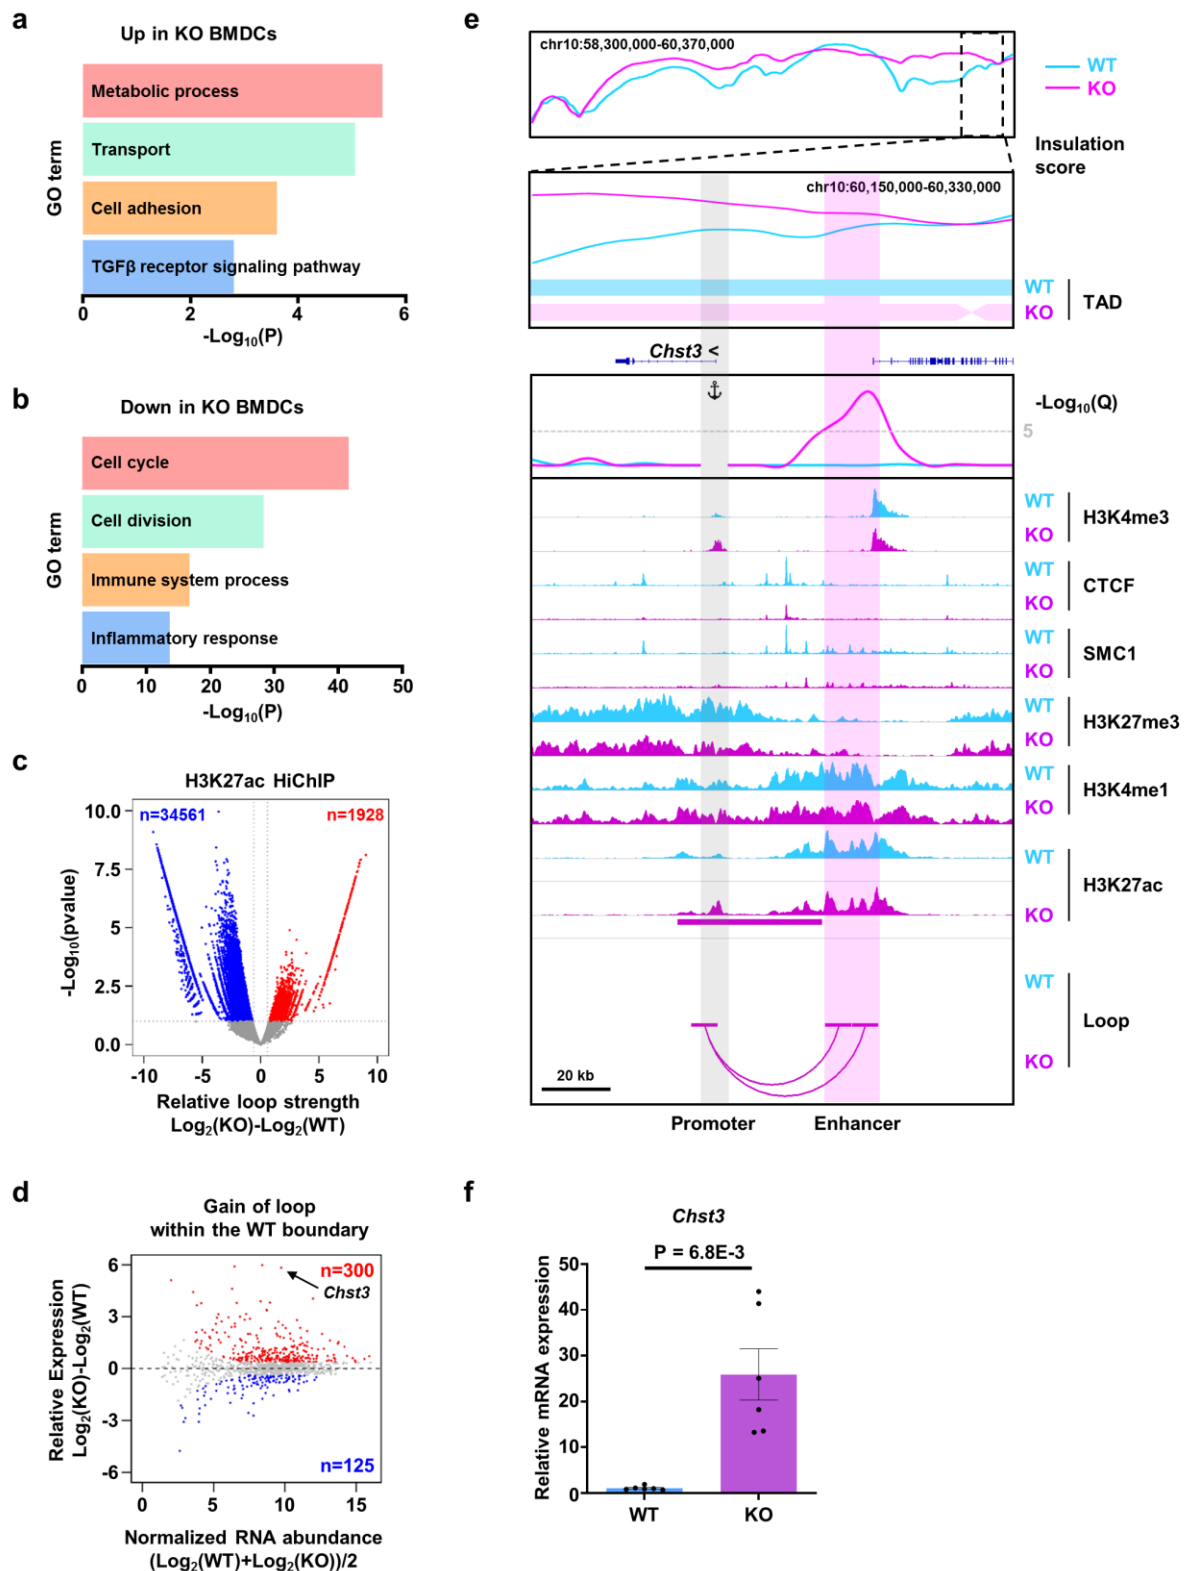

**Supplementary Figure 6. (related to Figure 4) Gain of loops to already-active distal enhancers due to CTCF depletion leads to dysregulated gene expression. a, b** Enrichment of pathway terms on the genes whose RNA expression was upregulated (a) or

downregulated (b) in KO BMDCs, are shown as bar plots of  $-\text{Log}_{10} P$  value. Significance in (a, b) was calculated by one-sided Fisher's Exact test. **c** Volcano plot showing differential H3K27ac HiChIP loops between WT and KO BMDCs. The number of loops exhibiting >1.5-fold in WT (blue) or KO (red) BMDCs with a  $p$ -value <0.1 has been indicated. **d** RNA-seq MA plot for the genes associated with "gain of loop within the WT boundary". Mean abundance is plotted on the  $x$  axis and enrichment is plotted on the  $y$  axis. The number of genes that exhibited increases of greater than 1.3-fold in WT (blue) or KO (red) BMDCs with a false discovery rate of less than 0.05 have been indicated. **e** Snapshots displaying insulation score curves with TAD boundary, virtual 4C plots, ChIP-seq signal tracks, and significant loops (from top to bottom) at the *Chst3* locus. Sky blue and purple represent the wild-type BMDCs (WT) and CTCF knockout BMDCs (KO), respectively. Virtual 4C plots (V4C) shows normalized H3K27ac HiChIP loop strength (represented as  $-\text{Log}_{10}(Q)$ ) with the promoter of *Chst3* gene as the viewpoint. IGV browser shows ChIP-seq signal tracks for H3K4me3, CTCF, SMC1, H3K27me3, H3K4me1, and H3K27ac. Arcs display significant interactions with  $-\text{Log}_{10}(Q) \geq 5$ . Only loops interacting with the viewpoint have been displayed. Gray vertical bars highlight the location of promoters used as viewpoints. Purple vertical bars highlight the location of distal enhancers interacting with viewpoint *Chst3* (d) promoter in KO. **f** Relative mRNA expression level for *Chst3* gene. Error bars represent mean  $\pm$  standard error of the mean (s.e.m). Significance was calculated using an unpaired two-tailed  $t$ -test using  $n=3$  independent samples. Source data are provided as a Source Data file.

**a**

**Retroviral construct**

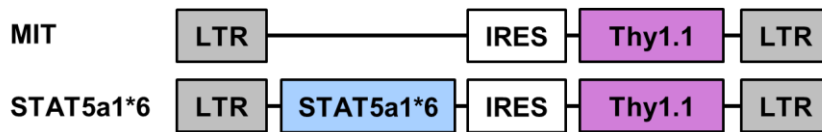

**b**

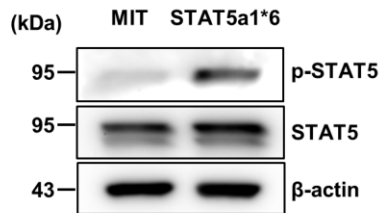

**c**

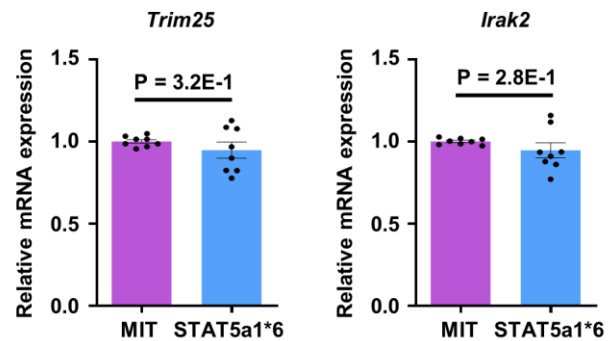

**Supplementary Figure 7. (related to Figure 5) Restoration of STAT5 activity in CTCF-deficient BMDCs.** **a** Schematic showing MSCV retroviral vector expressing constitutively-active STAT5 (STAT5a1\*6) or empty vector (MIT). **b** KO BMDCs were infected with retrovirus and western blotting was performed with indicated antibodies. The data were representative of three independent experiments with similar results. **c** Relative mRNA expression levels for *Trim25* and *Irak2* gene. Error bars represent mean  $\pm$  standard error of the mean (s.e.m). Significance was calculated using an unpaired two-tailed *t*-test using *n*=3 independent samples. Source data are provided as a Source Data file.

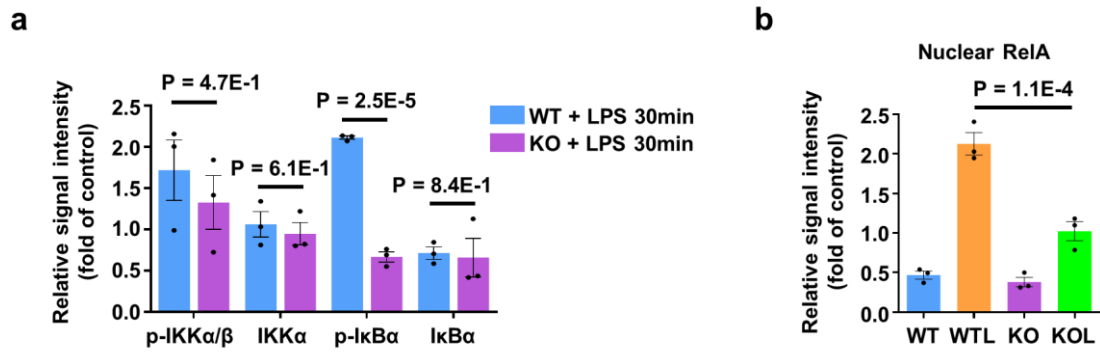

**Supplementary Figure 8. (related to Figure 6) Attenuation of LPS-induced NF-κB activation in CTCF-deficient BMDCs. a,b** Relative signal intensities of proteins in Fig. 6a (**a**) and Fig. 6d (**b**) were measured using ImageJ software. Error bars represent mean  $\pm$  standard error of the mean (s.e.m). Significance in (**a**) was calculated using an unpaired two-tailed *t*-test using  $n=3$  independent samples. Significance in (**b**) was calculated using a two-way ANOVA with multiple comparisons of Bonferroni post-test using  $n=3$  independent samples. Source data are provided as a Source Data file.

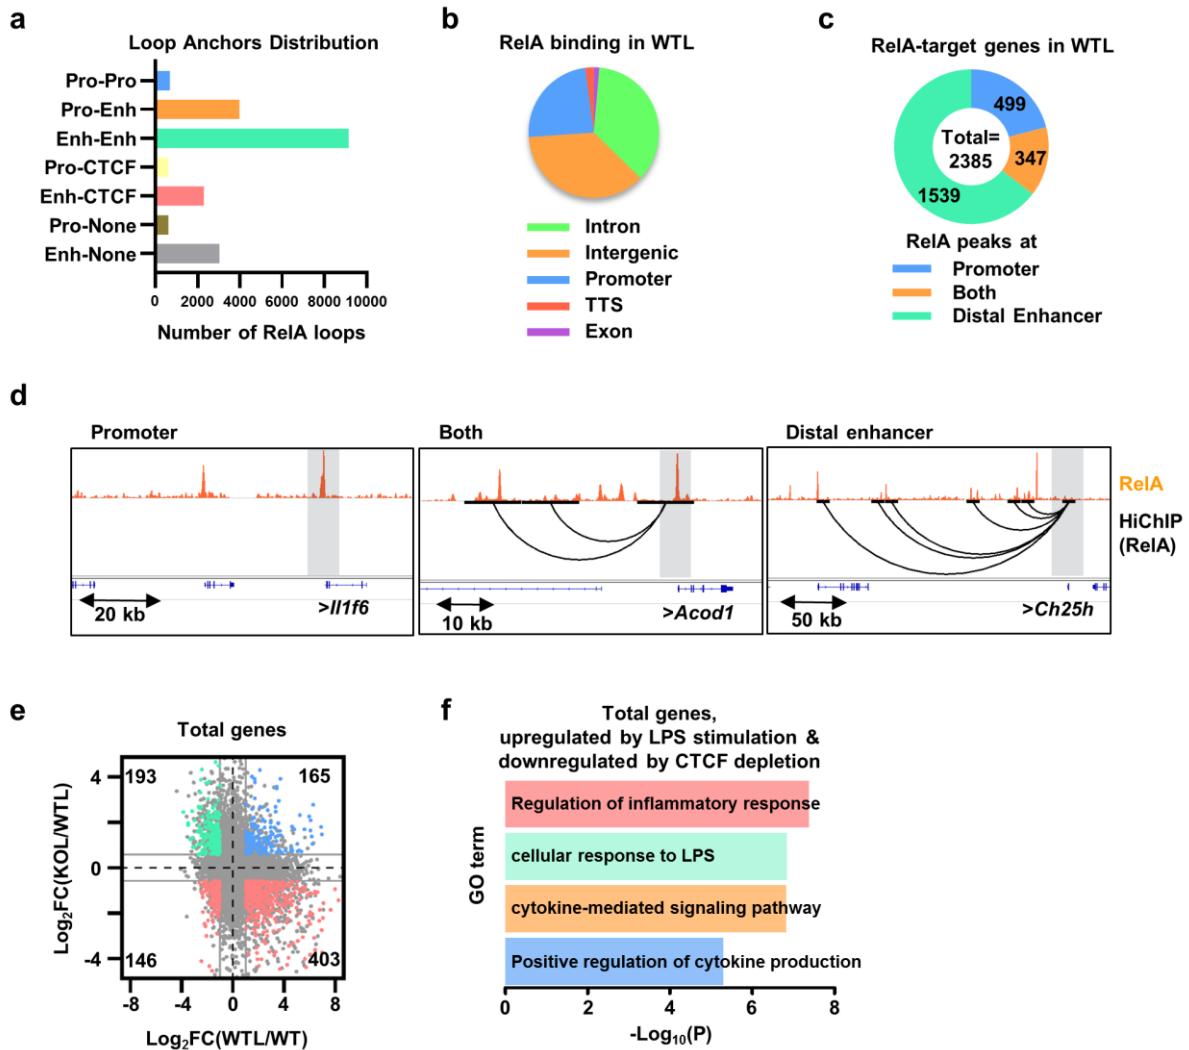

**Supplementary Figure 9. (related to Figure 7) Mapping NF-κB-bound chromatin loops in LPS-stimulated WT BMDCs.** **a** Distribution of regulatory elements at the anchors of high-confidence RelA HiChIP loops. **b** Pie charts presenting the distribution of RelA ChIP-seq peaks called from WTL among different gene features. **c** A pie chart depicting the number of RelA direct target genes in LPS-stimulated wild-type BMDCs (WTL), classified by the overlap feature of RelA peaks with promoters, distal enhancers, or both. **d** Snapshots shows RelA ChIP-seq signal tracks and significant RelA HiChIP loops at the typical RelA direct target genes classified by the overlap feature of RelA peaks with promoters, distal enhancers, and both. Arcs shows significant interactions with  $-\log_{10}(Q) \geq 2$ . Gray vertical bars highlight the location of TSSs used as viewpoints. Only loops interacting with the viewpoint have been

displayed. **e** Scatter plot showing Log<sub>2</sub>-fold changes in RNA expression levels of total genes. The number of genes exhibiting >2-fold changes in WTL versus WT and 1.5-fold changes in KOL versus WTL with a false discovery rate <0.05 is indicated at each quartile. **f** Bar plot of – Log<sub>10</sub> *P* value showing enrichment of gene ontology terms on the genes whose expressions were upregulated by LPS stimulation and downregulated by CTCF depletion. Significance was calculated by one-sided Fisher's Exact test. Source data are provided as a Source Data file.

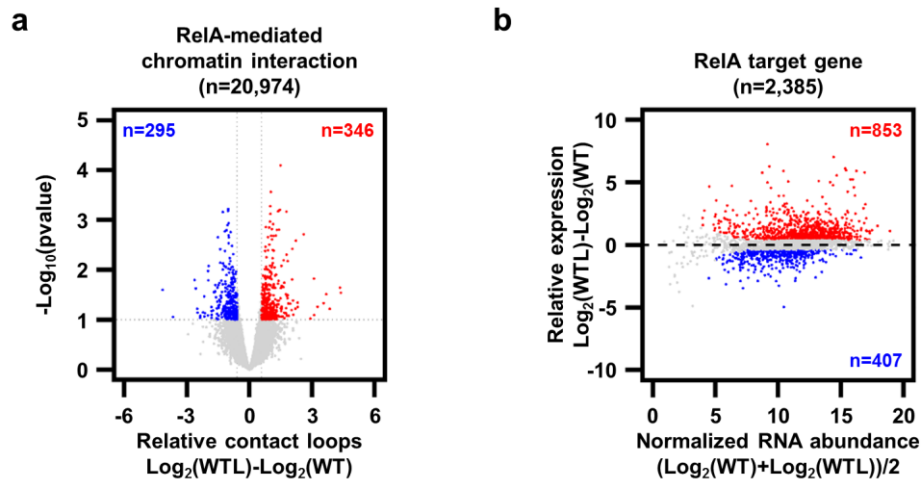

**Supplementary Figure 10. (related to Figure 8) NF-κB signaling control enhancer activation and enhancer-promoter interaction for the optimal expression of its target genes.** **a** Volcano plot of H3K27ac HiChIP of untreated WT BMDCs (WT) versus LPS-stimulated WT BMDCs (WTL) for showing significant changes in RelA-mediated chromatin interactions in response to LPS stimulation. The number of loops exhibiting >1.5-fold increases in WT (blue) or WTL (red) BMDCs with a  $p$ -value <0.1 has been indicated. **b** RNA-seq MA plot of untreated WT BMDCs (WT) versus LPS-stimulated WT BMDCs (WTL) for showing significant changes in the transcript abundance of RelA target genes in response to LPS stimulation. The number of genes exhibiting >2-fold increases in WT (blue) or WTL (red) BMDCs with a false discovery rate <0.05 has been indicated. Source data are provided as a Source Data file.

**Supplementary Table 1. List of primers used in the study**

| Primers used for qRT-PCR |             |                       |
|--------------------------|-------------|-----------------------|
| Name                     | Description | Sequence (5'-3')      |
| Rpl7_F                   | qRT-PCR     | ATGTGCCCCGCAGAACCAA   |
| Rpl7_R                   | qRT-PCR     | GACGAAGGAGCTGCAGAACCT |
| Ctcf_F                   | qRT-PCR     | AGCGCTATCATGATCCCAAC  |
| Ctcf_R                   | qRT-PCR     | CGGCTCAGCATTTTCTTCAC  |
| Aldh1a2_F                | qRT-PCR     | ATGGGTGAGTTTGGCTTACG  |
| Aldh1a2_R                | qRT-PCR     | GGTTCATTGGAAGGCAGAAA  |
| Il6_F                    | qRT-PCR     | CCGGAGAGGAGACTTCACAG  |
| Il6_R                    | qRT-PCR     | TTGCCATTGCACAACCTCTT  |
| Il12a_F                  | qRT-PCR     | GGCCATCAACGCAGCACTTC  |
| Il12a_R                  | qRT-PCR     | CACAGGAGGTTTCTGGCGCA  |
| Il12b_F                  | qRT-PCR     | CCTGAAGTGTGAAGCACCAA  |
| Il12b_R                  | qRT-PCR     | GTCAGGGGAACTGCTACTGC  |
| Chst3_F                  | qRT-PCR     | CTCACAACTTTCCCACAGCA  |
| Chst3_R                  | qRT-PCR     | AGCTCAGGAGCATAGCTTGG  |
| Trim25_F                 | qRT-PCR     | CGGAAAATTCGACACCATCT  |
| Trim25_R                 | qRT-PCR     | CCTTGCAATTTTGCAGCTTT  |
| Irak2_F                  | qRT-PCR     | CCTACATGGCAAATGGCTCT  |
| Irak2_R                  | qRT-PCR     | TGTGGATGATGTCCAGGCTA  |

**Supplementary Table 2. Summary of Hi-C data**

|                                      | WT rep1     | WT rep2     | Merge<br>WT | WTL rep1    | WTL rep2    | Merge<br>WTL |
|--------------------------------------|-------------|-------------|-------------|-------------|-------------|--------------|
| <b>Total_pairs_processed</b>         | 390,283,588 | 406,459,496 | 796,743,084 | 380,957,831 | 376,456,002 | 757,413,833  |
| <b>Unmapped_pairs</b>                | 11,468,239  | 10,439,894  | 21,908,133  | 17,123,457  | 8,866,667   | 25,990,124   |
| <b>Low_qual_pairs</b>                | 90,161,418  | 96,398,078  | 186,559,496 | 80,643,306  | 83,276,537  | 163,919,843  |
| <b>Unique_paired_alignments</b>      | 263,990,885 | 274,469,261 | 538,460,146 | 262,053,667 | 264,830,214 | 526,883,881  |
| <b>Multiple_pairs_alignments</b>     | 0           | 0           | 0           | 0           | 0           | 0            |
| <b>Pairs_with_singleton</b>          | 24,663,046  | 25,152,263  | 49,815,309  | 21,137,401  | 19,482,584  | 40,619,985   |
| <b>Low_qual_singleton</b>            | 0           | 0           | 0           | 0           | 0           | 0            |
| <b>Unique_singleton_alignments</b>   | 0           | 0           | 0           | 0           | 0           | 0            |
| <b>Multiple_singleton_alignments</b> | 0           | 0           | 0           | 0           | 0           | 0            |
| <b>Reported_pairs</b>                | 263,990,885 | 274,469,261 | 538,460,146 | 262,053,667 | 264,830,214 | 526,883,881  |
| <b>valid_interaction</b>             | 216,872,060 | 239,680,731 | 456,552,791 | 182,712,507 | 210,700,660 | 393,413,167  |
| <b>valid_interaction_rmdup</b>       | 189,072,423 | 209,163,589 | 398,222,331 | 148,495,074 | 178,711,528 | 327,188,519  |
| <b>trans_interaction</b>             | 44,062,168  | 47,101,172  | 91,160,541  | 29,208,608  | 33,498,463  | 62,704,056   |
| <b>cis_interaction</b>               | 145,010,255 | 162,062,417 | 307,061,790 | 119,286,466 | 145,213,065 | 264,484,463  |
| <b>cis_shortRange</b>                | 26,480,537  | 29,285,964  | 55,760,814  | 25,672,239  | 30,830,789  | 56,494,032   |
| <b>cis_longRange</b>                 | 118,529,718 | 132,776,453 | 251,300,976 | 93,614,227  | 114,382,276 | 207,990,431  |
|                                      |             |             |             |             |             |              |
|                                      | KO rep1     | KO rep2     | Merge<br>KO | KOL rep1    | KOL rep2    | Merge<br>KOL |
| <b>Total_pairs_processed</b>         | 412,220,990 | 376,032,438 | 788,253,428 | 398,575,970 | 409,017,683 | 807,593,653  |
| <b>Unmapped_pairs</b>                | 16,419,477  | 11,060,748  | 27,480,225  | 8,845,555   | 12,366,980  | 21,212,535   |
| <b>Low_qual_pairs</b>                | 90,366,695  | 84,847,514  | 175,214,209 | 93,165,865  | 83,975,603  | 177,141,468  |
| <b>Unique_paired_alignments</b>      | 268,555,085 | 251,172,513 | 519,727,598 | 270,568,985 | 278,847,562 | 549,416,547  |
| <b>Multiple_pairs_alignments</b>     | 0           | 0           | 0           | 0           | 0           | 0            |
| <b>Pairs_with_singleton</b>          | 36,879,733  | 28,951,663  | 65,831,396  | 25,995,565  | 33,827,538  | 59,823,103   |
| <b>Low_qual_singleton</b>            | 0           | 0           | 0           | 0           | 0           | 0            |
| <b>Unique_singleton_alignments</b>   | 0           | 0           | 0           | 0           | 0           | 0            |
| <b>Multiple_singleton_alignments</b> | 0           | 0           | 0           | 0           | 0           | 0            |
| <b>Reported_pairs</b>                | 268,555,085 | 251,172,513 | 519,727,598 | 270,568,985 | 278,847,562 | 549,416,547  |
| <b>valid_interaction</b>             | 205,863,143 | 198,395,863 | 404,259,006 | 228,128,770 | 199,474,784 | 427,603,554  |
| <b>valid_interaction_rmdup</b>       | 173,418,254 | 172,990,445 | 346,393,407 | 198,476,868 | 155,630,451 | 354,088,027  |
| <b>trans_interaction</b>             | 41,039,979  | 41,550,778  | 82,587,405  | 47,211,086  | 42,129,149  | 89,336,153   |
| <b>cis_interaction</b>               | 132,378,275 | 131,439,667 | 263,806,002 | 151,265,782 | 113,501,302 | 264,751,874  |
| <b>cis_shortRange</b>                | 29,705,804  | 27,752,510  | 57,450,727  | 32,210,615  | 25,315,748  | 57,518,005   |
| <b>cis_longRange</b>                 | 102,672,471 | 103,687,157 | 206,355,275 | 119,055,167 | 88,185,554  | 207,233,869  |

**Supplementary Table 3. Summary of H3K27ac HiChIP**

|                               | WT rep1     | WT rep2     | Merge<br>WT | WTL rep1    | WTL rep2    | Merge<br>WTL |
|-------------------------------|-------------|-------------|-------------|-------------|-------------|--------------|
| Total_pairs_processed         | 368,159,700 | 397,151,443 | 765,311,143 | 302,731,332 | 363,609,258 | 666,340,590  |
| Unmapped_pairs                | 4,879,653   | 14,151,080  | 19,030,733  | 4,342,040   | 12,816,925  | 17,158,965   |
| Low_qual_pairs                | 78,719,442  | 109,799,587 | 188,519,029 | 63,962,532  | 92,764,907  | 156,727,439  |
| Unique_paired_alignments      | 264,984,204 | 260,913,167 | 525,897,371 | 218,556,473 | 245,237,689 | 463,794,162  |
| Multiple_pairs_alignments     | 0           | 0           | 0           | 0           | 0           | 0            |
| Pairs_with_singleton          | 19,576,401  | 12,287,609  | 31,864,010  | 15,870,287  | 12,789,737  | 28,660,024   |
| Low_qual_singleton            | 0           | 0           | 0           | 0           | 0           | 0            |
| Unique_singleton_alignments   | 0           | 0           | 0           | 0           | 0           | 0            |
| Multiple_singleton_alignments | 0           | 0           | 0           | 0           | 0           | 0            |
| Reported_pairs                | 264,984,204 | 260,913,167 | 525,897,371 | 218,556,473 | 245,237,689 | 463,794,162  |
| valid_interaction             | 240,198,380 | 252,429,133 | 492,627,513 | 193,097,152 | 228,799,012 | 421,896,164  |
| valid_interaction_rmdup       | 208,703,342 | 208,151,620 | 416,832,838 | 169,268,674 | 193,205,516 | 362,456,786  |
| trans_interaction             | 44,531,743  | 44,286,357  | 88,813,781  | 32,456,693  | 37,107,416  | 69,561,278   |
| cis_interaction               | 164,171,599 | 163,865,263 | 328,019,057 | 136,811,981 | 156,098,100 | 292,895,508  |
| cis_shortRange                | 25,447,290  | 25,529,876  | 50,973,138  | 23,769,443  | 26,294,301  | 50,059,437   |
| cis_longRange                 | 138,724,309 | 138,335,387 | 277,045,919 | 113,042,538 | 129,803,799 | 242,836,071  |
|                               |             |             |             |             |             |              |
|                               | KO rep1     | KO rep2     | Merge<br>KO | KOL rep1    | KOL rep2    | Merge<br>KOL |
| Total_pairs_processed         | 342,530,432 | 369,339,350 | 711,869,782 | 291,086,961 | 362,786,944 | 653,873,905  |
| Unmapped_pairs                | 6,480,715   | 14,479,603  | 20,960,318  | 6,613,439   | 17,437,801  | 24,051,240   |
| Low_qual_pairs                | 74,981,170  | 95,913,993  | 170,895,163 | 64,939,888  | 93,199,208  | 158,139,096  |
| Unique_paired_alignments      | 239,337,451 | 243,144,876 | 482,482,327 | 200,191,531 | 235,590,810 | 435,782,341  |
| Multiple_pairs_alignments     | 0           | 0           | 0           | 0           | 0           | 0            |
| Pairs_with_singleton          | 21,731,096  | 15,800,878  | 37,531,974  | 19,342,103  | 16,559,125  | 35,901,228   |
| Low_qual_singleton            | 0           | 0           | 0           | 0           | 0           | 0            |
| Unique_singleton_alignments   | 0           | 0           | 0           | 0           | 0           | 0            |
| Multiple_singleton_alignments | 0           | 0           | 0           | 0           | 0           | 0            |
| Reported_pairs                | 239,337,451 | 243,144,876 | 482,482,327 | 200,191,531 | 235,590,810 | 435,782,341  |
| valid_interaction             | 213,221,682 | 227,939,397 | 441,161,079 | 181,464,435 | 219,663,365 | 401,127,800  |
| valid_interaction_rmdup       | 185,303,734 | 192,994,508 | 378,281,077 | 161,040,008 | 185,555,879 | 346,582,069  |
| trans_interaction             | 41,139,543  | 41,818,649  | 82,955,085  | 41,185,964  | 45,618,865  | 86,801,735   |
| cis_interaction               | 144,164,191 | 151,175,859 | 295,325,992 | 119,854,044 | 139,937,014 | 259,780,334  |
| cis_shortRange                | 23,802,376  | 24,799,903  | 48,598,270  | 18,345,856  | 21,944,059  | 40,286,991   |
| cis_longRange                 | 120,361,815 | 126,375,956 | 246,727,722 | 101,508,188 | 117,992,955 | 219,493,343  |

|                                      | WT rep3     | WT rep4     | Merge<br>WT (3-4)  | WT+JSH23<br>rep1  | WT+JSH23<br>rep2  | Merge<br>WT+JSH23  |
|--------------------------------------|-------------|-------------|--------------------|-------------------|-------------------|--------------------|
| <b>Total_pairs_processed</b>         | 400,880,908 | 413,555,330 | 814,436,238        | 395,243,169       | 412,709,781       | 807,952,950        |
| <b>Unmapped_pairs</b>                | 4,149,359   | 4,311,947   | 8,461,306          | 3,867,048         | 4,335,449         | 8,202,497          |
| <b>Low_qual_pairs</b>                | 99,942,445  | 103,156,799 | 203,099,244        | 99,450,403        | 103,523,622       | 202,974,025        |
| <b>Unique_paired_alignments</b>      | 274,321,444 | 283,957,211 | 558,278,655        | 272,380,548       | 281,933,180       | 554,313,728        |
| <b>Multiple_pairs_alignments</b>     | 0           | 0           | 0                  | 0                 | 0                 | 0                  |
| <b>Pairs_with_singleton</b>          | 22,467,660  | 22,129,373  | 44,597,033         | 19,545,170        | 22,917,530        | 42,462,700         |
| <b>Low_qual_singleton</b>            | 0           | 0           | 0                  | 0                 | 0                 | 0                  |
| <b>Unique_singleton_alignments</b>   | 0           | 0           | 0                  | 0                 | 0                 | 0                  |
| <b>Multiple_singleton_alignments</b> | 0           | 0           | 0                  | 0                 | 0                 | 0                  |
| <b>Reported_pairs</b>                | 274,321,444 | 283,957,211 | 558,278,655        | 272,380,548       | 281,933,180       | 554,313,728        |
| <b>valid_interaction</b>             | 245,882,830 | 254,594,655 | 500,477,485        | 248,962,365       | 254,966,748       | 503,929,113        |
| <b>valid_interaction_rmdup</b>       | 217,258,034 | 226,456,450 | 443,705,837        | 206,102,959       | 221,653,155       | 427,748,666        |
| <b>trans_interaction</b>             | 39,130,443  | 40,819,798  | 79,949,728         | 37,936,661        | 40,954,596        | 78,890,781         |
| <b>cis_interaction</b>               | 178,127,591 | 185,636,652 | 363,756,109        | 168,166,298       | 180,698,559       | 348,857,885        |
| <b>cis_shortRange</b>                | 38,291,359  | 40,031,552  | 78,315,707         | 34,429,278        | 36,376,890        | 70,800,143         |
| <b>cis_longRange</b>                 | 139,836,232 | 145,605,100 | 285,440,402        | 133,737,020       | 144,321,669       | 278,057,742        |
|                                      |             |             |                    |                   |                   |                    |
|                                      | WTL rep3    | WTL rep4    | Merge<br>WTL (3-4) | WTL+JSH23<br>rep1 | WTL+JSH23<br>rep2 | Merge<br>WTL+JSH23 |
| <b>Total_pairs_processed</b>         | 361,334,631 | 395,880,245 | 757,214,876        | 375,762,906       | 370,882,048       | 746,644,954        |
| <b>Unmapped_pairs</b>                | 3,606,984   | 3,479,781   | 7,086,765          | 3,425,150         | 3,117,932         | 6,543,082          |
| <b>Low_qual_pairs</b>                | 90,827,551  | 99,571,872  | 190,399,423        | 96,225,663        | 94,253,571        | 190,479,234        |
| <b>Unique_paired_alignments</b>      | 248,846,601 | 272,166,583 | 521,013,184        | 258,870,214       | 256,361,858       | 515,232,072        |
| <b>Multiple_pairs_alignments</b>     | 0           | 0           | 0                  | 0                 | 0                 | 0                  |
| <b>Pairs_with_singleton</b>          | 18,053,495  | 20,662,009  | 38,715,504         | 17,241,879        | 17,148,687        | 34,390,566         |
| <b>Low_qual_singleton</b>            | 0           | 0           | 0                  | 0                 | 0                 | 0                  |
| <b>Unique_singleton_alignments</b>   | 0           | 0           | 0                  | 0                 | 0                 | 0                  |
| <b>Multiple_singleton_alignments</b> | 0           | 0           | 0                  | 0                 | 0                 | 0                  |
| <b>Reported_pairs</b>                | 248,846,601 | 272,166,583 | 521,013,184        | 258,870,214       | 256,361,858       | 515,232,072        |
| <b>valid_interaction</b>             | 223,904,087 | 246,059,544 | 469,963,631        | 238,965,839       | 236,438,520       | 475,404,359        |
| <b>valid_interaction_rmdup</b>       | 197,720,420 | 216,513,112 | 414,226,551        | 196,937,431       | 199,578,259       | 396,509,852        |
| <b>trans_interaction</b>             | 34,600,399  | 37,854,452  | 72,454,485         | 36,265,849        | 36,671,210        | 72,936,742         |
| <b>cis_interaction</b>               | 163,120,021 | 178,658,660 | 341,772,066        | 160,671,582       | 162,907,049       | 323,573,110        |
| <b>cis_shortRange</b>                | 34,791,921  | 38,043,481  | 72,829,568         | 31,847,866        | 32,124,140        | 63,967,236         |
| <b>cis_longRange</b>                 | 128,328,100 | 140,615,179 | 268,942,498        | 128,823,716       | 130,782,909       | 259,605,874        |

**Supplementary Table 4. Summary of RelA HiChIP**

|                                      | WTL rep1    | WTL rep2    | Merge<br>WTL |
|--------------------------------------|-------------|-------------|--------------|
| <b>Total_pairs_processed</b>         | 339,935,652 | 333,946,591 | 673,882,243  |
| <b>Unmapped_pairs</b>                | 25,139,401  | 3,388,656   | 28,528,062   |
| <b>Low_qual_pairs</b>                | 105,534,694 | 78,630,962  | 184,165,676  |
| <b>Unique_paired_alignments</b>      | 191,057,910 | 238,198,194 | 429,256,099  |
| <b>Multiple_pairs_alignments</b>     | 0           | 0           | 0            |
| <b>Pairs_with_singleton</b>          | 18,203,647  | 13,728,779  | 31,932,406   |
| <b>Low_qual_singleton</b>            | 0           | 0           | 0            |
| <b>Unique_singleton_alignments</b>   | 0           | 0           | 0            |
| <b>Multiple_singleton_alignments</b> | 0           | 0           | 0            |
| <b>Reported_pairs</b>                | 191,057,910 | 238,198,194 | 429,256,099  |
| <b>valid_interaction</b>             | 165,372,818 | 205,450,117 | 370,822,931  |
| <b>valid_interaction_rmdup</b>       | 63,045,488  | 105,064,931 | 168,110,416  |
| <b>trans_interaction</b>             | 13,401,685  | 17,344,882  | 30,746,564   |
| <b>cis_interaction</b>               | 49,643,803  | 87,720,049  | 137,363,852  |
| <b>cis_shortRange</b>                | 10,823,047  | 21,175,149  | 31,998,196   |
| <b>cis_longRange</b>                 | 38,820,756  | 66,544,900  | 105,365,656  |

## Supplementary Table 5. Upregulated genes related to Figure 4f

Differential analyses were calculated using the two-sided Wald test by the nbinomWaldTest function in DESeq2.

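The log2 fold changes of the genes connected by loops gained across WT boundaries were compared with those that the paper's source data give for Fig. 4f. For the 504 genes in both, the median absolute difference was 0.005 with edgeR, 0.019 with DESeq2 on all 12 libraries, and 0.0 with DESeq2 on the WT and KO libraries alone. Of the 123 genes upregulated by the paper's values, 119 were also upregulated with edgeR at the same thresholds, and 4 others passed. Of the paper's 53 downregulated genes, 51 were also downregulated, and 3 others passed.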

# Supplementary material for: CTCF controls three-dimensional enhancer network underlying the inflammatory response of bone marrow-derived dendritic cells
**Source:** Nat Commun. 2023 Mar 8;14:1277. doi: 10.1038/s41467-023-36948-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry: BD FACSuiteTM v1.0.6 and FACSDivaTM v8.0.2  
RT-PCR QuantStudio 3: QuantStudioTM Design & Analysis Software v1.4.1  
Confocal imaging: ZEN 2012 v1.1.2.0  
Western blotting: ImageQuant LAS 4000 Control Software v1.2.1.119  
Illumina Next-generation sequencing

#### Data analysis

Flow cytometry analysis: FlowJo(v10.5.3), BDTM Cytometric Bead Array FCAP Array Software(v3.0)  
GraphPad Prism(v5.03)  
Imaging analysis: ImageJ software(v1.52)  
RNA-seq: Fastqc(v0.11.5), Trim Galore(v0.6.4), STAR(v2.6.0a), RSEM(v1.2.31), DESeq2(v1.24.0)  
ChIP-seq: Fastqc(v0.11.5), Trim Galore(v0.6.4), bwa(v0.7.17), picard(v2.9.2), MACS2(v2.2.7.1), deepTools(v3.3.0), IGV(v2.8.2)  
Hi-C: HiC-Pro(v2.11.1), HiCSpector(run\_reproducibility\_v2.py), Juicebox(v1.9.8), Juicer tools(v1.19.02)  
HiChIP: HiC-Pro(v2.11.1), HiCSpector(run\_reproducibility\_v2.py), Juicebox(v1.9.8), FitHiChIP(v6.0), DESeq2(v1.24.0), LOLA(v1.8.0), ROSE(v0.1), igraph R package(v1.3.2)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All newly-generated RNA-seq, ChIP-seq, in situ Hi-C, and HiChIP data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE185884 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185884>).

Figure 1: ChIP-seq (CTCF, SMC1)

Figure 2: Hi-C, H3K27ac HiChIP

Figure 3: H3K27ac ChIP-seq, H3K27ac HiChIP, RNA-seq

Figure 4: RNA-seq, Hi-C, H3K27ac HiChIP, ChIP-seq (H3K27ac, H3K4me3, H3K27me3, H3K4me1, CTCF, SMC1)

Figure 5: RNA-seq, H3K27ac HiChIP, ChIP-seq (H3K27ac, H3K4me3, H3K27me3, H3K4me1, STAT5, CTCF, SMC1)

Figure 6: ChIP-seq (RelA, SMC1, H3K27ac), H3K27ac HiChIP

Figure 7: RNA-seq, HiChIP (RelA, H3K27ac), ChIP-seq (RelA, CTCF, SMC1, H3K27ac)

Figure 8: RNA-seq, H3K27ac HiChIP, H3K27ac ChIP-seq

Supplementary Figure 2: ChIP-seq (CTCF, SMC1)

Supplementary Figure 4: Hi-C, CTCF ChIP-seq

Supplementary Figure 5: H3K27ac HiChIP, ChIP-seq (CTCF, SMC1)

Supplementary Figure 6: RNA-seq, H3K27ac HiChIP, ChIP-seq (H3K27ac, H3K4me3, H3K27me3, H3K4me1, CTCF, SMC1)

Supplementary Figure 9: RNA-seq, RelA HiChIP, RelA ChIP-seq

Supplementary Figure 10: HiChIP (RelA, H3K27ac)

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculations were performed and number of replicates were based on standard practices in the field. Sample size were indicated in the figure legends

Data exclusions

No data were excluded.

Replication

Experiments were performed with 2-3 biological replicates for each condition. After confirmation of good reproducibility, we merged the replicates and re-processed the data as combined results.  
All attempts at replication were successful.

Randomization

Randomization was not used in this study. All samples were prepared from mouse primary cell, the groups were determined by genotype.

Blinding

Blinding of samples was not performed in this study since our samples had obvious phenotypes depending on the genotype and the results were consistent.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

anti-IL-17A (APC) (Flow cytometric analysis): eBioscience 17-7177-81, lot 1936926  
 anti-Annexin V/PI kit (Flow cytometric analysis): eBioscience 88-8007-74  
 anti-I-A/E (PE) (Flow cytometric analysis): eBioscience 12-5321-82, lot E01733-1631  
 anti-I-A/E (APC-Cy7) (Flow cytometric analysis): eBioscience 47-5321-82, lot E10058-1632  
 anti-CD80 (APC) (Flow cytometric analysis): eBioscience 17-0801-82, lot E07180-1373  
 anti-CD86 (FITC) (Flow cytometric analysis): eBioscience 11-0862-82, lot E00420-1630  
 anti-CD45.1 (PE) (Flow cytometric analysis): eBioscience 12-0453-83  
 anti-CD45.2 (APC-eFluor780) (Flow cytometric analysis): eBioscience 47-0454-82, lot E08455-1639  
 anti-CD135 (PE) (Flow cytometric analysis): eBioscience 12-1351-82, lot E01494-1634  
 anti-CD115 (BV421) (Flow cytometric analysis): BD 743638, lot 2080558

## Validation

For commercially available antibodies, validation was performed by the manufacturer.

anti-H3K27ac (ChIP-seq, HiChIP): Abcam ab4729, lot GR3251519-1. Validated ChIP in human cell lines on the manufacturer's website  
 anti-H3K27me3 (ChIP-seq): Abcam ab6002, lot GR3306698-2. Validated ChIP in human cell lines on the manufacturer's website  
 anti-H3K4me1 (ChIP-seq): Abcam ab8895, lot GR3264996-2. Validated ChIP in human cell lines on the manufacturer's website  
 anti-H3K4me3 (ChIP-seq): Abcam ab8580, lot GR288375-1. Validated ChIP in human cell lines on the manufacturer's website  
 anti-SMC1 (ChIP-seq): Bethyl lab A300-055A, lot 6. Validated IP in human cell lines on the manufacturer's website. Validated for ChIP in PMID 28985562  
 anti-CTCF (western blotting, ChIP-seq): Cell Signaling Technology 2899, lot 2. Validated WB and ChIP in human cell lines on the manufacturer's website  
 anti-NF- $\kappa$ B p65 (western blotting, ChIP-seq, HiChIP, IF assay): Cell Signaling Technology 8242, lot 13. Validated WB, ChIP, and IF in human cell lines on the manufacturer's website  
 anti- $\beta$ -actin (western blotting): Santa Cruz sc-47778, lot K0216. Validated WB in human cell lines on the manufacturer's website  
 anti-Phospho-IKK $\alpha$ / $\beta$  (western blotting): Cell Signaling Technology 2078, lot 9. Validated WB in human cell lines on the manufacturer's website  
 anti-IKK $\alpha$ / $\beta$  (western blotting): Cell Signaling Technology 2682, lot 5. Validated WB in human cell lines on the manufacturer's website  
 anti-Phospho-IkB $\alpha$  (western blotting): Cell Signaling Technology 2859, lot 17. Validated WB in human cell lines on the manufacturer's website  
 anti-IkB $\alpha$  (western blotting): Cell Signaling Technology 9242, lot 10. Validated WB in human cell lines on the manufacturer's website  
 anti-Lamin B1 (western blotting): Abcam ab133741, lot GR3233597-3. Validated WB in mouse cells on the manufacturer's website  
 anti-Phospho-JAK2 (western blotting): Cell Signaling Technology 3771, lot 10. Validated WB in human cell lines on the manufacturer's website  
 anti-JAK2 (western blotting): Cell Signaling Technology 3230, lot 11. Validated WB in human cell lines on the manufacturer's website  
 anti-Phospho-STAT5 (western blotting): Cell Signaling Technology 9351, lot 9. Validated WB in human cell lines on the manufacturer's website  
 anti-STAT5 (western blotting, ChIP-seq): Cell Signaling Technology 94205, lot 3. Validated WB and ChIP in mouse cells on the manufacturer's website  
 anti- $\alpha$ -Tubulin (western blotting): Santa Cruz sc-32293, lot I2413. Validated WB in human cell lines on the manufacturer's website  
 anti-Aldh1a2 (western blotting): Abcam ab156019, lot YJ103114CS. Validated WB in mouse cells on the manufacturer's website  
 HRP-linked anti-Rabbit IgG (western blotting): Cell Signaling Technology 7074, lot 28. Validated WB on the manufacturer's website  
 HRP-linked anti-Mouse IgG (western blotting): Cell Signaling Technology 7076, lot 34. Validated WB on the manufacturer's website  
 Goat anti-Rabbit IgG (H+L) Secondary Antibody, Alexa Fluor 594 (Immunofluorescence assay): Invitrogen A-11037. Validated IF on the manufacturer's website  
 anti-CD11c (PerCP-Cy5.5) (Flow cytometric analysis): eBioscience 45-0114-82, lot E08306-1633. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-CD11b (APC-eFluor780) (Flow cytometric analysis): eBioscience 47-0112-82, lot E10339-1633. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-CD4 (FITC) (Flow cytometric analysis): eBioscience 11-0042-82, lot E00083-1630. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-IFN $\gamma$  (PerCP-Cy5.5) (Flow cytometric analysis): eBioscience 45-7311-80, lot 4329723. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-IL-17A (APC) (Flow cytometric analysis): eBioscience 17-7177-81, lot 1936926. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-Annexin V (APC) (Flow cytometric analysis): eBioscience 17-8007-74, lot 2005128. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-MHC $\alpha$  (PE) (Flow cytometric analysis): eBioscience 12-5321-82, lot E01733-1631. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-CD80 (APC) (Flow cytometric analysis): eBioscience 17-0801-82, lot E07180-1373. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-CD86 (FITC) (Flow cytometric analysis): eBioscience 11-0862-82, lot E00420-1630. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-CD45.1 (PE) (Flow cytometric analysis): eBioscience 12-0453-83. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-CD45.2 (APC-eFluor780) (Flow cytometric analysis): eBioscience 47-0454-82, lot E08455-1639. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-CD135 (PE) (Flow cytometric analysis): eBioscience 12-1351-82, lot E01494-1634. Validated Flow Cytometry in mouse cells on the manufacturer's website  
 anti-CD115 (BV421) (Flow cytometric analysis): BD 743638, lot 2080558. Validated Flow Cytometry in mouse cells on the manufacturer's website

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                                                 |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                                                                                                  |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185884>  
token: wzgpgmuclzgrfwz

#### Files in database submission

WT\_rep1\_1.fastq.gz  
WT\_rep1\_2.fastq.gz  
WT\_rep2\_1.fastq.gz  
WT\_rep2\_2.fastq.gz  
WT\_rep3\_1.fastq.gz  
WT\_rep3\_2.fastq.gz  
WTLPS\_rep1\_1.fastq.gz  
WTLPS\_rep1\_2.fastq.gz  
WTLPS\_rep2\_1.fastq.gz  
WTLPS\_rep2\_2.fastq.gz  
WTLPS\_rep3\_1.fastq.gz  
WTLPS\_rep3\_2.fastq.gz  
KO\_rep1\_1.fastq.gz  
KO\_rep1\_2.fastq.gz  
KO\_rep2\_1.fastq.gz  
KO\_rep2\_2.fastq.gz  
KO\_rep3\_1.fastq.gz  
KO\_rep3\_2.fastq.gz  
KOLPS\_rep1\_1.fastq.gz  
KOLPS\_rep1\_2.fastq.gz  
KOLPS\_rep2\_1.fastq.gz  
KOLPS\_rep2\_2.fastq.gz  
KOLPS\_rep3\_1.fastq.gz  
KOLPS\_rep3\_2.fastq.gz

KOLPS\_rep1\_mm10\_gencode.genes.results  
KOLPS\_rep2\_mm10\_gencode.genes.results  
KOLPS\_rep3\_mm10\_gencode.genes.results  
KO\_rep1\_mm10\_gencode.genes.results  
KO\_rep2\_mm10\_gencode.genes.results  
KO\_rep3\_mm10\_gencode.genes.results  
WTLPS\_rep1\_mm10\_gencode.genes.results  
WTLPS\_rep2\_mm10\_gencode.genes.results  
WTLPS\_rep3\_mm10\_gencode.genes.results  
WT\_rep1\_mm10\_gencode.genes.results  
WT\_rep2\_mm10\_gencode.genes.results  
WT\_rep3\_mm10\_gencode.genes.results  
KOLPS\_rnaseq\_rep1.bw  
KOLPS\_rnaseq\_rep2.bw  
KOLPS\_rnaseq\_rep3.bw  
KO\_rnaseq\_rep1.bw  
KO\_rnaseq\_rep2.bw  
KO\_rnaseq\_rep3.bw  
WTLPS\_rnaseq\_rep1.bw  
WTLPS\_rnaseq\_rep2.bw  
WTLPS\_rnaseq\_rep3.bw  
WT\_rnaseq\_rep1.bw  
WT\_rnaseq\_rep2.bw  
WT\_rnaseq\_rep3.bw  
KO\_CTCF\_1.fastq.gz  
KO\_CTCF\_2.fastq.gz  
KO\_H3K27ac\_1.fastq.gz  
KO\_H3K27ac\_2.fastq.gz  
KO\_H3K27me3\_1.fastq.gz  
KO\_H3K27me3\_2.fastq.gz  
KO\_H3K4me1\_1.fastq.gz  
KO\_H3K4me1\_2.fastq.gz  
KO\_H3K4me3\_1.fastq.gz  
KO\_H3K4me3\_2.fastq.gz  
KO\_input\_1.fastq.gz  
KO\_input\_2.fastq.gz  
KOLPS\_CTCF\_1.fastq.gz  
KOLPS\_CTCF\_2.fastq.gz  
KOLPS\_H3K27ac\_1.fastq.gz  
KOLPS\_H3K27ac\_2.fastq.gz  
KOLPS\_H3K27me3\_1.fastq.gz  
KOLPS\_H3K27me3\_2.fastq.gz  
KOLPS\_H3K4me1\_1.fastq.gz  
KOLPS\_H3K4me1\_2.fastq.gz  
KOLPS\_H3K4me3\_1.fastq.gz  
KOLPS\_H3K4me3\_2.fastq.gz  
KOLPS\_input\_1.fastq.gz  
KOLPS\_input\_2.fastq.gz  
KOLPS\_p65\_1.fastq.gz  
KOLPS\_p65\_2.fastq.gz  
KOLPS\_SMC1\_1.fastq.gz  
KOLPS\_SMC1\_2.fastq.gz  
KO\_p65\_1.fastq.gz  
KO\_p65\_2.fastq.gz  
KO\_SMC1\_1.fastq.gz  
KO\_SMC1\_2.fastq.gz  
KO\_STAT5\_1.fastq.gz  
KO\_STAT5\_2.fastq.gz  
WT\_CTCF\_1.fastq.gz  
WT\_CTCF\_2.fastq.gz  
WT\_H3K27ac\_1.fastq.gz  
WT\_H3K27ac\_2.fastq.gz  
WT\_H3K27me3\_1.fastq.gz  
WT\_H3K27me3\_2.fastq.gz  
WT\_H3K4me1\_1.fastq.gz  
WT\_H3K4me1\_2.fastq.gz  
WT\_H3K4me3\_1.fastq.gz  
WT\_H3K4me3\_2.fastq.gz

WT\_input\_1.fastq.gz  
 WT\_input\_2.fastq.gz  
 WTLPS\_CTCF\_1.fastq.gz  
 WTLPS\_CTCF\_2.fastq.gz  
 WTLPS\_H3K27ac\_1.fastq.gz  
 WTLPS\_H3K27ac\_2.fastq.gz  
 WTLPS\_H3K27me3\_1.fastq.gz  
 WTLPS\_H3K27me3\_2.fastq.gz  
 WTLPS\_H3K4me1\_1.fastq.gz  
 WTLPS\_H3K4me1\_2.fastq.gz  
 WTLPS\_H3K4me3\_1.fastq.gz  
 WTLPS\_H3K4me3\_2.fastq.gz  
 WTLPS\_input\_1.fastq.gz  
 WTLPS\_input\_2.fastq.gz  
 WTLPS\_p65\_1.fastq.gz  
 WTLPS\_p65\_2.fastq.gz  
 WTLPS\_SMC1\_1.fastq.gz  
 WTLPS\_SMC1\_2.fastq.gz  
 WT\_p65\_1.fastq.gz  
 WT\_p65\_2.fastq.gz  
 WT\_SMC1\_1.fastq.gz  
 WT\_SMC1\_2.fastq.gz  
 WT\_STAT5\_1.fastq.gz  
 WT\_STAT5\_2.fastq.gz  
 KO\_CTCF\_peaks\_rmPATCH\_p7.bed  
 KO\_H3K27ac\_peaks\_rmPATCH.bed  
 KO\_H3K27me3\_peaks\_rmPATCH.bed  
 KO\_H3K4me1\_peaks\_rmPATCH.bed  
 KO\_H3K4me3\_peaks\_rmPATCH.bed  
 KOLPS\_CTCF\_peaks\_rmPATCH\_p7.bed  
 KOLPS\_H3K27ac\_peaks\_rmPATCH.bed  
 KOLPS\_H3K27me3\_peaks\_rmPATCH.bed  
 KOLPS\_H3K4me1\_peaks\_rmPATCH.bed  
 KOLPS\_H3K4me3\_peaks\_rmPATCH.bed  
 KOLPS\_p65\_peaks\_rmPATCH\_rmblack.bed  
 KOLPS\_SMC1\_peaks\_rmPATCH\_p7.bed  
 KO\_p65\_peaks\_rmPATCH\_rmblack.bed  
 KO\_SMC1\_peaks\_rmPATCH\_p7.bed  
 WT\_CTCF\_peaks\_rmPATCH\_p7.bed  
 WT\_H3K27ac\_peaks\_rmPATCH.bed  
 WT\_H3K27me3\_peaks\_rmPATCH.bed  
 WT\_H3K4me1\_peaks\_rmPATCH.bed  
 WT\_H3K4me3\_peaks\_rmPATCH.bed  
 WTLPS\_CTCF\_peaks\_rmPATCH\_p7.bed  
 WTLPS\_H3K27ac\_peaks\_rmPATCH.bed  
 WTLPS\_H3K27me3\_peaks\_rmPATCH.bed  
 WTLPS\_H3K4me1\_peaks\_rmPATCH.bed  
 WTLPS\_H3K4me3\_peaks\_rmPATCH.bed  
 WTLPS\_p65\_peaks\_rmPATCH\_rmblack.bed  
 WTLPS\_SMC1\_peaks\_rmPATCH\_p7.bed  
 WT\_p65\_peaks\_rmPATCH\_rmblack.bed  
 WT\_SMC1\_peaks\_rmPATCH\_p7.bed  
 KO\_CTCF.bw  
 KO\_H3K27ac.bw  
 KO\_H3K27me3.bw  
 KO\_H3K4me1.bw  
 KO\_H3K4me3.bw  
 KO\_input.bw  
 KOLPS\_CTCF.bw  
 KOLPS\_H3K27ac.bw  
 KOLPS\_H3K27me3.bw  
 KOLPS\_H3K4me1.bw  
 KOLPS\_H3K4me3.bw  
 KOLPS\_input.bw  
 KOLPS\_p65.bw  
 KOLPS\_SMC1.bw  
 KO\_p65.bw  
 KO\_SMC1.bw

KO\_STAT5.bw  
WT\_CTCF.bw  
WT\_H3K27ac.bw  
WT\_H3K27me3.bw  
WT\_H3K4me1.bw  
WT\_H3K4me3.bw  
WT\_input.bw  
WTLPS\_CTCF.bw  
WTLPS\_H3K27ac.bw  
WTLPS\_H3K27me3.bw  
WTLPS\_H3K4me1.bw  
WTLPS\_H3K4me3.bw  
WTLPS\_input.bw  
WTLPS\_p65.bw  
WTLPS\_SMC1.bw  
WT\_p65.bw  
WT\_SMC1.bw  
WT\_STAT5.bw  
WT\_HiC\_rep1\_R1.fastq.gz  
WT\_HiC\_rep1\_R2.fastq.gz  
WT\_HiC\_rep2\_R1.fastq.gz  
WT\_HiC\_rep2\_R2.fastq.gz  
WTLPS\_HiC\_rep1\_R1.fastq.gz  
WTLPS\_HiC\_rep1\_R2.fastq.gz  
WTLPS\_HiC\_rep2\_R1.fastq.gz  
WTLPS\_HiC\_rep2\_R2.fastq.gz  
KO\_HiC\_rep1\_R1.fastq.gz  
KO\_HiC\_rep1\_R2.fastq.gz  
KO\_HiC\_rep2\_R1.fastq.gz  
KO\_HiC\_rep2\_R2.fastq.gz  
KOLPS\_HiC\_rep1\_R1.fastq.gz  
KOLPS\_HiC\_rep1\_R2.fastq.gz  
KOLPS\_HiC\_rep2\_R1.fastq.gz  
KOLPS\_HiC\_rep2\_R2.fastq.gz  
KO\_HiC\_rep1.allValidPairs.hic  
KO\_HiC\_rep2.allValidPairs.hic  
KOLPS\_HiC\_rep1.allValidPairs.hic  
KOLPS\_HiC\_rep2.allValidPairs.hic  
WT\_HiC\_rep1.allValidPairs.hic  
WT\_HiC\_rep2.allValidPairs.hic  
WTLPS\_HiC\_rep1.allValidPairs.hic  
WTLPS\_HiC\_rep2.allValidPairs.hic  
KO\_K27Ac\_HiChIP\_rep1\_R1.fastq.gz  
KO\_K27Ac\_HiChIP\_rep1\_R2.fastq.gz  
KO\_K27Ac\_HiChIP\_rep2\_R1.fastq.gz  
KO\_K27Ac\_HiChIP\_rep2\_R2.fastq.gz  
KOLPS\_K27Ac\_HiChIP\_rep1\_R1.fastq.gz  
KOLPS\_K27Ac\_HiChIP\_rep1\_R2.fastq.gz  
KOLPS\_K27Ac\_HiChIP\_rep2\_R1.fastq.gz  
KOLPS\_K27Ac\_HiChIP\_rep2\_R2.fastq.gz  
WT\_K27Ac\_HiChIP\_rep1\_R1.fastq.gz  
WT\_K27Ac\_HiChIP\_rep1\_R2.fastq.gz  
WT\_K27Ac\_HiChIP\_rep2\_R1.fastq.gz  
WT\_K27Ac\_HiChIP\_rep2\_R2.fastq.gz  
WTLPS\_K27Ac\_HiChIP\_rep1\_R1.fastq.gz  
WTLPS\_K27Ac\_HiChIP\_rep1\_R2.fastq.gz  
WTLPS\_K27Ac\_HiChIP\_rep2\_R1.fastq.gz  
WTLPS\_K27Ac\_HiChIP\_rep2\_R2.fastq.gz  
WTLPS\_p65\_HiChIP\_rep1\_R1.fastq.gz  
WTLPS\_p65\_HiChIP\_rep1\_R2.fastq.gz  
WTLPS\_p65\_HiChIP\_rep2\_R1.fastq.gz  
WTLPS\_p65\_HiChIP\_rep2\_R2.fastq.gz  
KO\_K27Ac\_HiChIP\_rep1.allValidPairs.hic  
KO\_K27Ac\_HiChIP\_rep2.allValidPairs.hic  
KOLPS\_K27Ac\_HiChIP\_rep1.allValidPairs.hic  
KOLPS\_K27Ac\_HiChIP\_rep2.allValidPairs.hic  
WT\_K27Ac\_HiChIP\_rep1.allValidPairs.hic  
WT\_K27Ac\_HiChIP\_rep2.allValidPairs.hic

WTLPS\_K27Ac\_HiChIP\_rep1.allValidPairs.hic  
WTLPS\_K27Ac\_HiChIP\_rep2.allValidPairs.hic  
WTLPS\_p65\_HiChIP\_rep1.hic  
WTLPS\_p65\_HiChIP\_rep2.hic  
WTJSHLPS\_RNA\_rep1\_1.fastq.gz  
WTJSHLPS\_RNA\_rep1\_2.fastq.gz  
WTJSHLPS\_RNA\_rep2\_1.fastq.gz  
WTJSHLPS\_RNA\_rep2\_2.fastq.gz  
WTJSHLPS\_RNA\_rep3\_1.fastq.gz  
WTJSHLPS\_RNA\_rep3\_2.fastq.gz  
WTJSH\_RNA\_rep1\_1.fastq.gz  
WTJSH\_RNA\_rep1\_2.fastq.gz  
WTJSH\_RNA\_rep2\_1.fastq.gz  
WTJSH\_RNA\_rep2\_2.fastq.gz  
WTJSH\_RNA\_rep3\_1.fastq.gz  
WTJSH\_RNA\_rep3\_2.fastq.gz  
WTLPS\_RNA\_rep4\_1.fastq.gz  
WTLPS\_RNA\_rep4\_2.fastq.gz  
WTLPS\_RNA\_rep5\_1.fastq.gz  
WTLPS\_RNA\_rep5\_2.fastq.gz  
WTLPS\_RNA\_rep6\_1.fastq.gz  
WTLPS\_RNA\_rep6\_2.fastq.gz  
WT\_RNA\_rep4\_1.fastq.gz  
WT\_RNA\_rep4\_2.fastq.gz  
WT\_RNA\_rep5\_1.fastq.gz  
WT\_RNA\_rep5\_2.fastq.gz  
WT\_RNA\_rep6\_1.fastq.gz  
WT\_RNA\_rep6\_2.fastq.gz  
WTJSHLPS\_RNA\_rep1\_mm10\_gencode.genes.results  
WTJSHLPS\_RNA\_rep2\_mm10\_gencode.genes.results  
WTJSHLPS\_RNA\_rep3\_mm10\_gencode.genes.results  
WTJSH\_RNA\_rep1\_mm10\_gencode.genes.results  
WTJSH\_RNA\_rep2\_mm10\_gencode.genes.results  
WTJSH\_RNA\_rep3\_mm10\_gencode.genes.results  
WTLPS\_RNA\_rep4\_mm10\_gencode.genes.results  
WTLPS\_RNA\_rep5\_mm10\_gencode.genes.results  
WTLPS\_RNA\_rep6\_mm10\_gencode.genes.results  
WT\_RNA\_rep4\_mm10\_gencode.genes.results  
WT\_RNA\_rep5\_mm10\_gencode.genes.results  
WT\_RNA\_rep6\_mm10\_gencode.genes.results  
WTJSHLPS\_RNA\_rep1.bw  
WTJSHLPS\_RNA\_rep2.bw  
WTJSHLPS\_RNA\_rep3.bw  
WTJSH\_RNA\_rep1.bw  
WTJSH\_RNA\_rep2.bw  
WTJSH\_RNA\_rep3.bw  
WTLPS\_RNA\_rep4.bw  
WTLPS\_RNA\_rep5.bw  
WTLPS\_RNA\_rep6.bw  
WT\_RNA\_rep4.bw  
WT\_RNA\_rep5.bw  
WT\_RNA\_rep6.bw  
WT\_H3K27ac\_rep2\_1.fastq.gz  
WT\_H3K27ac\_rep2\_2.fastq.gz  
WT\_H3K27ac\_rep3\_1.fastq.gz  
WT\_H3K27ac\_rep3\_2.fastq.gz  
WTJSH\_H3K27ac\_rep1\_1.fastq.gz  
WTJSH\_H3K27ac\_rep1\_2.fastq.gz  
WTJSH\_H3K27ac\_rep2\_1.fastq.gz  
WTJSH\_H3K27ac\_rep2\_2.fastq.gz  
WTJSHLPS\_H3K27ac\_rep1\_1.fastq.gz  
WTJSHLPS\_H3K27ac\_rep1\_2.fastq.gz  
WTJSHLPS\_H3K27ac\_rep2\_1.fastq.gz  
WTJSHLPS\_H3K27ac\_rep2\_2.fastq.gz  
WTLPS\_H3K27ac\_rep2\_1.fastq.gz  
WTLPS\_H3K27ac\_rep2\_2.fastq.gz  
WTLPS\_H3K27ac\_rep3\_1.fastq.gz  
WTLPS\_H3K27ac\_rep3\_2.fastq.gz

WT\_H3K27ac\_rep2.bw  
 WT\_H3K27ac\_rep3.bw  
 WTJSH\_H3K27ac\_rep1.bw  
 WTJSH\_H3K27ac\_rep2.bw  
 WTJSHLPS\_H3K27ac\_rep1.bw  
 WTJSHLPS\_H3K27ac\_rep2.bw  
 WTLPS\_H3K27ac\_rep2.bw  
 WTLPS\_H3K27ac\_rep3.bw  
 WTJSH\_K27Ac\_HiChIP\_rep1\_1.fastq.gz  
 WTJSH\_K27Ac\_HiChIP\_rep1\_2.fastq.gz  
 WTJSH\_K27Ac\_HiChIP\_rep2\_1.fastq.gz  
 WTJSH\_K27Ac\_HiChIP\_rep2\_2.fastq.gz  
 WTJSHLPS\_K27Ac\_HiChIP\_rep1\_1.fastq.gz  
 WTJSHLPS\_K27Ac\_HiChIP\_rep1\_2.fastq.gz  
 WTJSHLPS\_K27Ac\_HiChIP\_rep2\_1.fastq.gz  
 WTJSHLPS\_K27Ac\_HiChIP\_rep2\_2.fastq.gz  
 WT\_K27Ac\_HiChIP\_rep3\_1.fastq.gz  
 WT\_K27Ac\_HiChIP\_rep3\_2.fastq.gz  
 WT\_K27Ac\_HiChIP\_rep4\_1.fastq.gz  
 WT\_K27Ac\_HiChIP\_rep4\_2.fastq.gz  
 WTLPS\_K27Ac\_HiChIP\_rep3\_1.fastq.gz  
 WTLPS\_K27Ac\_HiChIP\_rep3\_2.fastq.gz  
 WTLPS\_K27Ac\_HiChIP\_rep4\_1.fastq.gz  
 WTLPS\_K27Ac\_HiChIP\_rep4\_2.fastq.gz  
 WTJSH\_K27Ac\_HiChIP\_rep1.allValidPairs.hic  
 WTJSH\_K27Ac\_HiChIP\_rep2.allValidPairs.hic  
 WTJSHLPS\_K27Ac\_HiChIP\_rep1.allValidPairs.hic  
 WTJSHLPS\_K27Ac\_HiChIP\_rep2.allValidPairs.hic  
 WT\_K27Ac\_HiChIP\_rep3.allValidPairs.hic  
 WT\_K27Ac\_HiChIP\_rep4.allValidPairs.hic  
 WTLPS\_K27Ac\_HiChIP\_rep3.allValidPairs.hic  
 WTLPS\_K27Ac\_HiChIP\_rep4.allValidPairs.hic

Genome browser session  
(e.g. [UCSC](https://genome.ucsc.edu/s/kimhpemb/BMDC_mm10_submission))

[https://genome.ucsc.edu/s/kimhpemb/BMDC\\_mm10\\_submission](https://genome.ucsc.edu/s/kimhpemb/BMDC_mm10_submission)

## Methodology

Replicates

Two biological replicates were used for ChIP-seq dataset for each condition.

Sequencing depth

WT\_input - total reads: 100758633, uniquely mapped reads: 100388943, read length: 101 bp, Paired end  
 WTLPS\_input - total reads: 82126432, uniquely mapped reads: 81876647, read length: 101 bp, Paired end  
 KO\_input - total reads: 78604961, uniquely mapped reads: 78127950, read length: 101 bp, Paired end  
 KOLPS\_input - total reads: 74218957, uniquely mapped reads: 73765962, read length: 101 bp, Paired end  
 WT\_CTCF - total reads: 103549782, uniquely mapped reads: 101704946, read length: 101 bp, Paired end  
 WTLPS\_CTCF - total reads: 92806578, uniquely mapped reads: 91043018, read length: 101 bp, Paired end  
 KO\_CTCF - total reads: 92257670, uniquely mapped reads: 90291082, read length: 101 bp, Paired end  
 KOLPS\_CTCF - total reads: 87787256, uniquely mapped reads: 86092950, read length: 101 bp, Paired end  
 WT\_H3K27ac - total reads: 29493768, uniquely mapped reads: 29409464, read length: 101 bp, Paired end  
 WTLPS\_H3K27ac - total reads: 28697990, uniquely mapped reads: 28532532, read length: 101 bp, Paired end  
 KO\_H3K27ac - total reads: 25619386, uniquely mapped reads: 25557786, read length: 101 bp, Paired end  
 KOLPS\_H3K27ac - total reads: 28138504, uniquely mapped reads: 28066218, read length: 101 bp, Paired end  
 WT\_H3K27me3 - total reads: 28320462, uniquely mapped reads: 28241668, read length: 101 bp, Paired end  
 WTLPS\_H3K27me3 - total reads: 23094224, uniquely mapped reads: 23033388, read length: 101 bp, Paired end  
 KO\_H3K27me3 - total reads: 27817818, uniquely mapped reads: 27718342, read length: 101 bp, Paired end  
 KOLPS\_H3K27me3 - total reads: 24996420, uniquely mapped reads: 24847150, read length: 101 bp, Paired end  
 WT\_H3K4me1 - total reads: 78985008, uniquely mapped reads: 76533496, read length: 101 bp, Paired end  
 WTLPS\_H3K4me1 - total reads: 87311984, uniquely mapped reads: 84958654, read length: 101 bp, Paired end  
 KO\_H3K4me1 - total reads: 86087662, uniquely mapped reads: 83862286, read length: 101 bp, Paired end  
 KOLPS\_H3K4me1 - total reads: 64061830, uniquely mapped reads: 62345262, read length: 101 bp, Paired end  
 WT\_H3K4me3 - total reads: 31729112, uniquely mapped reads: 31369184, read length: 101 bp, Paired end  
 WTLPS\_H3K4me3 - total reads: 31176054, uniquely mapped reads: 30871756, read length: 101 bp, Paired end  
 KO\_H3K4me3 - total reads: 31266322, uniquely mapped reads: 30894280, read length: 101 bp, Paired end  
 KOLPS\_H3K4me3 - total reads: 30773396, uniquely mapped reads: 30382162, read length: 101 bp, Paired end  
 WT\_p65 - total reads: 24111838, uniquely mapped reads: 23950898, read length: 101 bp, Paired end  
 WTLPS\_p65 - total reads: 21041048, uniquely mapped reads: 20905932, read length: 101 bp, Paired end  
 KO\_p65 - total reads: 21153326, uniquely mapped reads: 20894592, read length: 101 bp, Paired end  
 KOLPS\_p65 - total reads: 23706676, uniquely mapped reads: 23493198, read length: 101 bp, Paired end  
 WT\_SMC1 - total reads: 159816388, uniquely mapped reads: 157040814, read length: 101 bp, Paired end

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

# Magnetic resonance imaging

## Experimental design

## Acquisition

## Preprocessing

## Statistical modeling & inference

## Models & analysis

# Supplementary material for: CTCF controls three-dimensional enhancer network underlying the inflammatory response of bone marrow-derived dendritic cells
**Source:** Nat Commun. 2023 Mar 8;14:1277. doi: 10.1038/s41467-023-36948-5

**Figure 1c**

**CTCF**

250 kDa

130 kDa

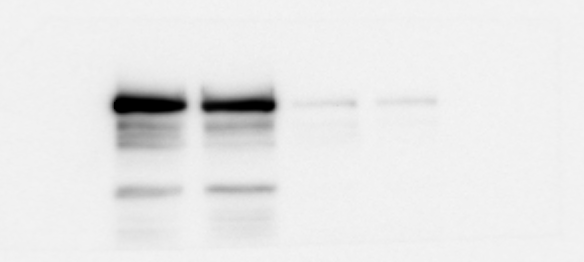

**β-actin**

35 kDa

55 kDa

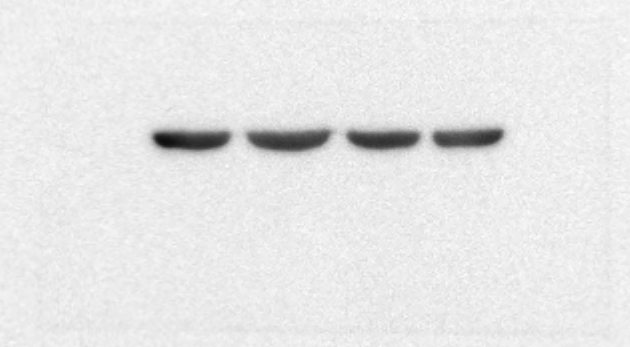

**Figure 4i**

**CTCF**

250 kDa

130 kDa

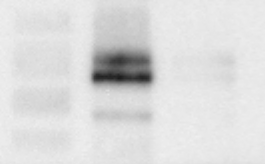

**ALDH1A2**

55 kDa

70 kDa

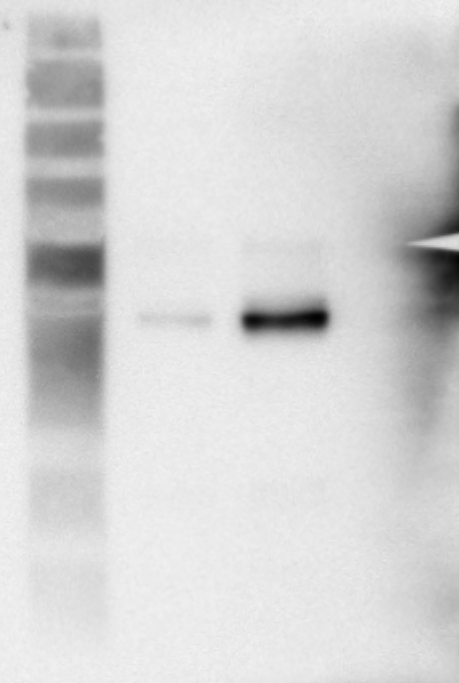

**β-actin**

55 kDa

35 kDa

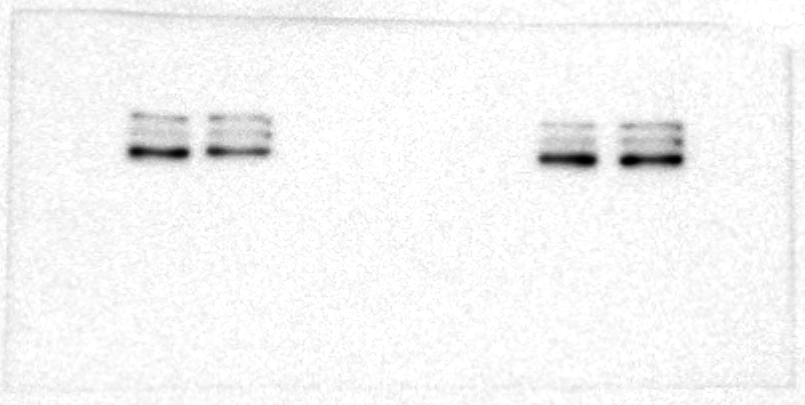

**Figure 5a**

250 kDa

**CTCF**

130 kDa

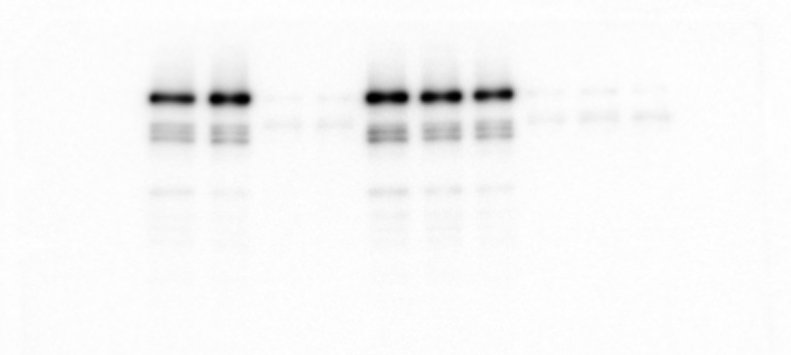

**p-JAK2**

100 kDa

130 kDa

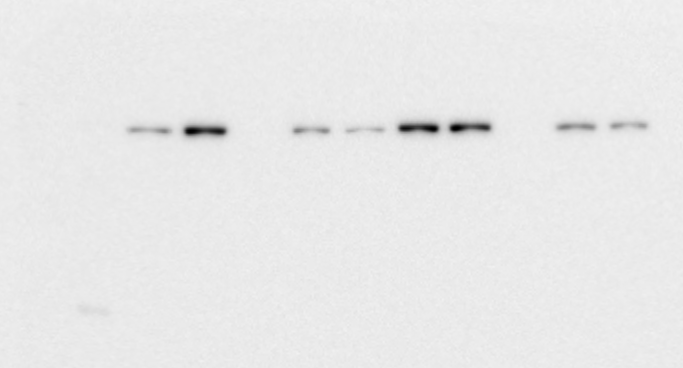

**JAK2**

100 kDa

130 kDa

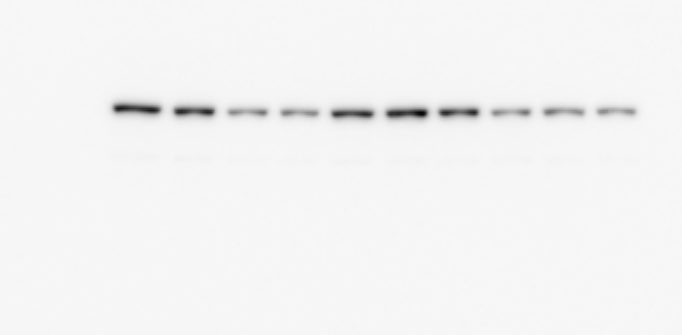

**p-STAT5**

70 kDa

100 kDa

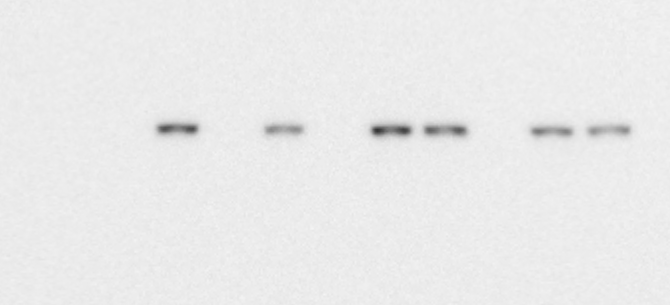

**STAT5**

70 kDa

100 kDa

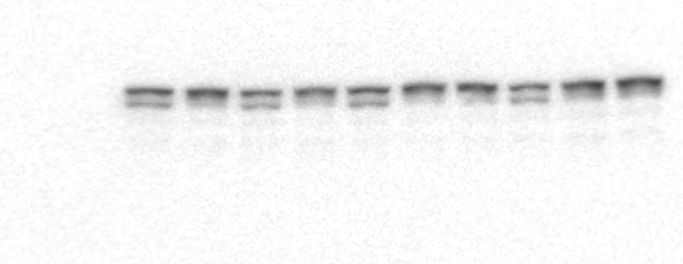

**β-actin**

55 kDa

35 kDa

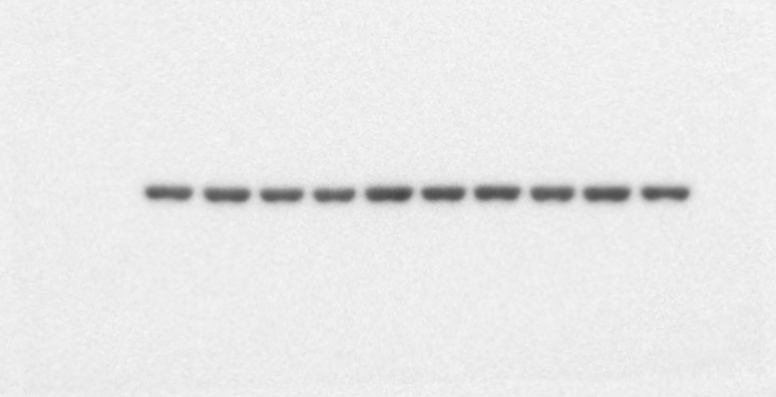

**Figure 6a**

**p-IKKα/β**

70 kDa

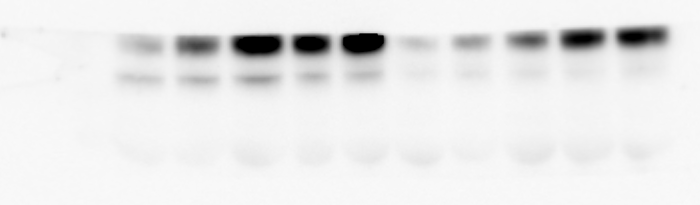

**IKKα**

55 kDa

100 kDa

70 kDa

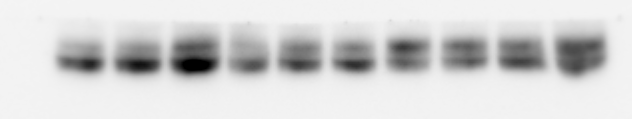

**p-IκBα**

55 kDa

35 kDa

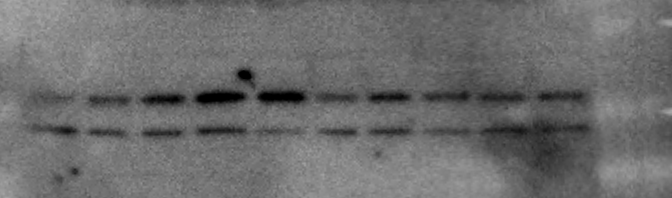

**IκBα**

35 kDa

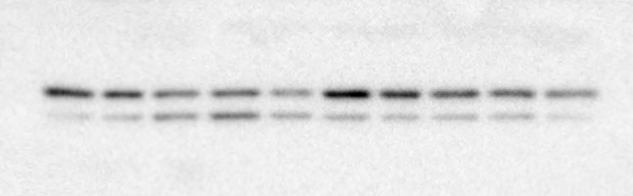

**RelA**

70 kDa

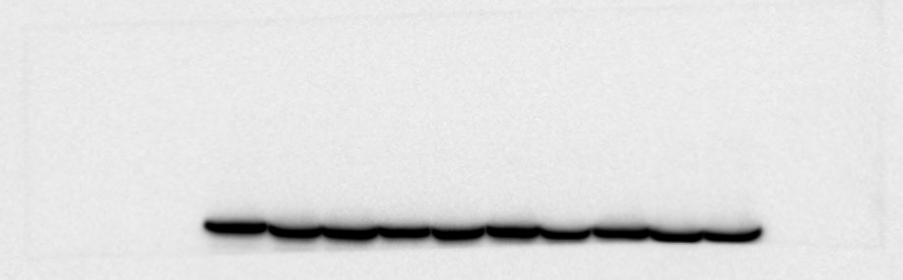

**β-actin**

250 kDa

35 kDa

55 kDa

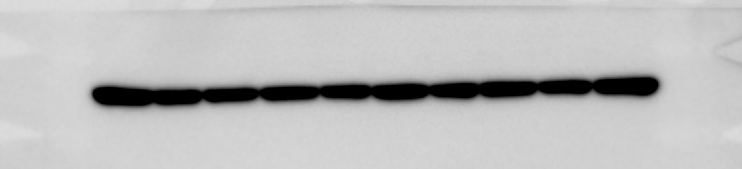

**
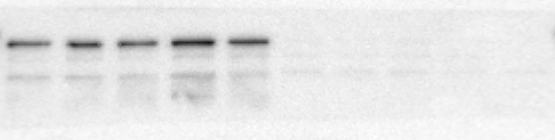
 CTCF**

130 kDa

**Figure 6d**

**RelA**

70 kDa

55 kDa

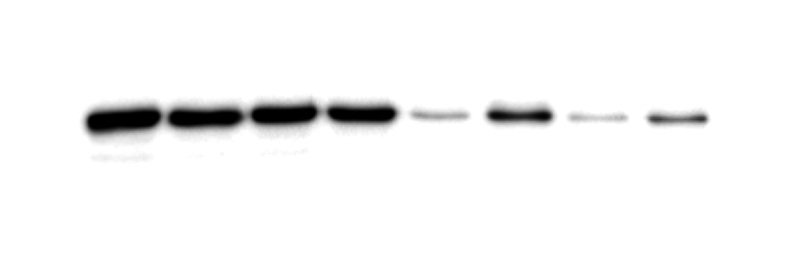

**Lamin B1**

70 kDa

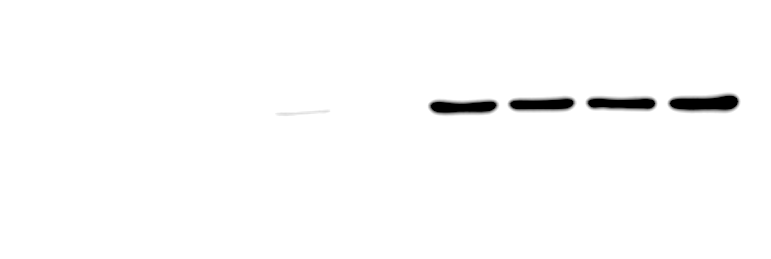

**α-tubulin**

55 kDa

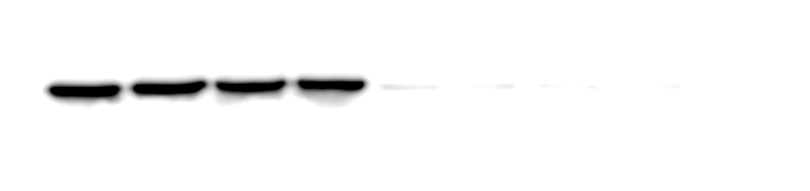

**Figure 8a**

**CTCF**

170 kDa

130 kDa

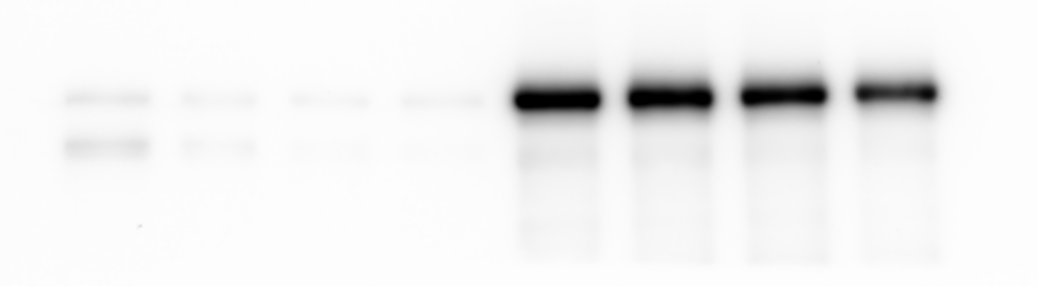

**RelA**

55 kDa

70 kDa

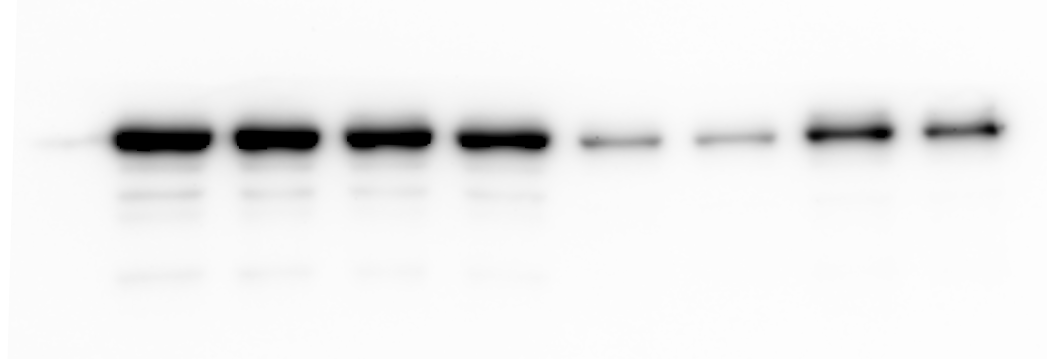

**LaminB1**

70 kDa

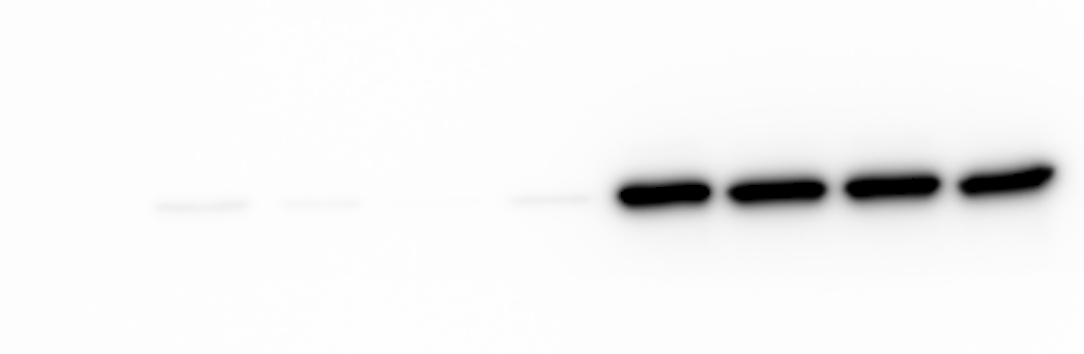

**α-tubulin**

55 kDa

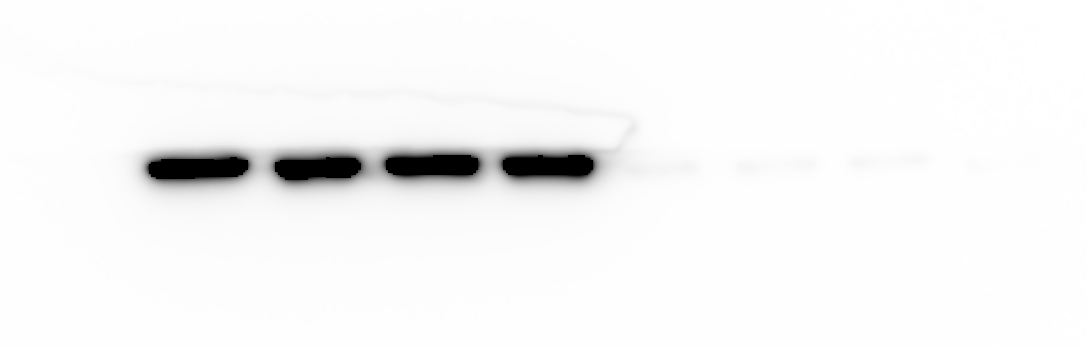

**Figure S7b**

**p-STAT5**

130 kDa

95 kDa

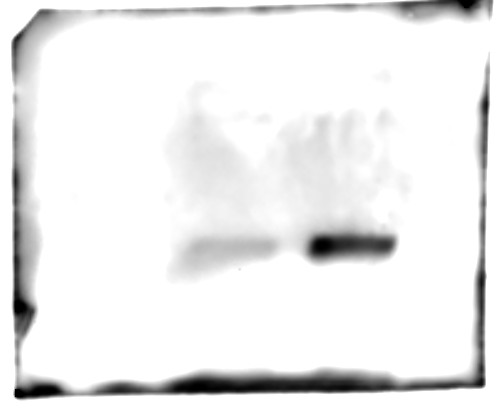

**STAT5**

130 kDa

95 kDa

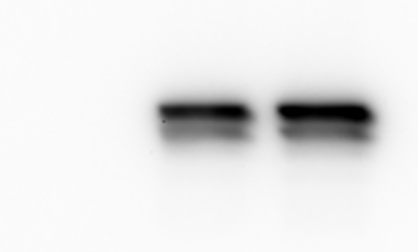

**β-actin**

56 kDa

43 kDa

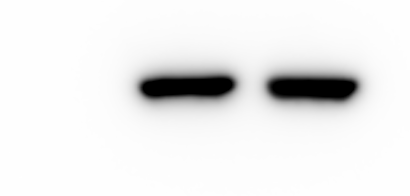

**Supplement:** Supplementary file 4 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

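RNA was sequenced from 12 cultures of GM-CSF BMDCs in 4 groups of 3 replicates: WT, WT stimulated with LPS (WTL), CTCF-deficient (KO) and CTCF-deficient stimulated with LPS (KOL). LPS was given at 100 ng/ml for 3 h after 6 days of culture. Each library was assigned to its group and replicate number from its label, and the groups are those the paper names.

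The authors trimmed the reads with Trim Galore, aligned them to mm10 with STAR, and quantified genes with RSEM. They deposited, for each of 55335 genes in each library, an RSEM expected count, which is an estimated count that need not be whole. The authors also deposited the TPM of each gene, which RSEM scales to the same sum in every library and which keeps no depth. The effective length that the authors deposited beside them is RSEM's transcript length after allowing for fragment size. The paper's methods name a stranded kit with poly(A) selection, the sample labels name depletion of ribosomal RNA, and the text does not say whether RSEM was told the strand. Antisense and overlapping genes and near-identical copies are therefore reported as uncertain where they are named. Gene positions are those of GENCODE M21 on mm10, to which 54587 gene identifiers were matched with their version and 55154 without it. Of the gene symbols, 105 are carried by more than 1 identifier, and 27929 genes had 0 counts in all libraries.

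Total expected counts were 12769773 to 16586334 per library. At this depth, a gene with at most 3 counts in every library of a group was treated as at the floor, and a fold change against it is given as a lower bound. Ribosomal RNA genes took 5.165% of the counts of WTL replicate 2 and at most 1.185% of those of any other library.

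Expected counts were rounded to whole numbers and normalized with the TMM method of edgeR 4.0.16 in R 4.3.3. Genes were filtered by group with filterByExpr, which left 14008. The quasi-likelihood test (glmQLFit and glmQLFTest) was applied in one fit of all 12 libraries, without covariates. The comparisons were WTL against WT, KO against WT, KOL against WTL and KOL against KO, and the interaction was the LPS response in KO against that in WT. P-values were adjusted over all genes by the Benjamini-Hochberg method with a threshold of 0.05. The fold cutoffs were the paper's, 2 for LPS, 1.3 for KO against WT and 1.5 for KOL against WTL, with 2 also for KOL against KO and none for the interaction. Normalized counts are counts divided by the effective library size and multiplied by its mean over the 12 libraries, and errors are SDs over 3 replicates.

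Replicate numbers 1 to 3 occur in each group's sample titles, and a fit with the number as a block was run for this reason. The text does not say that libraries with the same number shared an animal or a culture.

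Genes were named by a rule fixed at the start: Ctcf in every library, every gene whose RNA-seq expression the paper names, and for each genome-wide comparison the 3 largest rises and 3 largest falls among genes past the threshold with at least 100 normalized counts on average over the 6 libraries and no overlap between the groups. Genes of proteins that the paper measured by other assays, and genes that check the sex and type of the libraries, were added for the closing parts. The lists of genes connected by loops across WT boundaries, of genes near lost STAT5 peaks, and of the genes of Fig. 5h and Fig. 7d come from the paper's source data.

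Gene sets were tested with one-sided Fisher's exact tests on the genes that passed, against all genes tested. The sets were the S phase and G2/M lists of Seurat 5.3.0, with human symbols written as mouse symbols, and the mouse Reactome pathways of fgsea 1.28.0 with 15 to 500 tested genes, of whose 7111 Entrez identifiers 6859 were matched. Medians of gene lists were placed among 10000 random lists of equal size matched on mean expression.

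The alternatives were DESeq2 1.42.0 on all libraries and on the 6 of each comparison, edgeR on those 6 alone, DESeq2's size factors in edgeR, no filter, at least 10 counts in every library, the replicate block, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1) for genes with a TPM of at least 1 in 3 libraries, edgeR's glmTreat, no fold cutoff, adjustment over a list alone, and leaving out each replicate in turn. Correction for GC content and length and scaling of TPM to a common median were added after seeing the data. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

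The tests were first run on simulated counts drawn from the means and sizes of these libraries, with 200 genes changed by known folds. For the interaction, another 200 genes were changed in KOL alone. The simulation held no LPS response shared by WT and KO and gave every group the same spread. It therefore does not show how the tests behave where the spread differs between groups, as it does in these libraries. In KO against WT, edgeR recovered 156 of the 193 changed genes that passed its filter (80.8%) and called 7 of the unchanged genes, out of 13738 genes tested. For the interaction it recovered 142 of 193 (73.6%). DESeq2 recovered 147 of 200 (73.5%) and 136 of 200 (68.0%), and limma on log2(TPM + 1) recovered 107 of 180 (59.4%) and 56 of 174 (32.2%). The set test recovered 50 of 50 planted sets and called 0 of 550 others. The comparison with matched random lists recovered 50 of 50 planted lists and called 3 of 50 others.

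Hi-C, HiChIP, ChIP-seq, RT-qPCR, western blots and flow cytometry were not analysed here, nor were gene lists of RelA targets, of the regulatory modes and of intra-TAD loops. DAVID was not used here.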

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

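Every test of an explanation in this part was chosen only after the result was seen. The LPS response was compared between CTCF-deficient and WT BMDCs with the interaction of edgeR's fit, a comparison that the paper does not report. At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the interaction was positive for 1218 genes and negative for 1225. A positive interaction is a stronger rise, a weaker fall or a change from fall to rise in KO, so the sign does not give the size of the response. Chance is one possible explanation of these numbers. In 100 draws that permuted the residuals of the additive model, tested with limma, 2 draws gave as many genes, the real data included, where the real data gave 1234 positive and 1247 negative interactions. The other such draw gave 3211 genes, the next 155, and the median of the others was 0. Bias by GC content or gene length is another, and 92.8% of the genes passed in the same direction after both were corrected for. The correction also raised the numbers, to 1641 positive and 1531 negative interactions. The numbers varied with the replicate left out, from 671 to 2013 for the negative interactions. After these tests, a response to LPS that depends on CTCF remains as a hypothesis, and the cultures of different animals cannot be told apart from the genotype.

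Of the 6 genes of Fig. 3f, 2 had a response that differed. The log2 change of Ptgs2 was larger in KO by 1.32 (adjusted p = 0.00065 from edgeR's test), and that of Vash1 was smaller by an interaction of -1.45 (adjusted p = 0.00065 from edgeR's test). Vash1 rose in WT and had a log2 fold change of 0.043 in KO. The interaction of Chst3 was -3.55, because LPS lowered it from 1515 to 165 normalized counts in KO. After the GC content and length correction, the interaction was -1.41 for Vash1 and -3.38 for Chst3, and the cause of these differences was not tested further.

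Of the 12 genes of Fig. 5h, 8 had a positive interaction and 0 a negative one. The interactions were 0.73 for Tnf, 0.95 for Trim25, 0.62 for Nlrp3, 0.80 for Trim13, 0.38 for Cd40, 0.38 for Adam8, 1.05 for Cd36 and 0.82 for Tnfrsf11a. LPS lowered Cd36 in WT (4150 to 2945 normalized counts) and raised it in KO (2608 to 3819), and Cd36 and Tnfrsf11a were higher in KOL than in WTL, whereas 9 genes of the figure were lower. Between KOL and WTL, Tnfrsf11a (adjusted p up to 0.078 from edgeR's test) and Trim13 (up to 0.066) did not pass in every fit without a replicate. The log2 interaction of Cd40 was 0.382 with limma on log2(TPM + 1) and 0.406 with log2(TPM + 0.1), and it passed on neither scale. The interaction of Adam8 did not pass in some fits without a replicate. Of the 11 genes of Fig. 7d, 7 had a larger log2 response in KO and 0 a smaller one. They were Ptgs2, Tnf and Nlrp3 and also Il12b (1.11), Il6 (1.56), Irf1 (0.40) and Ereg (2.12). Too few counts before LPS could inflate a fold change, but 5 of the 7 genes had at least 10 counts in each KO library. The others were Il6, with 18, 15 and 6 counts in the KO replicates, and Ereg, with 8, 11 and 5. Both have the largest interactions of the 7, and too few counts remain a possible explanation for them. The GC content and length correction left all 7 past the threshold. With limma on log2(TPM + 1), however, 4 of these interactions did not pass. Their log2 values were 0.329 for Ereg, 0.469 for Ptgs2, 0.602 for Il12b and 0.996 for Il6. With log2(TPM + 0.1), the log2 interaction of Il6 was 1.763 and did not pass either. These 4 genes thus depend on the scale and the test. The interaction of Irf1 did not pass in every fit without a replicate (adjusted p up to 0.075 from edgeR's test). With 10 of the 11 genes lower in KO before LPS (Il10, at no more than 5 counts, was not resolved) and all 11 lower after it, the larger log2 response is the same difference as a larger log2 deficit in KO before LPS than after it, and the cause was not tested. In normalized counts the rise was smaller in KO for all 11. Cd86 also had a larger response in KO (0.48, adjusted p = 0.004 from edgeR's test).

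LPS changed 2113 genes up and 1819 down in KO at a fold change above 2, a comparison that the paper does not report. Of the genes up by LPS in WT, 1411 (79.9%) were also up in KO, and of those down in WT, 982 (70.1%) were also down. The real split of the KO and KOL libraries was the only one of the 4 splits that part all same-numbered pairs, 1 of 4, to give as many genes, and the other three gave at most 0. With 4 such splits of 10 in all, the share cannot go under 0.25, so this test cannot separate the result from the grouping of libraries by chance. After the GC content and length correction, 89.7% of the genes passed in the same direction. Among the largest changes, Rpl7a-ps11 and Gm10335 were at least 137-fold and at least 97-fold higher in KOL, and both are pseudogenes whose reads RSEM may have taken from other copies. Of 482 processed pseudogenes tested, 28.6% passed in KO and 16.8% in WT, compared with 26.4% and 21.6% of protein-coding genes. The other largest changes were those of Il6 (9.53), Gm28037 (-9.99), Ntn4 (260 to 13.1 normalized counts) and Slc36a1 (2770 to 196). Gm28037 had 0, 0 and 4 counts in the KOL replicates, and its leave-one-out range was -13.7 to -9.42. It overlaps Rpl24, and the combined mean of both genes rose from 5926 in KO to 10213 in KOL. The fall of Gm28037 may therefore also come from shared reads.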

How the results depend on the processing

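The alternatives described here were set before the data were examined, apart from the correction for GC content and length and the scaling of each library's TPM to a common median, which were both added after seeing the data. Where a cause is not named, the cause was not tested.

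Of 140 log2 fold changes and interactions of named genes, 110 kept their direction and their side of the threshold in every setting run for them. Over 2422 combinations of gene and setting, 2314 did so, 72 kept the direction and no longer passed the threshold, 14 newly passed it, and 22 reversed. Of these, 966 left out a replicate, with 33 that no longer passed, 3 that newly passed and 11 that reversed. Settings on TPM changed the most genes. Limma on log2(TPM + 1) left 9 genes no longer past the threshold and let 1 newly pass, log2(TPM + 0.1) 7 and 0, and the median-scaled TPM 10 and 1. The glmTreat test was run on counts of genes only. Fits of the groups compared alone do not cover the interaction, and the filter of at least 10 counts left 100 of the 140 values.

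DESeq2 on all libraries gave 87 enriched Reactome pathways in KO against WT in place of 47, and on the groups compared alone it gave 143 genes down by LPS and down by CTCF depletion in place of 233. The log2 fold change of Csf2ra in KO against WT, 0.007 (adjusted p = 0.96 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), was -0.007 with DESeq2, -0.007 with DESeq2's size factors in edgeR, -0.052 with limma on log2(TPM + 1) and on log2(TPM + 0.1), and -0.193 with the GC and length correction. That correction also took the interaction of Il18 from 0.175 to -0.021.

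With at least 10 counts in every library, LPS changed 1147 genes up and 892 down in WT (1766 and 1400 otherwise) and 1394 up and 1210 down in KO (2113 and 1819). The genes up by LPS and down by CTCF depletion were 277 (450), those up by both 106 (215), those down by LPS and up by CTCF depletion 173 (284), and the filter removed Il6, Il12a, Il10 and Ereg of the 11 genes of Fig. 7d, so that 7 were tested and all 7 passed.

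With glmTreat, LPS changed 580 genes down in WT and 940 down in KO, CTCF depletion changed 1574 up and 1495 down without LPS and 1028 up and 978 down with it, and 25 genes connected by loops across WT boundaries were down in place of 54. The genes changed by both LPS and CTCF depletion were 213 (up, down), 67 (up, up), 80 (down, up) and 64 (down, down), with the change by LPS first. Without a fold cutoff, they were 1314, 851, 1034 and 1007 in that order. LPS then changed 4209 genes up and 4224 down in WT and 4704 up and 4752 down in KO, and CTCF depletion with LPS changed 2991 up and 3266 down.

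With limma on log2(TPM + 1), 770 genes were up by LPS in WT and 932 in KO, 1556 were up in KO against WT, 1138 were up in KOL against WTL, 223 were up by LPS and down by CTCF depletion, 44 were up by both, and 603 had a negative interaction (1225 otherwise). With log2(TPM + 0.1), LPS changed 941 genes up and 3087 down in WT and 1195 up and 3202 down in KO, 1498 were up in KO against WT, 487 had a negative interaction, and the genes changed by both were 244, 68, 447 and 435 in the order above. On these scales the share of LPS-responsive genes that were up fell from 55.8% to 28.1% and 23.4% in WT and from 53.7% to 30.0% and 27.2% in KO, and the share up in KO against WT fell from 50.2% to 38.1% and 37.1%. For the interaction, the share of positive ones went from 49.9% to 61.1% and 64.3%. The median log2 fold change of all genes was -0.453 and -0.523 for LPS in WT, -0.399 and -0.466 for LPS in KO, and -0.106 and -0.118 for KO against WT. After median scaling, 66.1% of the LPS-responsive genes in WT were up, and 616 genes were down by LPS in WT, 1011 were down in KO, 83 were up by both, 87 were down by LPS and up by CTCF depletion, 87 were down by both, and 810 had a negative interaction. The glmTreat test gave a share of 67.9% up for LPS in WT. With the GC and length correction, the median was -0.166 for LPS in WT and -0.171 in KO, and 46.1% of the LPS-responsive genes in WT were up.

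The LPS response of Vash1 in KO was 0.043, and it was -0.351 with log2(TPM + 1), -0.435 with log2(TPM + 0.1) and -0.022 with median-scaled TPM. The interaction of Il10 was 1.58, and it was -0.799 with log2(TPM + 1) and -0.833 with median-scaled TPM. No unstimulated library had more than 5 counts of Il10.

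With a replicate left out, the log2 fold change in KO against WT was -0.005 to 0.092 for Chuk (0.067 with all replicates), -0.078 to 0.054 for Csf2ra, -0.031 to 0.034 for Csf2rb (0.033) and -0.002 to 0.106 for Stat5a (0.084), and that of Vash1 in KOL against KO was -0.223 to 0.211. The interaction was -0.994 to 0.792 for Il12a (-0.44) and -0.002 to 0.316 for Il18. The genes with a negative interaction were 671 to 2013 over 12 fits, and those with a positive one 841 to 1756 (1218). LPS in KO gave 2087 to 2207 genes up and 1720 to 2057 down.

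With the replicate block, CTCF depletion changed 2357 genes up and 2339 down without LPS. Of the genes connected by loops across WT boundaries, 118 were up and 52 down, of those near lost STAT5 peaks 479 were up and 464 down, and the 12 genes of Fig. 5h passed. The odds ratio was 7.7 for S phase genes and 22.35 for G2/M genes, and 57 Reactome pathways passed, 8 among upregulated and 49 among downregulated genes. WT and KO libraries come from different animals, and those with the same number had a mean correlation of -0.017 between their deviations. LPS in KO gave 2101 genes up and 1823 down (mean correlation -0.053), and the interaction was positive for 1041 genes and negative for 1022. With 2 named genes no longer past the threshold and 0 newly past it, the block changed few of the 140.

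The genes connected by loops across WT boundaries and up in KO were 82 (glmTreat) to 163 (no fold cutoff) over all settings, and those near lost STAT5 peaks 330 (glmTreat) to 490 (no filter) up and 329 (glmTreat) to 473 (no filter) down. Of the 12 genes of Fig. 5h, 11 passed on both TPM scales and 10 with median-scaled TPM, and of the 11 genes of Fig. 7d, 9 passed with log2(TPM + 0.1). Depth limits the genes at or under the floor of 3 counts in a group, for which only a lower bound of the fold is given, and Il12a and Il10 before LPS, where no library had more than 4 and 5 counts and a difference between KO and WT was not resolved.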

Differences from the paper's values

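The alternatives named here were set before the data were examined unless stated otherwise. The genes down by LPS and down by CTCF depletion numbered 233, and the paper's number is about 150 in Supplementary Fig. 9e, read by eye. The gap stayed under a ratio of 1.5 with DESeq2 (212), DESeq2 on the groups compared alone (143), edgeR on those groups alone (170), at least 10 counts in every library (170), the replicate block (224), and without WTL replicate 2 (205), WTL replicate 3 (197), KOL replicate 1 (207) or KOL replicate 3 (202). It stayed above that ratio with DESeq2's size factors in edgeR (232), no filter (238), limma on log2(TPM + 1) (245) and log2(TPM + 0.1) (435), glmTreat (64), no fold cutoff (1007), and without the other replicates (235 to 273).

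For Fig. 3f, the paper's source data give expression in each replicate, and the paper's errors are SEMs of 3 values. The paper's log2 fold change of Ptgs2 is 4.30 and the value here was 4.82, and limma on log2(TPM + 0.1) gave 4.25 (4.40 with median-scaled TPM, chosen after seeing the values). For Acod1, the paper's value is 2.96 and the value here 3.47, with 2.92 by log2(TPM + 1) and 2.93 by log2(TPM + 0.1). For Vash1, the paper's value is 1.21 and the value here 1.49. None of the alternatives set before the data were examined closed that gap, whereas median-scaled TPM, chosen after seeing the values, gave 1.213. For Tef, the paper's value is -1.82 and the value here -1.35, with -1.79 by log2(TPM + 1). For Foxred2, the paper's value is -3.67 and the value here -3.12, with -3.49 by log2(TPM + 0.1). For Engase, the paper's value is -3.28 and the value here -2.80, and no alternative closed that gap. For the other genes, the alternatives not named stayed apart from the paper's value.

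For Fig. 5h, the paper's values are also means of 3 replicates with SEMs, and they were lower than the values here for 10 of the 12 genes by more than the error. With log2(TPM + 0.1), each of the 10 fell within the error of the paper's value, and with log2(TPM + 1) Tnf, Cd40, Adam8, Cd36, Tlr2, Myd88 and Malt1 did. The paper's log2 fold change is -1.92 for Tnf (-1.82 here, -1.90 and -1.92 with pseudocounts 1 and 0.1), -1.60 for Trim25 (-1.50 here, -1.59 with 0.1), -1.36 for Nlrp3 (-1.26 here, -1.35 with 0.1) and -1.31 for Trim13 (-1.21 here, -1.28 with 0.1). It is -1.2 for Cd40 (-1.05 here, -1.16 and -1.19), -1.05 for Adam8 (-0.88 here, -1.046 and -1.05), -0.80 for Cd36 (-0.67 here, -0.79 and -0.80) and -0.68 for Tlr2 (-0.58 here, -0.678 and -0.682). It is -0.67 for Myd88 (-0.58 here, -0.66 and -0.67) and -0.54 for Malt1 (-0.47 here, -0.53 and -0.54). Some fits without a replicate also came within the error, for Tnf without WT replicate 1 (-1.86) or 2 (-1.86), Nlrp3 without WT replicate 1 (-1.36), Trim13 without WT replicate 2 (-1.30) or 3 (-1.32), Cd40 without WT replicate 3 (-1.11) and Malt1 without WT replicate 2 (-0.55). The other alternatives did not close these gaps.

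By RT-qPCR in Fig. 1b, the paper's Ctcf RNA is 1.75% of WT in KO and 2.00% in KOL. In the RNA-seq counts, it was 54.7% in KO and 53.8% in KOL, relative to unstimulated WT. The alternatives on counts gave 52.7% to 56.4% in KO and limma on log2(TPM + 0.1) gave 62.9%, and the ratio of mean TPM was 62.8% in KO and 40.1% in KOL, so none of these closed either gap.

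The paper states from Fig. 7d that CTCF-deficient BMDCs failed to produce cytokines such as Il6, Il12a and Il12b on LPS. The title of the same figure calls their expression diminished. The paper also reports lower IL-6 and IL-12 by RT-qPCR and, at a later time after LPS, as protein. Neither was measured here, so the difference concerns only the wording for RNA at 3 h. In KOL, the normalized counts here were 50.9%, 46.5% and 47.5% of the WTL mean, and LPS raised Il6 750-fold, Il12b 182-fold and Il12a at least 33-fold in KO BMDCs.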

Other observations

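Of the tests in this part, those of the STAT5, NF-kB and interferon targets, of gene length and GC content in KO against WT, of RNAs without a poly(A) tail, of the stage of the LPS response, of the genes shared between cholesterol biosynthesis and the cell cycle, and of the X chromosome and the autosomes were set before their results were seen. All other tests in this part were chosen only after the result was seen.

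For each comparison of 2 groups, the libraries were also split in other ways. Of 10 splits of 6 libraries, 4 part all 3 pairs of the same replicate number, as the real split does. Only the real split, 1 of 4, gave as many genes for WTL against WT (3166, at most 0 in the other splits), KO against WT (4832, at most 0), the genes connected by loops across WT boundaries (177, at most 0), those near lost STAT5 peaks (953, at most 0), the genes of Fig. 5h (12, at most 0), the S phase and G2/M genes down in KO (70, at most 0), KOL against WTL (3503, at most 1), the genes up by LPS and down by CTCF depletion (450, at most 0) and the genes of Fig. 7d (11, at most 0). The share of these 4 splits cannot go under 0.25, nor that of all 10 under 0.1, so these results cannot be told apart from grouping by chance by this test alone.

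The paper reports weaker phosphorylation of JAK2 and STAT5 in KO by western blots, and the RNA of known STAT5 targets was tested for it. The targets were Cish, Socs2, Socs3, Pim1, Osm, Bcl2l1, Ccnd2 and Il2ra. The median log2 fold change of the 8 genes was -0.383 in KO against WT, at percentile 0.7 of matched random lists, and 6 were lower, Socs3 was higher and Socs2 did not change detectably. This is consistent with weaker STAT5 signaling in KO. Of the genes of the proteins themselves, Jak2 had a log2 fold change of -0.50 in KO against WT (adjusted p = 0.0025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Stat5b 0.30 (adjusted p = 0.0029 from the same edgeR test), Stat5a, which overlaps Stat3, 0.08, Csf2rb 0.03 and Csf2ra 0.01, with no detectable change in Stat5a, Csf2rb and Csf2ra.

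For the weaker NF-kB activation that the paper reports in KOL, 12 NF-kB targets were tested, Nfkbia, Nfkbie, Nfkbiz, Tnfaip3, Nfkb1, Nfkb2, Relb, Bcl3, Birc3, Icam1, Traf1 and Tnip1. Their median interaction was -0.265, at percentile 1.5 of matched random lists, with 6 smaller and 1 larger responses in KO (Nfkbiz), while Nfkbia, Tnfaip3, Nfkb1, Relb and Traf1 did not pass. All of them except Relb, 11 genes, were lower in KOL than in WTL. Of these, Nfkbia (adjusted p = 0.046 from edgeR's test) did not pass with the replicate block (0.073) or in every fit without a replicate (up to 0.17). Before LPS, 5 were already lower in KO (Nfkbiz, Tnfaip3, Relb, Birc3 and Traf1), with a median of -0.132 over the list, and the log2 differences of Nfkbiz (-1.55 before LPS and -1.24 after it) and Tnfaip3 (-0.54 and -0.42) were no greater after LPS. The list as a whole goes with weaker NF-kB activation, while a lower level before LPS could account for a part of its genes. The 11 genes of Fig. 7d, which the paper draws from its RelA targets, went the other way. Their log2 response was larger in KO for 7 and smaller for 0, though not on every scale. The list therefore does not speak for NF-kB targets in general. All 12 genes of the list still rose by LPS in KO, with a median log2 fold change of 1.4, compared with 1.7 in WT. Of 11 interferon targets (Ifit1, Ifit2, Ifit3, Isg15, Mx1, Oas1a, Rsad2, Cxcl10, Irf7, Usp18 and Ifi44), 7 had a larger and 1 a smaller response in KO, and the median interaction of 0.60 lay at percentile 100.0. The interferon targets were lower in KO before LPS, with a median of -0.772 and 8 lower, and in KOL against WTL their median was -0.267, with 5 lower and 1 higher. All 11 rose by LPS in KO (median log2 fold change 5.09) and in WT (4.77). The 12 listed NF-kB targets and the interferon targets thus differed in the sign of the median interaction. Both lists were lower in KOL than in WTL by their medians. In KO against WT, Rela had a log2 fold change of -0.30 (adjusted p = 0.098), Ikbkb -0.19 (adjusted p = 0.041), and Tlr4 -0.17 (adjusted p = 0.39), all from edgeR's test, and Chuk 0.07 and Nfkbia -0.05. The adjusted p of Ikbkb from edgeR's test was 0.06 with the replicate block and up to 0.12 with a replicate left out.

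Of the 450 genes up by LPS and down by CTCF depletion, 57.3% were down in KO before LPS, with an odds ratio of 5.48 against the other genes up by LPS. This share was 57.7% to 63.5% with the replicate block, DESeq2, the GC and length correction, and at least 10 counts in every library. A smaller LPS response was found for 21.6% of them, and their median interaction was -0.221. The genes were selected for a lower level in KOL than in WTL, which in log2 is the difference before LPS plus the interaction. Both are therefore favoured by the selection, and the test does not tell how much each contributed.

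The libraries after LPS varied more than those before it (13.7% in WTL and 14.4% in KOL, 4.91% in WT and 2.62% in KO). Deviations from the group mean followed GC content with a rank correlation across genes of up to -0.486 (WTL replicate 1) and gene length with up to 0.339 (KOL replicate 2), and genes are not independent replicates. Replicates at different stages of the LPS response could also give such a spread, and the deviations followed the size of the LPS response with at most 0.149. Early and late genes could deviate in opposite directions, which this correlation need not show, so it does not exclude different stages. Ribosomal RNA took at most 1.185% of the counts in KOL, the group with the widest spread, so its share is not an explanation there. A GC and length bias of the libraries remains as a candidate explanation of a part of the spread only, since the deviations of WT replicates 1 and 2, with a narrow spread, also followed GC content (-0.268 and 0.324), about as much as those of KOL did (at most 0.335). In KO against WT, where the spread was small, the log2 fold change had a rank correlation of 0.055 with gene length and 0.093 with GC content across genes, both under 0.2.

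The largest rise in KO, that of Gm28037, may come from reads shared with the overlapping gene Rpl24. The log2 ratio of the combined mean counts of both genes between KO and WT was -0.015, while Rpl24 alone had -0.474. Gm8210 and Gm13841 had the same expected count in 12 of 12 libraries, which indicates that RSEM split their reads evenly, and 13 tested genes shared their counts with another gene in this way.

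On TPM, fewer genes were up than down by LPS. After each library's TPM was divided by its median ratio, 66.1% of the genes that passed in WTL against WT were up, compared with 28.1% before. This division centres the fold changes (median -0.453 before and -0.043 after), so the balance had to move whatever the cause, and the result does not tell a shift of the TPM scale apart from other causes.

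Genes connected by loops gained across WT boundaries were more often up than down in KO. An excess of up calls among all genes is not an explanation, since the list differed from the other deregulated genes (two-sided Fisher's exact test, p = 1.4e-07). After the GC content and length correction, 129 of these genes were up and 49 were down, compared with 123 and 54 before it. The paper also reports more upregulated than downregulated genes for loops gained within WT boundaries, a list not tested here. The excess is thus not peculiar to loops that cross a boundary. A link between the loops and the higher expression remains as a hypothesis. The splits of the libraries counted all deregulated genes of the list, so they did not test the excess of up over down.

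Of 23 genes of cholesterol biosynthesis, 18 were down and 0 were up in KO, with a median log2 fold change of -0.765 (-3.12 to 0.563), and 14 were down in KOL against WTL (median -1.116). The paper does not report this. A GC content or length bias was examined, and 18 were down after the correction. The correction did change other results in KO against WT. Of the 2405 genes down, 2259 were still down after it, and the S phase odds ratio went from 7.45 to 5.58. The unchanged number argues against such a bias for the cholesterol genes, as far as the correction removes it. Only 1 of the 23 genes is in a cell cycle list, and 18 of the others were down, so this overlap could not have changed the number by more than 1. The number was 18 with the replicate block and with DESeq2, 20 with log2(TPM + 1) and 15 with glmTreat. The cause was not established, the pattern was found and tested on the same data, and the genotype cannot be told apart from the animals.

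Xist had 16034 ± 581 normalized counts in WT and 25074 ± 497 in KO (SD, n = 3), a log2 fold change of 0.64 with an adjusted p of 0.023 from edgeR's test (0.065 with DESeq2 on all libraries, 3.8e-78 to 0.065 over the alternatives, and up to 0.087 with a replicate left out). After LPS, it had 15679 ± 4210 in WTL and 16385 ± 6330 in KOL (SD, n = 3), with no higher level in KOL beyond the spread of the replicates. The genes Ddx3y, Uty and Eif2s3y of the Y chromosome had 0 counts in all libraries, and Kdm5d had 1 count in KOL replicate 1. The paper's methods name male and female mice. A lower RNA level of X-linked genes in KO was tested. Their median log2 fold change over 411 genes was -0.115, at percentile 0.0 of matched random lists with a median of -0.014. No autosome, 0 of 19, had a median that differed from random lists by as much as -0.101, and the nearest was chromosome 18 with -0.069. A higher Xist level was thus seen without LPS only and did not pass in every setting, the X-linked genes were examined only there, and the cause of either difference was not tested.

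Ctcf counts remained at 54.7% of WT in KO. A mislabelled library was tested as an explanation, and the highest KO library had 569.7 normalized counts where the lowest WT library had 974.9. Reads from exons outside the deletion could also give the remaining counts, and the gene totals cannot tell, since they hold no count per exon.

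For the selection of RNA, which the paper and the labels name differently, RNAs without a poly(A) tail were examined. The median percentile of Rn7sk, Rmrp and Rpph1 was 91.3 among expressed genes, with mean TPM values of 734, 112 and 82.1 that varied widely between libraries (18.7 to 872 for Rmrp). This suggests libraries made without strict poly(A) selection, although 67 histone genes, whose RNAs also lack a poly(A) tail, took only 0.006% to 0.028% of the counts.

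Of the genes up in KO against WT, 1205 were also up in KOL against WTL, and of those down, 1186 were also down, while 18 and 38 changed in the opposite direction. For other proteins that the paper measured, H2-Ab1 had a log2 fold change of -0.76 in KO against WT, and in KOL against WTL Cd80 had 0.37 and Cd86 0.47. Of the genes of Supplementary Fig. 9d, Ch25h had -2.36 and Il1f6 -1.08 in KOL against WTL.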
